# Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy

**DOI:** 10.1038/s41467-020-20080-9

**Published:** 2020-12-08

**Authors:** Young Suk Yu, Hijai R. Shin, Dongha Kim, Seon Ah Baek, Seon Ah Choi, Hyejin Ahn, Amen Shamim, Jeonghwan Kim, Ik Soo Kim, Kyeong Kyu Kim, Kyoung-Jae Won, Sung Hee Baek

**Keywords:** Biochemistry, Cell biology, Molecular biology

## Abstract

Autophagy is a catabolic process through which cytoplasmic components are degraded and recycled in response to various stresses including starvation. Recently, transcriptional and epigenetic regulations of autophagy have emerged as essential mechanisms for maintaining homeostasis. Here, we identify that coactivator-associated arginine methyltransferase 1 (CARM1) methylates Pontin chromatin-remodeling factor under glucose starvation, and methylated Pontin binds Forkhead Box O 3a (FOXO3a). Genome-wide analyses and biochemical studies reveal that methylated Pontin functions as a platform for recruiting Tip60 histone acetyltransferase with increased H4 acetylation and subsequent activation of autophagy genes regulated by FOXO3a. Surprisingly, CARM1-Pontin-FOXO3a signaling axis can work in the distal regions and activate autophagy genes through enhancer activation. Together, our findings provide a signaling axis of CARM1-Pontin-FOXO3a and further expand the role of CARM1 in nuclear regulation of autophagy.

## Abstract (web summary)

Epigenetic regulations of autophagy have emerged as mechanisms for maintaining cellular homeostasis. Here the authors reveal that the CARM1-Pontin-FOXO3a signaling axis can activate autophagy related genes through enhancer activation.

## Introduction

Autophagy is a conserved process that digests its cytoplasmic components through lysosomal degradation. This “self-eating” process is an essential mechanism for cell survival by eliminating protein aggregates and damaged organelles, as well as for maintaining nutrient homeostasis by replenishing insufficient nutrients^1,2^. Therefore, autophagy is essential for the protection of the organism against diverse pathologies, including cancer, neurodegeneration, and immune diseases^1,3–5^. Moreover, given that there is a strong connection between dysregulated autophagy and various diseases, an in-depth understanding of the regulatory mechanism of the process is highly needed.

Although autophagy is an event that occurs in the cytoplasm, accumulating evidence indicates that transcriptional and epigenetic regulations occurring in the nucleus also have important roles in autophagy^6,7^. While many transcription factors such as transcription factor EB (TFEB) and FOXO stimulate autophagy by regulating the expressions of various autophagy genes and lysosomal genes^8–10^, epigenetic regulations such as histone modifications help maintain the autophagic flux by changing chromatin status^11–14^.

One of the important epigenetic modifications involved in autophagy is arginine methylation. Arginine methylation is a post-translational modification regulating a wide range of cellular processes, including transcriptional regulation, signal transduction, RNA processing, DNA repair as well as autophagy^7,15^. Arginine methylation is catalyzed by the protein arginine methyltransferase (PRMT) family that transfers the methyl group from *S*-adenosylmethionine (SAM) to an arginine residue^15^. We have previously reported CARM1/PRMT4 functions as a critical coactivator of TFEB in the autophagic process^16^. Glucose starvation activates the AMPK–SKP2–CARM1 signaling cascade, which leads to the stabilization of CARM1 in the nucleus, followed by an increased H3R17me2 level. In response to starvation, CARM1 binds TFEB and functions as an essential coactivator for the activation of various autophagy genes and lysosomal genes^16^. However, the autophagy defects could not be explained by dysregulation of TFEB–CARM1 alone, and the increased arginine methylation of non-histone proteins in addition to histones was also observed under glucose starvation. This finding strongly suggests that CARM1 has additional partners for exerting its transcriptional and epigenetic functions in autophagy.

Pontin (also known as RUVBL1, TIP49A) is a chromatin-remodeling factor that possesses both ATPase and DNA helicase activities. Accumulating evidence support that Pontin functions as a coactivator for various transcription factors^17–20^. Post-translational modifications of Pontin are needed for exerting its transcriptional activities. For example, SUMOylated Pontin has been shown to function as a transcriptional coactivator of androgen receptor-mediated transcription in prostate cancer^21^. Also, the lysine methylation of Pontin increases the transcriptional activity of the hypoxia-inducible factor 1α (HIF-1α) in breast cancer^22^. Compared to Pontin functioning as a transcriptional coactivator, Reptin chromatin-remodeling factor functions as a transcriptional corepressor in various signaling pathways^23,24^.

Here, we identify Pontin as a substrate of CARM1 under glucose starvation. Arginine methylated Pontin at R333 and R339 residues specifically interacts with FOXO3a transcription factor for transcriptional activation of autophagy genes and maintains autophagic flux under glucose starvation. We have found important binding residues of FOXO3a for the recognition of arginine methylated Pontin that are essential for Pontin-FOXO binding. Finally, we show that the CARM1–Pontin–FOXO3a signaling axis activates autophagy genes along with Tip60 coactivator by increasing H4 acetylation.

## Results

### Pontin is arginine methylated by CARM1 at R333 and R339 residues

To identify specific binding partners of CARM1 that could participate in the transcriptional regulation of autophagy during glucose starvation, we isolated CARM1-interacting proteins following glucose starvation by tandem affinity purification. Intriguingly, tandem mass spectrometry (LC–MS/MS) identified the Pontin chromatin-remodeling factor as a candidate for CARM1-interacting protein (Fig. 1a and Supplementary Table 1). The association of Pontin with CARM1 was further confirmed by immunoblot analysis from eluates using specific antibodies (Fig. 1b). To determine whether Pontin directly interacts with CARM1, we purified glutathione *S*-transferase (GST)-tagged CARM1 proteins and performed GST-pulldown assay with in vitro translated Pontin. Since Reptin has been shown to be a well-known binding partner of Pontin, we examined whether CARM1 can bind Reptin as well. GST-pulldown experiment revealed the selective direct binding of CARM1 to Pontin, but not to Reptin (Fig. 1c).

**Fig. 1:**
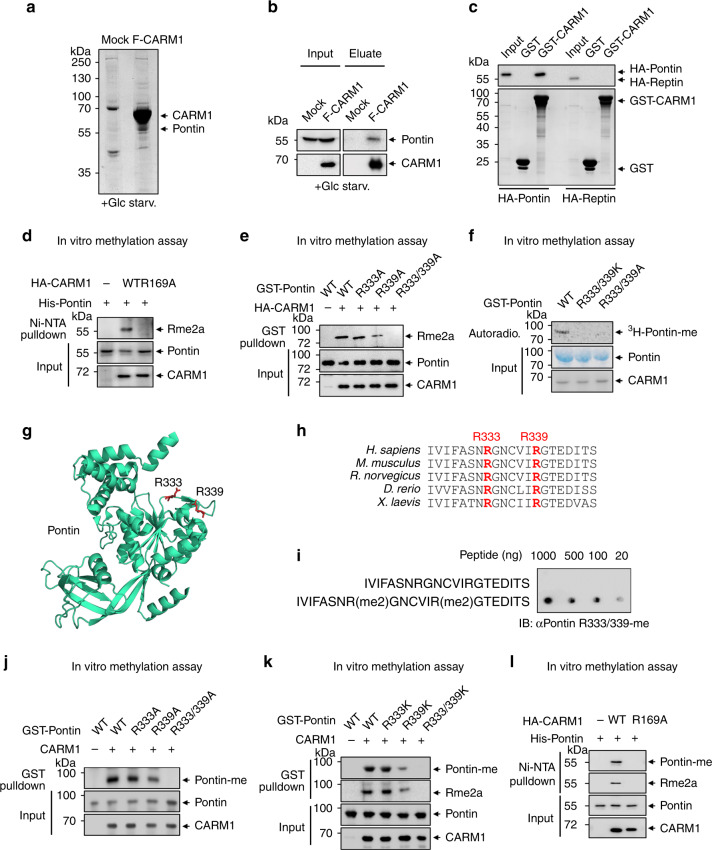
Pontin is arginine methylated by CARM1 at R333 and R339 residues. **a** CARM1-interacting proteins were purified from HEK293T cells stably expressing Flag-CARM1 by co-immunoprecipitation with Flag-M2 agarose. Mass spectrometric analysis identified Pontin as a CARM1-interacting protein under glucose starvation. **b** The binding of Pontin to CARM1 was detected from the eluate of affinity chromatography by immunoblot analysis. **c** GST-pulldown assay for binding of CARM1 to Pontin and Reptin. **d** In vitro methylation assay using purified His-Pontin was performed with either HA-CARM1 WT or enzymatic activity-deficient R169A mutant. Immunoblotting with anti-asymmetric dimethyl arginine (Rme2a) antibody was performed after Ni-NTA pulldown. **e** In vitro methylation assay using purified GST-Pontin WT, R333A, R339A, or R333/339A mutant with HA-CARM1. Immunoblot analysis with anti-Rme2a antibody was performed after GST pulldown. **f** In vitro methylation assay of Pontin WT, R333K/R339K mutant, or R333A/R339A mutant proteins was performed with CARM1 proteins. **g** Ribbon diagram of Pontin (PDB 2C9O) showing its structure with R333 and R339 residues. **h** Sequence alignment of human Pontin with selected homologs. Conserved arginine residues (R333/R339) are highlighted with red. **i** The specificity of antibodies against methylated Pontin at R333/R339 residues was assessed by dot blot analysis. Methyl peptide sequence: IVIFASNR(me2)GNCVIR(me2)GTEDITS; Non-methyl peptide sequence: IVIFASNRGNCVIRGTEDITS. **j** In vitro methylation assay using purified GST-Pontin WT, R333A, R339A, or R333/339A with CARM1. Immunoblot analysis with anti-methyl-Pontin antibody was performed after GST pulldown. **k** In vitro methylation assay using purified GST-Pontin WT, R333K, R339K, or R333/339K proteins with CARM1. Immunoblot analysis with anti-methyl-Pontin and anti-Rme2a antibody was performed following GST pulldown. **l** In vitro methylation assay using purified His-Pontin with HA-CARM1 WT or R169A. Immunoblot analysis with anti-methyl-Pontin antibody was performed after Ni-NTA pulldown. Source data are provided as a Source Data file.

We conducted an in vitro methylation assay using purified proteins of CARM1 wild-type (WT) or enzymatically inactive R169A mutant to check the possibility that Pontin is arginine methylated by CARM1. Only CARM1 WT, but not R169A mutant, was able to methylate Pontin in vitro (Fig. 1d), indicating that enzymatic activity of CARM1 is important for exerting Pontin arginine methylation. To find methylation sites of Pontin by CARM1, we used programs for the prediction of methylation motifs^25^ and then replaced predicted arginines with alanines, either individually or in combination. While R333A or R339A mutant of Pontin showed reduced methylation, R333A/R339A double mutation almost completely diminished Pontin methylation (Fig. 1e). In parallel, we performed in vitro methylation assays using ^3^H-*S*-adenosylmethionine (SAM) with Pontin WT, R333K/R339K mutant, and R333A/R339A mutant and confirmed that Pontin WT, but not Pontin mutants, is directly methylated by CARM1 in vitro (Fig. 1f). Ribbon diagram of Pontin showed its structure with these two close R333 and R339 residues (Fig. 1g). Sequence alignment of Pontin among species revealed two arginine residues and surrounding amino acid sequences are highly conserved among species (Fig. 1h).

For further analysis, we generated an arginine methyl-Pontin antibody (anti-Pontin-me) that specifically recognizes the methylation at R333 and R339 residues. Dot blot analysis of methyl-Pontin antibody (Fig. 1i) and in vitro methylation assay with Pontin WT, R333A, R339A, and R333A/R339A double mutant (Fig. 1j) confirmed the specificity of the methyl-Pontin antibody. As in the case of R333A/R339A mutant, Pontin methylation was almost completely abolished by the introduction of R333K/R339K mutant (Fig. 1k). Further, in vitro methylation assay revealed that CARM1 WT, but not enzymatically inactive R169A mutant, was capable of Pontin methylation (Fig. 1l). Since there have been reports that Pontin is methylated by other arginine methyltransferase^26^, we checked whether the methyl-Pontin antibody captures CARM1-specific methylation. We observed that Pontin can bind PRMT5 and PRMT6 as well as CARM1/PRMT4 (Supplementary Fig. 1a), but the antibody recognizes methyl-Pontin only in CARM1-expressing, but not in other PRMT-expressing cells (Supplementary Fig. 1b). Together, these data indicate that CARM1 methylates Pontin at R333 and R339 residues both in vitro and in vivo.

### Pontin is arginine methylated by CARM1 in the nucleus upon glucose starvation

As the protein levels of CARM1 increase following glucose starvation^16^, we checked whether Pontin–CARM1 interaction increases in response to starvation. As expected, endogenous Pontin showed increased binding to CARM1 following glucose starvation (Fig. 2a). We then sought to define whether increased interaction between Pontin and CARM1 during glucose starvation results in increased Pontin methylation. We observed that Pontin methylation increased in response to glucose starvation, whereas the methylation markedly decreased when treated with CARM1-specific inhibitors including EZM2302 and EPZ025654 (Fig. 2b). CARM1-dependent Pontin methylation increased in response to glucose starvation in WT mouse embryonic fibroblasts (MEFs) but not in *Carm1* knockout (KO) MEFs (Fig. 2c and Supplementary Fig. 1c). Further, Pontin methylation was restored in *Carm1* KO MEFs reconstituted with CARM1 WT, but not with CARM1 R169A mutant (Fig. 2d and Supplementary Fig. 1d), indicating that starvation-induced Pontin methylation is mediated by CARM1. In accordance with the previous report that starvation-induced CARM1 accumulation occurs in the nucleus^16^, cellular fractionation assay (Fig. 2e and Supplementary Fig. 1e) and immunocytochemistry analysis (Fig. 2f) confirmed that Pontin methylation by CARM1 occurs mainly in the nucleus in response to glucose starvation.

**Fig. 2:**
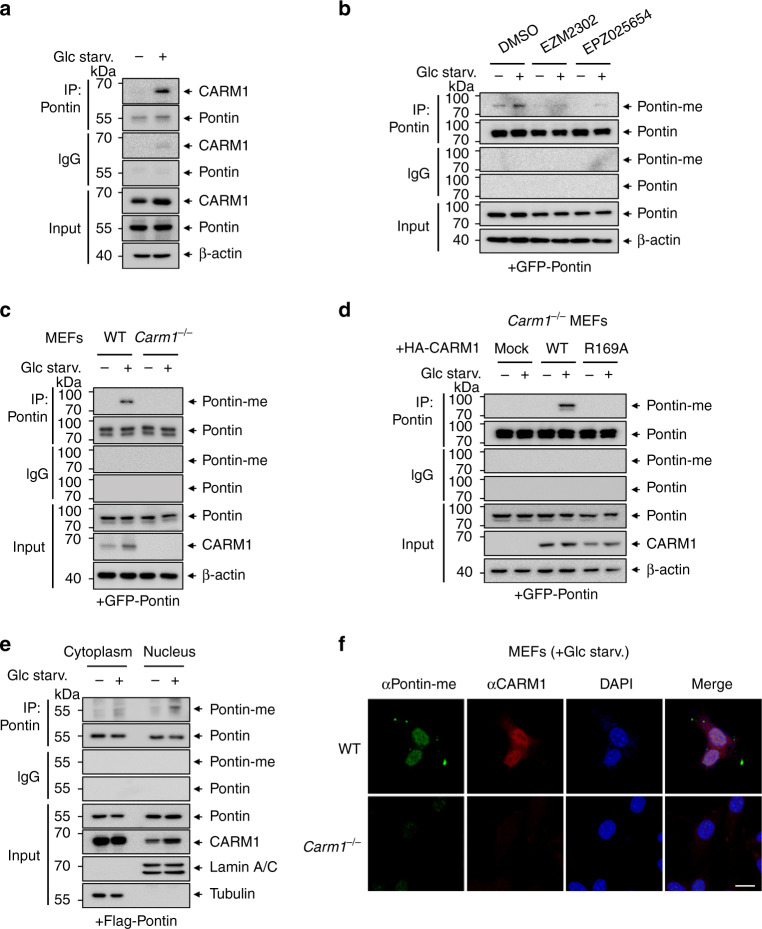
Pontin is arginine methylated by CARM1 in the nucleus upon glucose starvation. **a** Co-immunoprecipitation assay with Pontin and CARM1 in HeLa cells under glucose starvation for 18 h. **b** Pontin methylation in MEFs under glucose starvation was analyzed after treatment of CARM1-specific inhibitors, EZM2302 (100 nM) and EPZ025654 (100 nM) for 96 h. **c** Pontin methylation was evaluated in WT or *Carm1*^−/−^ MEFs following glucose starvation. **d** Pontin methylation was assessed in *Carm1*^−/−^ MEFs reconstituted with CARM1 WT or R169A mutant. **e** Pontin methylation was assessed in MEFs after nuclear and cytoplasmic fractionation. **f** Representative confocal images of methylated Pontin and CARM1. Scale bar, 20 μm. Source data are provided as a Source Data file.

Because Pontin is known to form a hetero-dodecameric complex with its binding partner Reptin, we checked whether Pontin methylation affects the formation of the Pontin and Reptin complex. We performed an in vitro binding assay to examine whether methylation of Pontin at R333/R339 residues affects the formation of the Pontin–Reptin complex. Following in vitro methylation assay with Pontin, GST-pulldown assay was conducted to determine whether the methylation of Pontin affects the binding of Pontin to Reptin. GST-pulldown assay revealed that Pontin and Reptin were bound regardless of the methylation status of Pontin (Supplementary Fig. 1f). In addition, the binding to Reptin was not changed in the Pontin RK mutant (Supplementary Fig. 1g). Taken together, our data indicate that the methylation of Pontin does not alter the binding affinity to Reptin.

### Methylated Pontin is crucial for proper starvation-induced autophagy

To address the role of Pontin methylation during glucose starvation, we generated *Pontin*^*f/f*^ MEFs stably expressing Flag-tagged Pontin WT, R333K/R339K (RK), or R333A/R339A (RA) mutant (Fig. 3a). Cre virus infection results in the deletion of endogenous Pontin while leaving the ectopic Pontin unaffected, and the expression levels of stably expressing Flag-tagged Pontin WT, RK, or RA were similar to the endogenous level of Pontin (Fig. 3b). These cell lines were used throughout this study to assess the role of methylated Pontin in vivo. Pontin methylation was observed only in Pontin WT-expressing MEFs, but neither in Pontin RK mutant- nor in RA mutant-expressing MEFs (Fig. 3c). In addition, Pontin methylation increased by rapamycin treatment or amino acid starvation (Supplementary Fig. 2a, b). Considering the prominent role of CARM1 in autophagy, we sought to examine whether methylated Pontin is required for starvation-induced autophagic occurrence. We had previously observed that the GFP-LC3 punctate cells significantly decreased in the *Pontin* KO MEFs (Supplementary Fig. 2c). In order to observe autophagic occurrence according to the methylation status of Pontin, we performed the GFP-LC3 puncta assay using *Pontin* KO MEFs stably expressing Pontin WT or RA mutant. The increase in GFP-LC3 punctate cells upon glucose starvation was strikingly attenuated in Pontin RA MEFs compared to Pontin WT MEFs (Fig. 3d). The same results were observed upon rapamycin treatment or amino acid starvation (Supplementary Fig. 2d, e). Moreover, an increased ratio of the levels of lipidated LC3-II form to the levels of β-actin, a commonly used biological marker of autophagy, was observed in Pontin WT MEFs following glucose starvation, but neither in Pontin RK nor in Pontin RA MEFs (Fig. 3e).

**Fig. 3:**
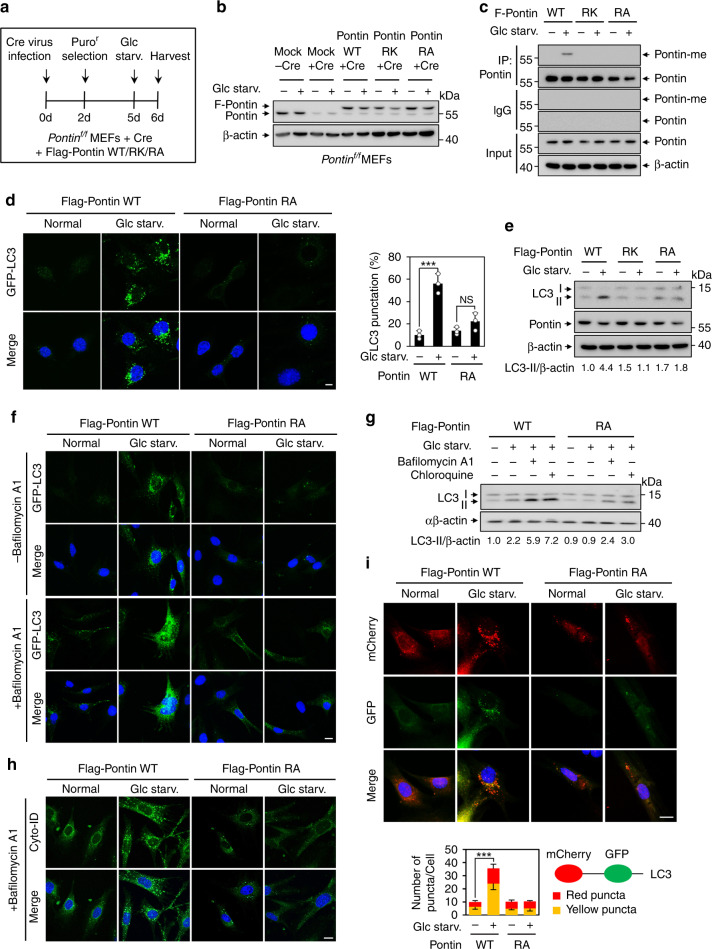
Methylated Pontin is crucial for proper starvation-induced autophagy. **a** Schematics for the generation of stably expressing Flag-Pontin WT, R333K/R339K (RK), or R333A/R339A (RA) mutant in *Pontin*^*f/f*^ MEFs. **b** The protein levels of Pontin were assessed by immunoblot analysis. **c** Immunoprecipitation assay against anti-Pontin-me antibody was performed following glucose starvation in *Pontin*^*f/f*^ MEFs stably expressing Flag-Pontin WT, RK, or RA mutant infected with Cre virus. **d** Representative confocal images of GFP-LC3 puncta formation. Scale bar, 20 μm. The graph shows the quantification of LC3-positive punctate cells (right). Bars, mean ± s.e.m.; *n* = 3 with over 150 cells; one-way ANOVA with post hoc Tukey’s test. ***p < 0.001. **e** Immunoblot analysis of LC3 levels in cell lysates of Pontin WT, RK, or RA MEFs upon glucose starvation. The number below indicates LC3-II/β-actin ratio. **f** Representative confocal images of GFP-LC3 puncta formation in the presence or absence of Bafilomycin A1 (200 nM; 2 h). Scale bar, 20 μm. **g** Autophagic flux was analyzed in Pontin WT or RA MEFs in the presence or absence of Bafilomycin A1 (200 nM; 2 h) or Chloroquine (10 μM; 4 h) under glucose starvation. The LC3-II/β-actin ratio is indicated. **h** Representative confocal images of autophagic vacuoles in Pontin WT or RA MEFS in the presence of Bafilomycin A1 (200 nM; 2 h). Autophagic vacuoles were detected using the CYTO-ID autophagy detection kit. Scale bar, 20 μm. **i** Representative confocal images of mCherry-GFP–LC3 assays in Pontin WT or RA MEFs. Colocalization between mCherry and GFP signal (yellow puncta) denotes autophagosomal vesicles that have not fused with a lysosomal compartment (phagophores or autophagosomes). mCherry signal without GFP signal (red puncta) denotes acidic autophagosomal vesicles (acidic amphisomes or autolysosomes). Scale bar, 20 μm. The graph indicates the number of yellow and red puncta per cell (right). Bars, mean ± s.e.m.; *n* = 10 biologically independent cells; ***p < 0.001. Statistics by two-tailed *t*-test. Source data are provided as a Source Data file.

Next, we performed autophagic flux analysis using Bafilomycin A1 or Chloroquine, two well-established inhibitors of the late phase of autophagy that prevent the maturation of autophagic vacuoles by inhibiting fusion between autophagosomes and lysosomes. GFP-LC3 puncta formation assay showed that the marked accumulation of GFP-LC3 puncta upon glucose starvation, when treated with Bafilomycin A1, was attenuated in Pontin RA MEFs compared to Pontin WT MEFs (Fig. 3f). Immunoblot analysis of LC3 confirmed that LC3-II was accumulated in Pontin WT MEFs but not in Pontin RA MEFs when autophagic flux was blocked by Bafilomycin A1 or Chloroquine treatment under glucose starvation (Fig. 3g), rapamycin treatment, and amino acid starvation (Supplementary Fig. 2f, g). Further, we used Cyto-ID dye, which specifically labels autophagic compartments. The autophagic vacuole staining using Cyto-ID dye showed similar results (Fig. 3h). The mCherry-GFP-LC3 reporter was used to assess the overall number of LC3 puncta formation as well as autophagic flux. Because the GFP signal is attenuated in the acidic lysosomal environment, while the mCherry is not, this reporter allows distinction between autophagosomal vesicles that have not fused with a lysosomal compartment (e.g., phagophores or autophagosomes) (GFP+/mCherry+ yellow puncta) and acidic autophagosomal vesicles (e.g., acidic amphisomes or autolysosomes) (GFP−/mCherry+ red puncta). Induction of the total numbers of both red and yellow puncta under glucose starvation was significantly attenuated in Pontin RA MEFs in contrast to Pontin WT MEFs (Fig. 3i). These data indicate that CARM1-mediated Pontin methylation is required for proper starvation-induced autophagy.

To explore whether Pontin methylation-dependent regulation of autophagy is a common regulatory mechanism of autophagy, we investigated if this regulation also works in other cell lines such as HepG2 and HeLa. Under glucose starvation, both cell lines showed an increase in Pontin methylation, including an increase in CARM1 in the nucleus (Supplementary Fig. 3a, b). To address the role of Pontin methylation in HepG2 and HeLa cell lines, we generated Pontin knockdown cells ectopically expressing shRNA-resistant Flag-tagged Pontin WT (WT^R^) or RA (RA^R^) mutant. We observed Bafilomycin A1-dependent accumulation of LC3-II upon glucose starvation in Pontin WT cells, but not in Pontin RA cells (Supplementary Fig. 3c, d). Our data indicate that autophagy regulation by Pontin methylation is a common mechanism of regulating autophagy in various cell lines.

Maintaining homeostasis of nutrient metabolism is critical for cells to be healthy and function normally. Autophagy is one of the important cellular defense mechanisms against nutrient deprivation and helps survival by providing nutrients to cells through self-consumption. To observe cell survival according to the methylation of Pontin, we analyzed the proliferation rate of Pontin WT or RK MEFs under glucose starvation. In the case of Pontin WT MEFs, we observed that the increase in proliferation no longer occurred around 15–18 h and the cells died rapidly after 24 h of glucose starvation. On the other hand, in the case of Pontin RK MEFs, there was no difference with Pontin WT MEFs in proliferation until 12 h, but cells died rapidly after 12 h of glucose starvation (Supplementary Fig. 3e). Next, we performed cell viability assays using Pontin WT or RK MEFs under glucose starvation. Consistent with proliferation assay, we observed cell viability meaningfully decreased at 24 h under glucose starvation in Pontin WT MEFs. On the other hand, in the case of Pontin RK MEFs, cell viability was significantly reduced after 18 h of glucose starvation (Supplementary Fig. 3f). Taken together, these data showing the difference in cell growth and viability based on Pontin methylation status further demonstrate the importance of transcriptional regulation of autophagy as a critical event for cell survival during prolonged starvation.

### RNA-sequencing analysis reveals that methylated Pontin-dependent genes are enriched for autophagy and lysosomal genes

Since Pontin methylation is markedly induced in the nucleus upon glucose starvation concomitant with CARM1 nuclear accumulation, we hypothesized that methylated Pontin is involved in transcriptional regulation of autophagy. To determine which genes are affected by methylated Pontin, we performed RNA-sequencing (RNA-seq) in Pontin WT and RA MEFs after glucose starvation (Fig. 4a). Principal component analysis (PCA) revealed that the global gene expression patterns between Pontin WT and RA MEFs are similar in normal conditions. However, glucose starvation significantly changed the global gene expression patterns between them (Supplementary Fig. 4a). We identified differentially expressed genes (DEGs) that can be classified into six clusters of gene groups by hierarchical clustering (Fig. 4b). Using enrichment analysis of gene ontology biological processes (GOBPs), gene ontology cellular component (GOCC), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, we found that the genes in Cluster 1 are significantly enriched for autophagy and lysosomal genes (Fig. 4c, Supplementary Fig. 4b, and Supplementary Table 2). In order to identify the subset of genes that actually contribute to the autophagy and lysosome, Gene Set Enrichment Analysis (GSEA) was performed through ranking genes by Pearson correlation with the phenotypic labels based on cluster 1 (Supplementary Fig. 5a). The results showed that the gene sets involved in the regulation of autophagy, lysosome, the phagophore assembly site are positively correlated with cluster 1 (Fig. 4d and Supplementary Fig. 5b).

**Fig. 4:**
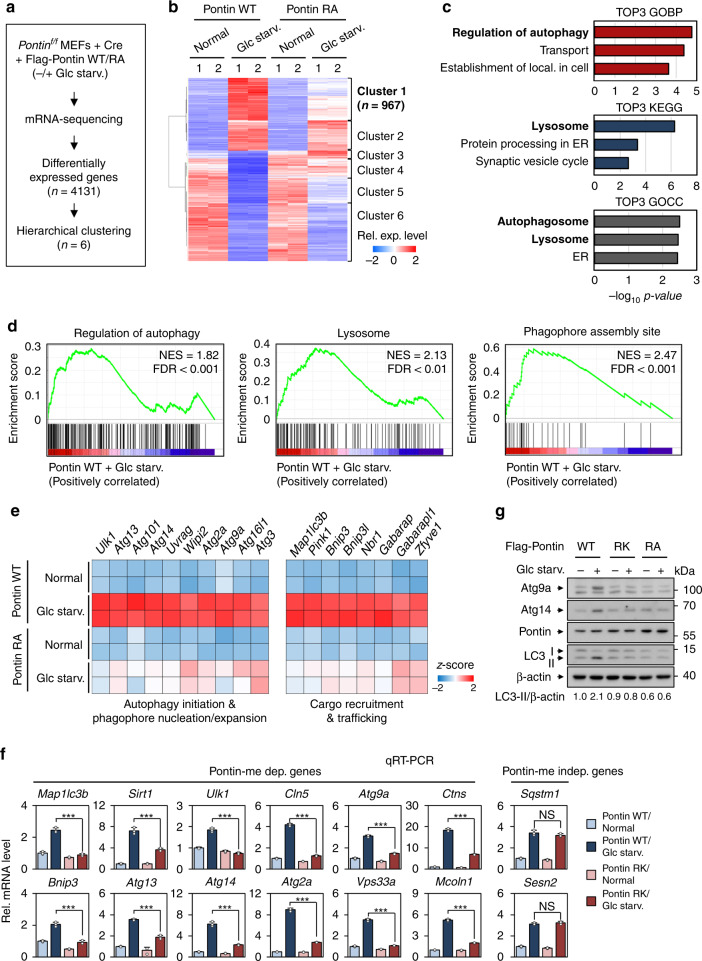
RNA-sequencing analysis reveals that methylated Pontin-dependent genes are enriched for autophagy and lysosomal genes. **a** Flow chart showing the strategy of RNA-sequencing analysis. **b** Hierarchical clustering results applied to 4131 differentially expressed genes (DEGs). **c** Gene ontology enrichment and KEGG pathways enrichment analyses for the genes in Cluster 1 using DAVID software. **d** Representative gene set enrichment analysis (GSEA) results (ranking genes by Pearson correlation with the phenotypic labels based on the Cluster 1). **e** Pontin methylation-dependent genes sorted by autophagy steps. Heatmaps representing expression changes of genes. **f** Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes. Bars, mean ± s.e.m.; *n* = 3; ***p < 0.001, NS non-significant. Statistics by two-tailed *t*-test. **g** Immunoblot analysis of Pontin methylation-dependent genes in cell lysates of Pontin WT, RK, or RA MEFs upon glucose starvation. Source data are provided as a Source Data file.

Next, we explored how Pontin methylation has an important role in the autophagy process. RNA-sequencing data were systemically analyzed based on the genes that are important for each autophagy process. Interestingly, our analysis revealed that the expression of genes involved in autophagy initiation, phagophore nucleation/expansion, and cargo recruitment/trafficking was downregulated upon glucose starvation in Pontin RA MEFs in contrast to Pontin WT MEFs (Fig. 4e). Quantitative RT-PCR (qRT–PCR) and immunoblot analyses confirmed that the genes are regulated in Pontin methylation-dependent manner (Fig. 4f, g and Supplementary Fig. 6a). Consistent with the data in MEFs, other cell lines including HepG2 and HeLa showed similar results (Supplementary Fig. 6b, c). Under rapamycin treatment and amino acid starvation, the induction of autophagy and lysosomal genes was also observed in Pontin WT MEFs, but not in Pontin RA MEFs (Supplementary Fig. 6d, e). Together, our data indicate that autophagy and lysosomal genes are activated by Pontin methylation under starvation and that Pontin methylation has an important regulatory function in the autophagy process from the autophagy initiation step.

### Methylated Pontin binds FOXO3a through the arginine methyl-binding residues of FOXO3a

Since Pontin functions as a coactivator of various transcription factors, we examined whether Pontin, when arginine methylated, interacts with specific transcription factors. To find the major transcription factors for methylated Pontin-dependent genes obtained from RNA-seq data, transcription factor enrichment analysis was performed using web-based software, EnrichR^27^. The results of the transcription factor enrichment analysis helped us to narrow down the candidate transcription factors, which are known to be important for regulating autophagy processes upon glucose starvation (Fig. 5a). Furthermore, we performed chromatin immunoprecipitation with high-throughput sequencing (ChIP-seq) of methylated Pontin in WT MEFs after glucose starvation. 

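The ChIP-seq experiment used mouse embryonic fibroblasts (MEFs) and an antibody that recognizes Pontin methylated at its arginines, with chromatin that was not immunoprecipitated (input) as the control. It comprised 4 libraries, which were the methylated Pontin ChIP and the input, each from cells in normal media and from cells under glucose starvation. Each of these had 1 library and no replicate, so no spread between cultures can be given for any value. The paper's reporting summary gives 17974913 total reads for the ChIP in normal media, 20765512 for the ChIP under glucose starvation, 17564235 for the input in normal media and 12936988 for the input under glucose starvation. It also gives higher numbers of unique reads, 27137093 for the ChIP under glucose starvation, and the peak values use the total of 20765512. The values analysed here are the peaks that the authors called in the ChIP library under glucose starvation, and the ChIP library in normal media was not analysed here. The authors aligned the paired-end reads to GRCm38 with Bowtie2 and called peaks with HOMER in its mode for transcription factors. The tag threshold of the authors for putative peaks was 18, the number that kept the false discovery rate at 0.001, and the lowest score in the list is 18. Of 13480 putative peaks, 3822 were removed because they were less than 4-fold above the input or had a Poisson p-value over 0.0001, and 5347 because they failed the same limits against the surrounding 10 kb. The resulting list holds 4311 peaks of equal width on 20 chromosomes, and the peaks contain 0.65% of all tags. For each peak the authors give a tag count per 10000000 tags, a score and the folds over input and over the surrounding region, all of which are the authors' own values. The tag count had a median of 14.2 per 10000000, which equals 29.5 tags in the library, and ranged from 7.46 to 112.4. The fold over input had a median of 8.81 and the fold over the surrounding region a median of 4.93, close to the 4-fold limit. The tag count divided by the fold over input, a measure of the input level, had a median of 1.55 per 10000000. A fold over input thus rests on few input tags. Distances and sequences were taken from the same genome build with the GENCODE vM21 annotation. When only peaks at least 8-fold above the input were kept, 2412 peaks remained. The tests compare peaks or sequences within this library and do not compare conditions.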

When the motif analysis was performed through the DNA sequence recruited by methylated Pontin from the ChIP-seq data, the significance of the FOXO3a response elements was the highest (Fig. 5b). 

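Motifs were counted in the 200 bp centred on each of the 4311 methylated Pontin peaks, and a peak was counted once if it carried the motif on either strand. The paper's text does not name the motif matrices or the background, so a fixed 7-mer stood for each transcription factor, and 10 random regions per peak from the same chromosome, with a GC content within 2 percentage points, were the background. The FOXO3a 7-mer GTAAACA was found in 88 peaks (2.04%) and in 1.62% of 43110 background regions, an odds ratio of 1.26 (adjusted p = 0.0341 from the one-sided Fisher's exact test across sequences, Benjamini-Hochberg over 4 motifs). The E2F1 7-mer GCGGGAA was found in 174 peaks (4.04%) and in 2.10% of background regions, an odds ratio of 1.96 (adjusted p = 3.06e-13, one-sided Fisher's exact test). The TFEB 7-mer TCACGTG occurred in 69 peaks (1.60%) against 1.11% of background regions, with an odds ratio of 1.45 and an adjusted p of 0.00682. The CREB1 7-mer TGACGTC occurred in 34 peaks (0.789%) against 0.719% of background regions, with an odds ratio of 1.10 and an adjusted p of 0.33. E2F1 thus had the smallest p and the highest odds ratio of the 4 motifs. The odds ratios depended on the choice of background. Against regions not matched on GC content the odds ratio of FOXO3a was 0.683, that of E2F1 was 9.26, that of TFEB was 2.12 and that of CREB1 was 2.34. The FOXO3a 7-mer is rich in A and T. Against regions matched on GC content and on lying within or beyond 2.5 kb of a TSS, the odds ratio of FOXO3a was 1.13 (adjusted p = 0.218, one-sided Fisher's exact test) and that of E2F1 was 1.60 (adjusted p = 2.34e-07). The distance within these classes was not matched. The GC-matched background was drawn 6 times in all. The draw seen first was exploratory and gave FOXO3a an adjusted p of 0.0457, and the draw reported above, computed after it, gave the lowest of all 6. In the 4 other draws the adjusted p was from 0.0820 to 0.193. FOXO3a did not have the smallest p of the 4 motifs in any of the 15 settings computed. From its own motif analysis, the paper states that the FOXO3a response elements had the highest significance, and it turned to binding assays of the individual transcription factors.

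**Figure D1:**
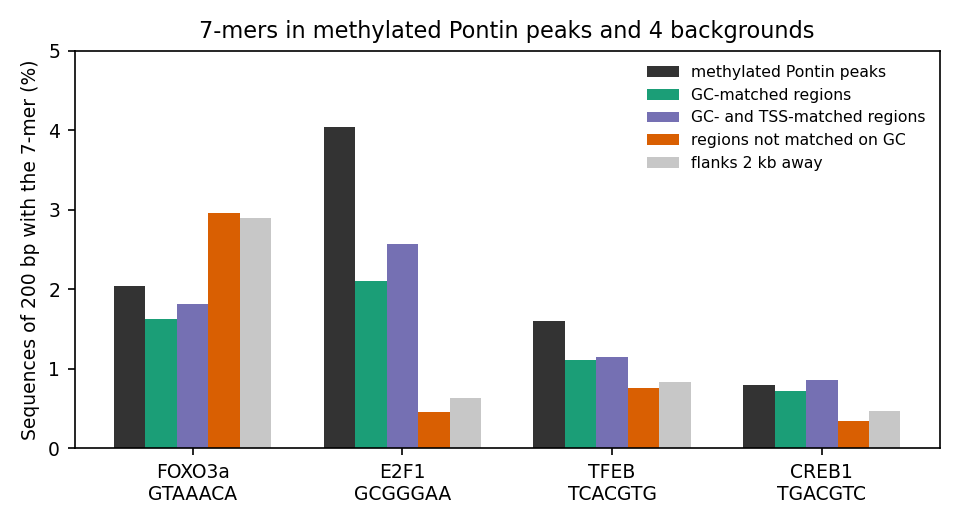
Percentage of 200 bp sequences that carry each 7-mer (vertical axis) for the FOXO3a, E2F1, TFEB and CREB1 motifs, in methylated Pontin peaks under glucose starvation (black) and in 4 kinds of background region (colours). The FOXO3a bar of the peaks (2.04%) lies above both GC-matched backgrounds and below the regions not matched on GC (2.96%) and the flanks (2.90%), while the E2F1 bar of the peaks (4.04%) lies above all 4.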

Individual binding assay further confirmed the selective binding of Pontin to FOXO3a, but not to TFEB, CREB, PPARα, p53, and E2F1, following glucose starvation (Fig. 5c). This interaction is Pontin methylation-dependent, as only Pontin WT bound FOXO3a, whereas Pontin RK and RA mutant failed to do so (Fig. 5d). To further examine whether Pontin methylation is required for the binding of Pontin to FOXO3, we checked whether CARM1 affects their binding. Interaction between Pontin and FOXO3a markedly increased in response to glucose starvation in WT MEFs but not in *Carm1* KO MEFs (Fig. 5e, f). Treatment with the CARM1-specific inhibitors markedly decreased the interaction of Pontin and FOXO3a (Fig. 5g), indicating that CARM1-dependent Pontin methylation is required for the binding to FOXO3a.

**Fig. 5:**
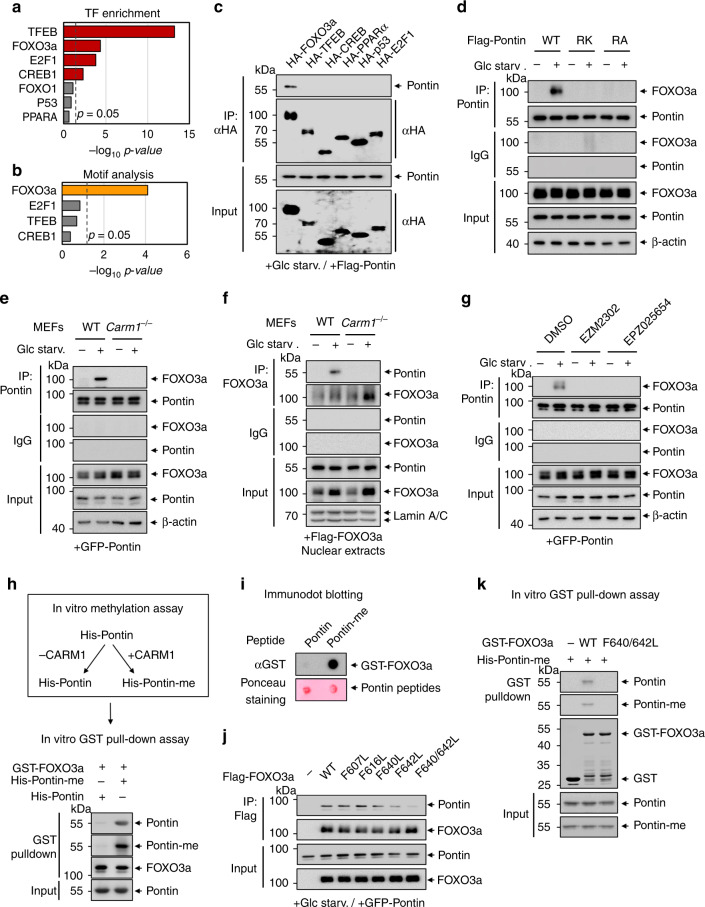
Methylated Pontin binds FOXO3a through the arginine methyl-binding domain of FOXO3a. **a** Transcription factor enrichment analysis for the methylated Pontin-dependent genes using EnrichR software. **b** Binding motif analysis using methylated Pontin ChIP-seq data. Hypergeometric *p*-values were calculated. **c** Co-immunoprecipitation assay was performed to detect the interaction between Pontin and various autophagy-related transcription factors upon glucose starvation. **d** Co-immunoprecipitation assay was performed to detect the interaction between FOXO3a and Pontin in Pontin WT, RK or RA-expressing MEFs. **e**, **f** Co-immunoprecipitation assay of FOXO3a with Pontin in WT or *Carm1*^−/−^ MEFs (**e**) or from nuclear extracts obtained from WT or *Carm1*^−/−^ MEFs (**f**) following glucose starvation. **g** Co-immunoprecipitation assay was performed to detect the interaction between FOXO3a and Pontin in MEFs under glucose starvation after treating with CARM1-specific inhibitors, EZM2302 (100 nM) and EPZ025654 (100 nM) for 96 h. **h** Scheme of in vitro methylation assay for preparing non-methylated and methylated Pontin (above). GST-pulldown assay was performed to examine the binding of FOXO3a to methylated Pontin or non-methylated Pontin (below). **i** Immunodot blot assay for the binding of GST-FOXO3a to Pontin or methylated Pontin peptide. **j** Co-immunoprecipitation assay of Pontin with FOXO3a WT or aromatic mutants following glucose starvation. **k** GST-pulldown assay for the binding of methylated Pontin to FOXO3a C terminus (418–673 aa) or F640/F642L mutant. Source data are provided as a Source Data file.

Next, we conducted an in vitro GST-pulldown assay to check whether methylated Pontin directly binds FOXO3a. After in vitro methylation assay with His-Pontin, we performed a GST-pulldown assay to determine whether the binding of Pontin to FOXO3a depends on the methylation status of Pontin. GST-pulldown assay revealed that methylated Pontin, but not non-methylated Pontin, directly binds FOXO3a (Fig. 5h). Further, we performed immunodot blot analysis using non-methylated or methylated Pontin peptides as bait and purified FOXO3a proteins as prey. FOXO3a selectively bound methylated Pontin peptide, but not non-methylated Pontin peptide, indicating that Pontin methylation is crucial for Pontin–FOXO3a binding (Fig. 5i). Further, we mapped the regions of FOXO3a necessary for its association with Pontin using a set of truncated FOXO3a proteins. The co-immunoprecipitation assay revealed that methylated Pontin specifically bound the C terminus of FOXO3a (418–673 a.a.) (Supplementary Fig. 7a). Further analysis showed that methylated Pontin specifically bound the CR3 domain of FOXO3a encompassing 610–650 amino acids upon glucose starvation (Supplementary Fig. 7b).

It has been shown that the methylated arginine can be recognized by the aromatic residues present in the arginine methyl reader domain. For example, TDRD3 contains a Tudor domain that specifically recognizes H3R17me2, H4R3me2, and arginine methylated RNA polymerase II CTD^28–30^. Both JMJD5 and JMJD7 contain aromatic residues and a negatively charged pocket that recognizes methylated arginine^31^. Therefore, we expected that FOXO3a possesses the aromatic residues within the CR3 domain that are responsible for recognizing the methylated arginine in Pontin. Therefore, we made all the aromatic residue mutants present in the CR3 domain to examine whether the FOXO3a mutants bind to Pontin. While F640L or F642L mutant of FOXO3a showed slightly reduced binding to Pontin, F640L/F642L double mutant showed almost abolished binding to Pontin (Fig. 5j). Furthermore, in vitro GST-pulldown assay confirmed that FOXO3a F640L/F642L double mutant failed to interact with methylated Pontin (Fig. 5k), indicating that two aromatic residues (F640 and F642) of FOXO3a are crucial for its interaction with methylated Pontin.

On the other hand, the modeling of methylated Pontin with FOXO3a predicted that FOXO3a possesses hydrophobic residues (M624, I627, and I628) that can function as a possible methyl-binding domain (Supplementary Fig. 7c). We, therefore, assessed the binding of arginine methylated Pontin to FOXO3a using FOXO3a WT or 3A (M624A, I627A, and I628A) mutant with compromised methyl-binding domain. To prove the direct binding between Pontin and FOXO3a, we performed in vitro GST-pulldown assays using FOXO3a WT or 3A mutant. GST-pulldown assays revealed that FOXO3a WT, but not 3A mutant, directly binds methylated Pontin (Supplementary Fig. 7d). Further, the co-immunoprecipitation assay confirmed that Pontin only bound FOXO3a WT but not FOXO3a 3A mutant (Supplementary Fig. 7e). Our data indicate that three residues (M624, I627, and I628) of FOXO3a are also crucial for interaction with methylated Pontin.

### Methylated Pontin and Tip60 activate FOXO3a target genes with histone H4 acetylation

To examine whether methylated Pontin functions as a coactivator of FOXO3a, we tested the effect of methylated Pontin on luciferase reporter bearing FOXO-binding sites. The luciferase activity increased when Pontin is methylated upon glucose starvation, but it failed to do so in the presence of a Pontin RK or RA mutant (Fig. 6a and Supplementary Fig. 7f). In addition, the transcriptional activation function of Pontin was significantly attenuated by FOXO3a F640L/F642L and 3A mutants that are unable to bind Pontin (Fig. 6b and Supplementary Fig. 7g).

**Fig. 6:**
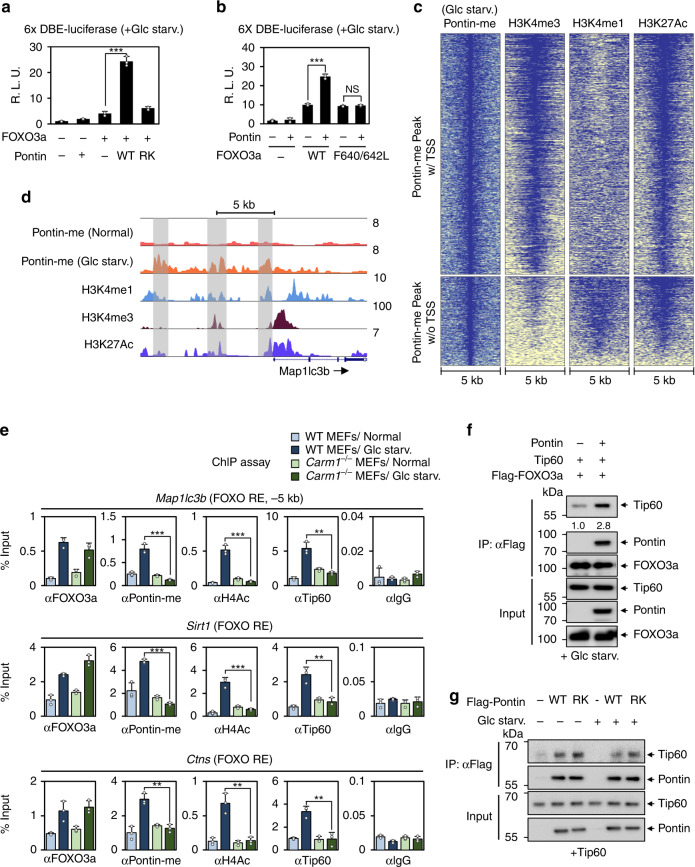
Methylated Pontin and Tip60 activate FOXO3a target genes with histone H4 acetylation. **a** Effect of Pontin WT or RK on 6x DBE (FOXO RE)-luciferase reporter. Bars, mean ± s.e.m; *n* = 3; ***p < 0.001. Statistics by two-tailed *t*-test. **b** Effect of FOXO3a WT, or F640L/F642L mutant on 6× DBE-luciferase reporter. Bars, mean ± s.e.m; *n* = 3; ***p < 0.001, NS non-significant. Statistics by one-way ANOVA with post hoc Tukey’s test. **c** Heatmap showing methylated Pontin near the TSS (above) or distally located to TSS (below). The data on H3K4me1, H3K4me3, and H3K27ac were obtained from MEFs under normal conditions. **d** Profiles of methylated Pontin (Normal), methylated Pontin (Glc starv.), H3K4me1, H3K4me3, and H3K27Ac ChIP-seq occupancy in the locus of the *Map1lc3b* gene. Gray boxes indicate possible Pontin binding sites. **e** ChIP assays were performed using anti-FOXO3a, anti-Pontin-me, anti-H4ac, anti-Tip60, and anti-IgG antibodies on FOXO REs in WT or *Carm1*^−/−^ MEFs in the absence or presence of glucose starvation. Bars, mean ± s.e.m.; *n* = 3; **p < 0.01, ***p < 0.001. Statistics by two-tailed *t*-test. **f** Co-immunoprecipitation assay between FOXO3a and Tip60 in the absence or presence of Pontin. **g** Co-immunoprecipitation assay between Tip60 and Pontin WT or RK mutants in the absence or presence of glucose starvation. Source data are provided as a Source Data file.

In order to find how methylated Pontin regulates FOXO3a target genes, the ChIP-seq peaks for methylated Pontin were examined. 

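The distance from the centre of each methylated Pontin peak under glucose starvation to the nearest TSS of any annotated transcript was computed for the 4311 peaks. Of these, 3382 were proximal, within 2.5 kb of a TSS, and 929 (21.5%, 95% Wilson confidence interval 20.3% to 22.8%) were distal, more than 2.5 kb away. The interval covers counting error only. Within 250 bp of a TSS lay 1730 peaks (40.1%), and a further 986 lay beyond that but within 500 bp. The distal peaks had a median distance of 13.5 kb and reached up to 273 kb from a TSS. Of the distal peaks, 465 were intergenic and 435 had their centre in an intron. The share of distal peaks depended on the limits used, and it was 25.5% when only the TSSs of protein-coding genes were counted and 14.2% among the 2155 peaks with the highest scores. Distal peaks had fewer tags than proximal peaks, with a median of 12.5 tags per 10000000 (interquartile range 10.8 to 15.4) against 14.7 (12.5 to 17.8). This difference of medians had p = 2e-05 in a two-sided permutation test across the peaks of this library, the smallest that 100000 resamples can give. The median GC content was 46.6% in distal and 55.9% in proximal peaks. Histone modifications at these peaks were not analysed here.

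**Figure D2:**
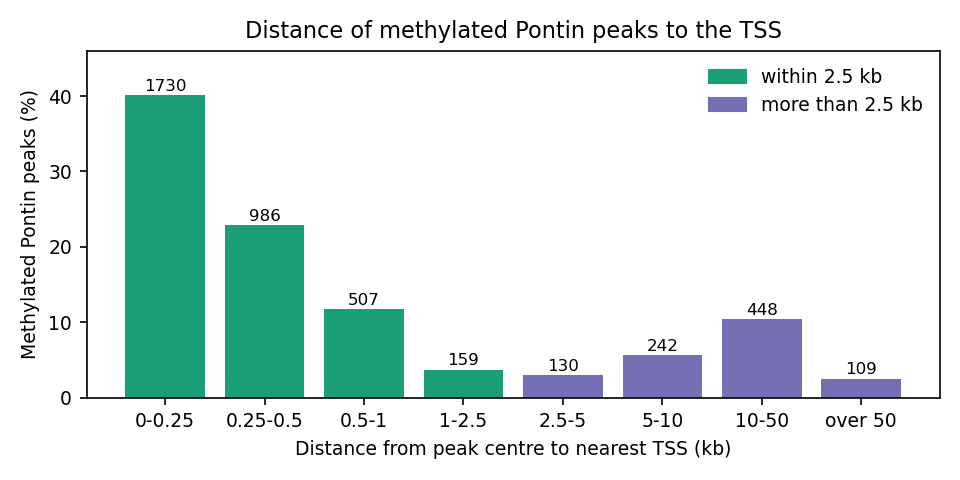
Percentage of the 4311 methylated Pontin peaks under glucose starvation (vertical axis) by the distance from the peak centre to the nearest TSS in kb (horizontal axis), with the number of peaks above each bar. Green bars add up to the 3382 peaks within 2.5 kb of a TSS and purple bars to the 929 peaks farther away.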

We observed that a number of methylated Pontin peaks were detected far from the TSS, where possessing the characteristics of the enhancers with increased H3K4me1 and H3K27Ac levels, as well as at the proximal region within 2.5 kb of TSS (Fig. 6c). 

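Of the 88 methylated Pontin peaks that carry the FOXO3a 7-mer in their central 200 bp, 28 were more than 2.5 kb from a TSS, a share of 31.8% (95% Wilson confidence interval 23.0% to 42.1%). The 7-mer was found in 3.01% of the 929 distal peaks and in 1.77% of the 3382 proximal peaks, an odds ratio of 1.72 (p = 0.025, two-sided Fisher's exact test across peaks). With the 8-mer TTGTTTAC in place of the 7-mer, 27 peaks carried the motif and 25.9% of them were distal, and the odds ratio of distal against proximal peaks was 1.28 (p = 0.638, two-sided Fisher's exact test). With the degenerate motif RTAAAYA, 367 peaks carried it and 34.3% of them were distal, with an odds ratio of 2.05 (p = 3.65e-09, two-sided Fisher's exact test). With the 7-mer counted in the whole peak the odds ratio was 1.69 (p = 0.000712, two-sided Fisher's exact test), and in 500 bp centred on the peak it was 1.75 (p = 0.000198). When distances were measured only to the TSSs of protein-coding genes, the share for the 7-mer was 36.4%. Under all 10 alternatives the share stayed between 25.9% and 37.5%. Background regions matched on GC content and on the proximal or distal class carried the 7-mer in 784 cases, of which 28.8% were distal. Within the distal peaks alone the odds ratio against these regions was 1.25 (adjusted p = 0.315, one-sided Fisher's exact test, Benjamini-Hochberg over the distal and proximal peaks).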

Interestingly, of the methylated Pontin peaks with a FOXO3a motif, 36% of the peaks were far from the TSS. 

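Peaks were looked up at the autophagy and lysosomal genes that depend on methylated Pontin, which are the genes listed in Supplementary Table 2 and those of Fig. 4e, f. All 50 genes of Supplementary Table 2 were found in the annotation, and 20 of them (40.0%) had a methylated Pontin peak within 2.5 kb of a TSS under glucose starvation. Among the other 21861 protein-coding genes the share was 17.0%, an odds ratio of 3.25 (p = 0.000105, two-sided Fisher's exact test across genes of this library). Against protein-coding genes of the same promoter GC content, which would give 10.9 genes with a peak, the odds ratio was 2.38 (permutation p = 0.00562, two-sided). The listed genes were taken from those that differed in the paper's RNA-seq, while the others include genes whatever their expression. Expression was not matched, so an excess over expressed genes in general was not tested. Together, the 2 lists hold 63 genes, of which 24 had a peak within 2.5 kb. The highest tag count among them was at Nbr1, on chromosome 11 from 101551980 to 101552460 in an untranslated exon of the gene, with 24.1 tags per 10000000 and 62.3-fold over input in the authors' deposited table. The folds over input of these 24 peaks in the authors' deposited table ranged from 4.09 at Atg16l1 to that of Nbr1, with a median of 8.16, and 11 of them were under 8-fold. The highest of these folds rest on very few input tags and are imprecise. The peak of Mcoln1, on chromosome 8 from 3499599 to 3500079 in an intergenic position, had 21.4 tags per 10000000 and was 5.04-fold over input in the authors' deposited table, near the 4-fold limit. The peak of Atg101, on chromosome 15 from 101283910 to 101284390, had 21.2 tags per 10000000 and was 27.4-fold over input in the authors' deposited table. The peak of Ctns, on chromosome 11 from 73198419 to 73198899 in the gene's intron near its TSS, had 12.0 tags per 10000000 and was 31.1-fold over input in the authors' deposited table. The peak counted for Sirt1 lay inside the gene, at the TSS of a short transcript, and not at the gene's first TSS. At Bnip3 the nearest peak was in an intron, 2.90 kb from the TSS, and no peak lay within 50 kb of Atg14. Of the 24 peaks, 2 carried the FOXO3a 7-mer anywhere in the peak, those of Atg16l1 and Trp53inp1. The degenerate motif RTAAAYA was in 4 of the 24, which were these and the peaks of Nbr1 and Mcoln1.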

To observe how methylated Pontin is recruited, we checked the methylated Pontin peaks at FOXO3a target genes. 

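The Map1lc3b gene lies on the plus strand of chromosome 8 of GRCm38, from 121590361 to 121598760, and encodes the autophagosome protein LC3B. Within 50 kb of its TSS the list of methylated Pontin peaks under glucose starvation holds 1 peak, from 121580264 to 121580744. Its centre is 9.86 kb upstream of the TSS of Map1lc3b, in an intron of the gene Gm20388, and 1261 bp from the TSS of the gene Gm17786. The peak had 22.2 tags per 10000000, which equals 46.1 tags in the library (95% Poisson interval 33.8 to 61.5, for counting error alone). In the authors' deposited table the peak was 5.73-fold above the input (p = 9.93e-13) and 4.08-fold above the surrounding 10 kb (p = 7.4e-15), near the 4-fold limit. Its tag count was higher than that of 93.6% of all peaks and of 75.8% of the peaks on chromosome 8, the chromosome with the highest median tag count. With a limit of 8-fold over input the peak would not be kept. The 200 bp at its centre read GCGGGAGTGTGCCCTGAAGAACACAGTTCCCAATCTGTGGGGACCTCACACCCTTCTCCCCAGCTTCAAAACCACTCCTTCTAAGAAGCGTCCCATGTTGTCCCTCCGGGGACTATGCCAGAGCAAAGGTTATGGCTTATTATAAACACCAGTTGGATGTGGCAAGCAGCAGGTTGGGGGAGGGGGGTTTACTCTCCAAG on the plus strand. They hold 1 match to the degenerate FOXO3a motif RTAAAYA, ATAAACA at 121580545, and no match to the 7-mer GTAAACA. No peak was called in the 2.5 kb upstream of the TSS. A region that missed the authors' tag threshold, or was less than 4-fold above the input or its surroundings, is left out of the list, so a weaker signal there is not excluded. The ChIP primers of the study amplify FOXO REs of Map1lc3b from 121579067 to 121579204, from 121585427 to 121585510 and from 121589003 to 121589232, which were located by exact match of both primers to the genome. The first of these amplicons ends 1060 bp before the peak begins, and neither of the others overlaps a peak. The amplicon from 121585427 to 121585510 holds the FOXO3a 7-mer as its reverse complement TGTTTAC at 121585450. The other amplicons of Map1lc3b FOXO REs hold no match to the 7-mer or to RTAAAYA. The same is true of the FOXO RE amplicons of Bnip3, Sirt1, Ctns and Atg14. The 7-mer and RTAAAYA do not cover every sequence that FOXO3a may bind, so other FOXO3a sites in these amplicons are not excluded. The change from normal media to glucose starvation was not analysed here, since the list covers the starved cells alone.

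**Figure D3:**
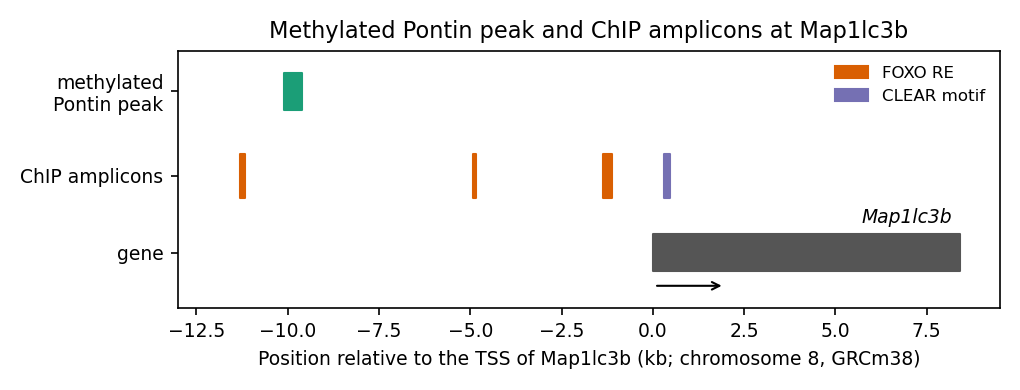
Map of the Map1lc3b locus, with the position relative to the TSS in kb on the horizontal axis, the methylated Pontin peak under glucose starvation in the upper lane (green), the amplicons of the ChIP primers in the middle lane (FOXO REs in orange, CLEAR motif in purple) and the gene in the lower lane with an arrow for its direction. The peak lies between the amplicons that start at 121579067 and 121585427 and overlaps neither.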

We observed an increase of methylated Pontin levels in response to glucose starvation at not only the proximal region but also distal regions of the *Map1lc3b* gene locus (Fig. 6d). To examine whether FOXO3a and Pontin are recruited at the peaks observed above, we performed ChIP assays and found that recruitment of both FOXO3a and methylated Pontin increased at distal regions (−11.3 and −5 kb from TSS) as well as proximal region (−1.2 kb from TSS) of *Map1lc3b* upon glucose starvation (Supplementary Fig. 8a). However, in Pontin RA MEFs, while the recruitment of FOXO3a increased in response to glucose starvation, Pontin failed to be recruited on FOXO response elements (FOXO RE) (Supplementary Fig. 8a). These data indicate that methylated Pontin functions as a coactivator for FOXO3a, as Pontin acquired the binding ability to FOXO3a through arginine methylation.

Since transcription of autophagy genes was activated by the binding of methylated Pontin to FOXO3a, we explored the molecular mechanism of Pontin acting as a transcriptional coactivator of FOXO3a for autophagy genes. Pontin is one of the components of the Tip60 complex and is required for the acetyltransferase activity of Tip60 and subsequent transcriptional activation^21,26,32–34^. Therefore, we examined the possible recruitment of Tip60 and increased H4 acetylation on the FOXO RE containing genes. ChIP assays showed recruitment of Tip60 and increased histone H4 acetylation on methylated Pontin-dependent FOXO3a target genes in response to glucose starvation (Fig. 6e and Supplementary Fig. 8a, b). Interestingly, the recruitment of Tip60 with increased H4 acetylation was dependent on the methylation status of Pontin, as their recruitment was abolished in *Carm1* KO MEFs upon glucose starvation (Fig. 6e). The co-immunoprecipitation assay revealed that the binding of FOXO3a to Tip60 increased in the presence of Pontin (Fig. 6f), while Pontin binds to Tip60 regardless of its methylation status (Fig. 6g). Taken together, these data indicate that methylated Pontin and Tip60 function as coactivators of FOXO3a for autophagy genes and the binding of Tip60 to FOXO3a is Pontin methylation-dependent.

### Tip60 is crucial for the activation of methylated Pontin-dependent genes for autophagy

To determine whether Tip60 is crucial for the activation of methylated Pontin-dependent genes in autophagy, we knocked down Tip60 in MEFs using shRNA. Autophagic flux analysis using Bafilomycin A1 revealed that the accumulation of LC3-II upon glucose starvation was attenuated in Tip60 knockdown MEFs compared to control MEFs (Fig. 7a), indicating that Tip60 is involved in the regulation of starvation-induced autophagic occurrence. Next, we performed the qRT–PCR analysis of autophagy genes to examine whether knockdown of Tip60 leads to the decreased mRNA levels of methylated Pontin-dependent genes. Glucose starvation induced the mRNA levels of autophagy genes including *Map1lc3b, Sirt1*, *Bnip3*, and *Ctns*, but knockdown of Tip60 significantly attenuated the mRNA levels of these genes (Fig. 7b). Furthermore, we observed that autophagy genes that are methylated Pontin-independent were not affected by Tip60 knockdown (Fig. 7b). These data indicate that Tip60 and methylated Pontin collaborate for exerting transcriptional activation function of autophagy genes. Next, we performed ChIP assays on FOXO RE of these genes using anti-FOXO3a, Pontin-me, H4ac, and Tip60 antibodies along with control IgG to examine whether methylated Pontin and Tip60 are recruited to FOXO RE through FOXO3a and whether knockdown of Tip60 alters the recruitment of these factors. ChIP assays revealed that knockdown of Tip60 almost completely diminished increased H4 acetylation without affecting the recruitment of FOXO3a nor methylated Pontin (Fig. 7c).

**Fig. 7:**
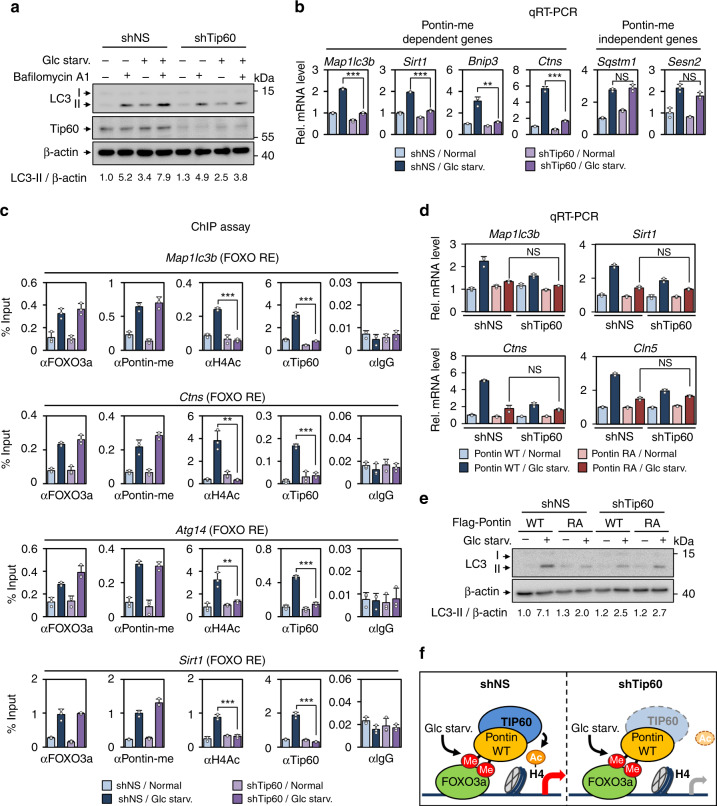
Pontin and Tip60 complex is important for autophagic occurrence through the regulation of FOXO3a target genes. **a** Autophagic flux was analyzed in MEFs after knocking down with shRNA for Tip60 (shTip60) or non-specific shRNA (shNS) in the presence or absence of Bafilomycin A1 (200 nM; 2 h) under glucose starvation. The LC3-II/β-actin ratio is indicated. **b** Quantitative RT-PCR analysis of methylated Pontin-dependent genes and independent genes in MEFs by knocking down with either shNS or shTip60 in the absence or presence of glucose starvation. Bars, mean ± s.e.m; *n* = 3; **p < 0.01, ***p < 0.001, NS non-significant. Statistics by two-tailed *t*-test. **c** ChIP assays were performed using anti-FOXO3a, anti-Pontin-me, anti-H4ac, anti-Tip60, and anti-IgG antibodies on FOXO REs in MEFs by knocking down with either shNS or shTip60 in the absence or presence of glucose starvation. Bars, mean ± s.e.m; *n* = 3; **p < 0.01, ***p < 0.001. Statistics by two-tailed *t*-test. **d** Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes in Pontin WT or RA MEFs with or without Tip60 knockdown. Bars, mean ± s.e.m; *n* = 3; NS non-significant. One-way ANOVA with post hoc Tukey’s test. **e** Immunoblot analysis of LC3 levels in Pontin WT or RA MEFs with or without Tip60 knockdown. The LC3-II/β-actin ratio is indicated. **f** Schematics for the transcriptional activation of FOXO3a and methylated Pontin-dependent autophagy genes regulated by Tip60 with increased H4 acetylation upon glucose starvation. Glucose starvation-induced methylated Pontin by CARM1 at R333 and R339 residues binds FOXO3a through a methyl binding domain of FOXO3a along with Tip60 following increased H4 acetylation. Source data are provided as a Source Data file.

Additionally, knockdown of Tip60 in Pontin WT MEFs showed a significant reduction of FOXO target gene activation following glucose starvation, but knockdown of Tip60 in Pontin RA MEFs did not show further downregulation of FOXO target genes, compared to Pontin RA MEFs infected with control shRNA (shNS) (Fig. 7d). These results further confirmed that Tip60-mediated H4 acetylation on FOXO RE is strictly mediated by Pontin methylation and that Tip60 exerts transcriptional activation function via Pontin methylation. In parallel, immunoblot analysis of LC3 revealed that the accumulation of LC3-II upon glucose starvation was significantly attenuated in Pontin RA MEFs or Tip60 knockdown MEFs (Fig. 7e). Taken together, the methylation status of Pontin is required for Tip60 recruitment on FOXO RE, and Tip60 recruitment and subsequent histone H4 acetylation are crucial for transcriptional activation of autophagy genes (Fig. 7f).

### CARM1–Pontin–FOXO3a signaling axis works for enhancer activation of autophagy and lysosomal genes

Previously, we demonstrated that AMPK mediated FOXO3a phosphorylation is critical for suppressing Skp2, the E3 ligase that degrades CARM1. To investigate the effect of Pontin on the Skp2 regulation, we performed quantitative RT-PCR (qRT–PCR) and ChIP assays. We observed a reduction of *Skp2* mRNA levels under glucose starvation regardless of the methylation of Pontin (Supplementary Fig. 9a). In addition, while FOXO3a was recruited on the *Skp2* promoter, the recruitment of Pontin along with H4 acetylation was not observed (Supplementary Fig. 9b). Considering that the increase of CARM1 is also observed in the methylated Pontin binding mutant of FOXO3a, it is thought that the methylation of Pontin has no effect on the increase of CARM1 including Skp2 (Supplementary Fig. 9c). Moreover, we have previously defined the role of CARM1 in autophagy as a coactivator of TFEB which binds the CLEAR motif of target promoters along with H3R17 dimethylation^16^. Knowing that both FOXO3a and TFEB are important for the transcription of the *Map1lc3b* gene, we tested the possibility that the CARM1–Pontin–FOXO3a signaling axis and the TFEB–CARM1 signaling axis work for combinatorial and cooperative activation of the same target genes but through each response element independently.

Since CARM1 is involved in both elements, we tested whether CARM1 is recruited to the FOXO3a REs and CLEAR motifs. ChIP assay revealed the increased CARM1 and H3R17me2 levels on the CLEAR motifs, but not on FOXO3a REs (Supplementary Fig. 10a, b). These data suggest that CARM1 is not directly recruited to the FOXO3a REs, although CARM1 is responsible for Pontin arginine methylation. Next, ChIP assays were performed to understand how FOXO3 REs and CLEAR motif are regulated by the methylation status of Pontin. Consistent with the previous results, FOXO3a was recruited on FOXO3 REs upon glucose starvation, and then methylated Pontin and Tip60 were co-recruited along with increased H4 acetylation (Fig. 8a). However, the introduction of Pontin methylation mutant almost completely blocked Tip60 recruitment along with H4 acetylation, as Pontin RK mutant failed to bind FOXO3a. Meanwhile, H3R17me2 did not change on the FOXO3a REs (Fig. 8a). On the other hand, on the CLEAR motif, FOXO3a, as well as methylated Pontin, were not recruited, while H3R17me2 level was significantly induced upon glucose starvation regardless of the methylation status of Pontin (Fig. 8b). Taken together, these data demonstrate that the CARM1–Pontin–FOXO3a signaling axis and the TFEB–CARM1 signaling axis work for activation of the same target genes but through each response element independently.

**Fig. 8:**
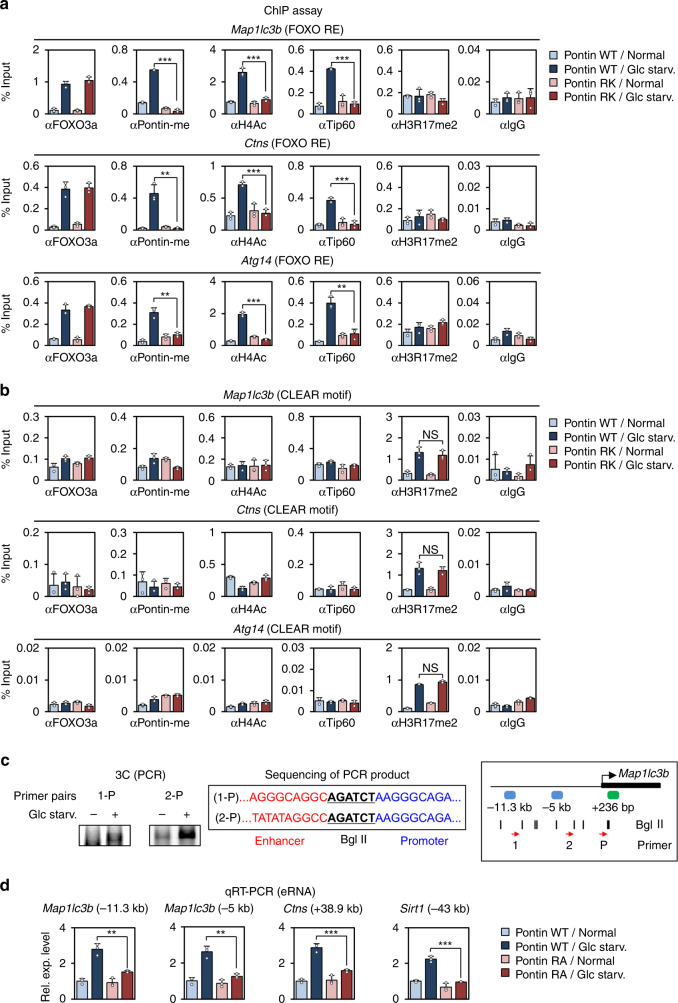
CARM1–Pontin–FOXO3a signaling axis works for enhancer activation of autophagy and lysosomal genes. **a**, **b** ChIP assays were performed using anti-FOXO3a, anti-Pontin-me, anti-H4ac, anti-Tip60, anti-H3R17me2, and anti-IgG antibodies on FOXO REs (**a**) or CLEAR motif (**b**) of *Map1lc3b*, *Ctns*, or *Atg14* genes in Pontin WT or RK-expressing MEFs in the absence or presence of glucose starvation. Bars, mean ± s.e.m; *n* = 3; **p < 0.01, ***p < 0.001, NS non-significant. Statistics by two-tailed *t*-test. **c** Chromosome conformation capture (3C) assay was performed to detect chromatin–chromatin interactions between the promoter and distal regions of *Map1lc3b* gene under glucose starvation. PCR products from the 3C assay were run on agarose gels. Sequence of the PCR product with Bgl II site is indicated (left). The model depicts *Map1lc3b* promoter with possible enhancer elements (blue blocks). Black linear lines represent Bgl II restriction sites, and red arrows represent primer used in 3C assay (right). **d** Quantitative RT-PCR analysis of methylated Pontin-dependent eRNAs for autophagy and lysosomal genes in the absence or presence of glucose starvation. Bars, mean ± s.e.m; *n* = 3; **p < 0.01, ***p < 0.001. Statistics by two-tailed *t*-test. Source data are provided as a Source Data file.

FOXO3a has been shown to bind enhancer regions and amplify enhancer activity for transcriptional activation of target genes^35^. Therefore, we hypothesized that the Pontin–FOXO3a signaling axis, which also regulates distal regulatory regions far from TSS, might regulate target genes through enhancer activation. To examine whether the enhancers function in a glucose starvation-dependent manner, we performed a chromosome conformation capture (3C) assay. Through the 3C assay, we found that the FOXO3a–Pontin binding regions of −11.3 kb and −5 kb from the transcription start site of *Map1lc3b* gene interact with the promoter in a glucose starvation-dependent manner (Fig. 8c). The PCR products were sequenced and confirmed to be the expected enhancer–promoter sequence with Bgl II restriction site. Next, in order to measure the activities of enhancers, expression of enhancer RNAs (eRNAs) was detected by qRT–PCR (Fig. 8d). Interestingly, the expression of eRNAs increased under glucose starvation in WT MEFs, but not in Pontin RA MEFs. Taken together, these data indicate that the CARM1–Pontin–FOXO3a signaling axis activates enhancer by increasing H4 acetylation.

## Discussion

Recent studies have unveiled the importance of epigenetic and transcriptional regulation in autophagy^6,7^. Continuous supply of the autophagy and lysosomal proteins, especially for sustained autophagy, is precisely controlled at the transcriptional level through a complex network of transcription factors and chromatin-remodeling factors in a combinatorial manner. The interplay among these factors needs to be tightly regulated for the proper autophagic occurrence and unraveling this complex network is important for understanding the process of autophagy. Our work here extends the roles of CARM1 in the epigenetic and transcriptional regulation of autophagy and reveals that Pontin, when arginine methylated by CARM1, functions as a positive regulator of autophagy. This methylated Pontin promotes interaction with FOXO3a, and recruitment of methylated Pontin to FOXO RE along with Tip60 and increased histone H4 acetylation leads to the induction of autophagy genes (Fig. 9).

**Fig. 9:**
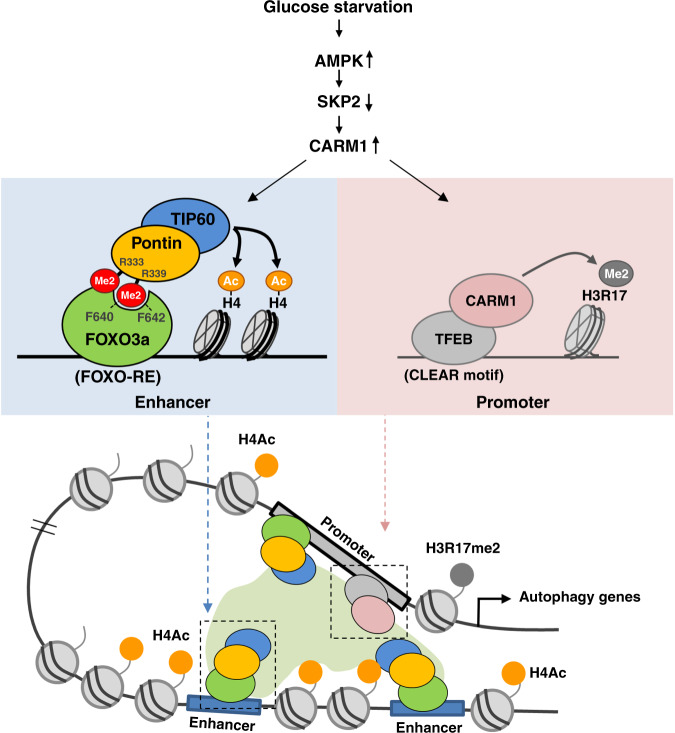
Schematic representation of CARM1–Pontin–FOXO3a signaling axis and CARM1–TFEB signaling axis for transcriptional activation. Schematics for the transcriptional activation of FOXO3a-dependent autophagy and lysosomal genes upon glucose starvation. Activated CARM1 methylates Pontin, and then methylated Pontin binds FOXO3a through a methyl-binding domain of FOXO3a with Tip60 and increased H4 acetylation. CARM1–Pontin–FOXO3a signaling axis works for FOXO3a response elements with increased H4 acetylation, whereas TFEB–CARM1 signaling axis works for CLEAR motifs with increased H3R17me2 level irrespective of Pontin methylation status.

Pontin is known to form a hetero-dodecameric complex with its binding partner Reptin. However, it has been known that Pontin and Reptin can independently control transcriptional regulation. One of the remaining questions is how Pontin and Reptin work independently and even act opposite each other. Our and other groups’ researches revealed that Pontin and Reptin are regulated differently through SUMOylation and lysine methylation. It has been reported that Pontin is methylated by PRMT5 at R205, whereas Reptin can be methylated by PRMT1^26^. We believe that the functional differences between Pontin and Reptin may be explained through various modifications including arginine methylation.

Although the current study focuses on the function of methylated Pontin in autophagy activation, it is highly possible that the interaction between FOXO3a and methylated Pontin is conserved in other physiological settings where FOXO3a is transcriptionally active and essential. It is also likely that these arginine methyl-binding residues are open to other methylated regulators of FOXO3a, allowing adequate and fine-tuned responses to different environmental stimuli. Interestingly, the arginine methyl-binding residues identified in this study is conserved among the FOXO transcription factors, suggesting that each FOXO family member could possess methyl-binding function. Since FOXOs have important roles under stress responses, finding new connections between FOXO family members and methylated partners will pave a new way for cells to cope with various stresses.

Nutrient deprivation, which restricts acetyl-CoA production from glucose or acetate uptake, leads to a marked reduction of global histone acetylation. Hypo-acetylation leads to the compaction of the chromatin structure, resulting in the suppression of gene expression. However, it has been reported that histone acetylation increases for genes important for survival such as autophagy genes, but the molecular mechanism remains unclear^36–38^. Given that FOXO3a–Pontin–Tip60 is recruited to autophagy genes and increases histone H4 acetylation to activate the expression of autophagy genes, it is tempting to speculate that the FOXO3–Pontin–Tip60 axis can be one of the answers to the histone acetylation rearrangement.

It is a classic view that enhancers bind promoters through transcriptional factors, mediators, and coactivators to activate transcription cooperatively^39^, but it is very difficult to define enhancers because of their remotely regulating characteristics. For this reason, how enhancers work to regulate autophagy genes in autophagic occurrence has not been studied thus far. In this study, we report that methylated Pontin can bind the distal DNA region as well as the promoter region via FOXO3a binding. By applying both 3C assay and qRT–PCR analysis of eRNAs, we found that in some autophagy genes, these distal regions actually act as enhancers. Although further investigation is still needed to understand how enhancers are orchestrated to work with promoters to regulate autophagy genes upon glucose starvation, methylated Pontin–Tip60 complex via FOXO3 may provide a prototype to the enhancer studies.

Numerous reports have proposed that combinatorial transcriptional activation of autophagy by TFEB and FOXO is important for life span extension^40^. Our current and previous studies propose CARM1 as an essential regulator of both transcription factors, either by directly functioning as a coactivator for TFEB with increased H3R17 methylation or by methylating Pontin, a coactivator of FOXO, with increased H4 acetylation by Tip60 coactivator. Consistent with decreased autophagy flux during aging, nuclear CARM1 has been shown to be downregulated in aged mice^41^. The future challenge would be to determine the impact of CARM1 in autophagy in relation to aging and age-related diseases such as cancer and neurodegenerative diseases. Further, pharmacological manipulation can provide beneficial and therapeutic autophagy activation by selectively inducing various transcription factors, coactivators, or chromatin-remodeling factors to activate various signaling axis.

## Methods

### Reagents

The following commercially available antibodies were used: anti-Pontin (SAB4200194), anti-Flag (F3165), and anti-β-actin (A1978) (Sigma-Aldrich); anti-Pontin (sc-15259), anti-GST (sc-459), anti-GFP (sc-9996), and anti-Lamin A/C (sc-6215) (Santa Cruz Biotechnology); anti-Tubulin (LF-PA0146A) (Abfrontier); anti-asymmetric dimethyl arginine motif (Rme2a) (#13522), anti-CARM1 (#3379), anti-LC3 (#2775), anti-FOXO3a (#2497), anti-phospho-FOXO3a S413 (#8174), and anti-Tip60 (#12058) (Cell Signaling Technology); anti-FOXO3a (ab12162) and anti-H3R17me2 (ab8284) (Abcam); anti-acetyl-Histone H4 (06-866) (Millipore); anti-HA (#MMS-101R) (Covance); anti-ATG9A (NB110-56893) (Novus); anti-ATG14 (#PD026) (MBL). Following commercially available fluorescent-labeled secondary antibodies were used: Alexa Fluor 488 donkey anti-rabbit IgG (A21206) and Alexa Fluor 594 donkey anti-mouse IgG (A21203) (Invitrogen). We used antibodies recommended by the manufacturer for the species and application. The antibody specifically recognizing arginine methylated Pontin at R333 and R339 (Pontin-me) was generated by Peptron. Regarding chemicals, hygromycin (H3274), puromycin (P8833), and chloroquine (C6628) were from Sigma-Aldrich. Bafilomycin A1 (#11038) was from Cayman. Rapamycin (R-5000) was from LC Laboratories. EPZ025654 (AOB33871) was from AOBIOUS. EZM2302 (HY-111109) was from MedChemExpress.

### Generation of *Pontin*^*f/f*^ MEFs and cell culture

We generated *Pontin*^*f/f*^ MEFs from *Pontin*-deficient mice by using the 3T3 protocol^17^. HEK293T, HeLa, HepG2, *Carm1* KO MEF, and *Pontin*^*f/f*^ MEF cells were cultured at 37 °C in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and antibiotics in a humidified incubator with 5% CO_2_. *Pontin*^*f/f*^ MEFs were infected with Flag-tagged Pontin WT, RK, or RA lentiviruses and selected with hygromycin for 7 days to generate stably expressing cell lines. All cell lines used in the study were regularly tested for mycoplasma contamination. For glucose/amino acid starvation, cells were washed with PBS, then incubated with glucose/amino acid-free DMEM supplemented with 10% dialyzed FBS. Treatment of EPZ025654 (100 nM) or EZM2302 (100 nM) was conducted in cells for 96 h. Transfection was performed with Turbofect (Fermentas) or Lipofectamine 3000 (Invitrogen).

### Identification of binding proteins for CARM1 by affinity purification

CARM1-binding proteins were affinity-purified from extracts of HEK293T cells stably expressing Flag-tagged CARM1. As a negative control, a mock purification from HEK293T cells stably expressing an empty vector was performed. The CARM1-binding proteins were immunoprecipitated using Flag-M2 affinity gel (100 μl of 50% slurry) (Sigma) and washed with buffer containing 20 mM Tris–HCl (pH 7.9), 15% Glycerol, 1 mM EDTA, 1 mM dithiothreitol (DTT), 0.2 mM PMSF, 0.05% Nonidet P40, and 150 mM KCl to remove non-specific contaminants, and the bound materials were eluted by competition with the Flag peptide (0.2 mg/ml). The bound proteins were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS–PAGE) and prepared for LC–MS/MS analysis.

### Bacterial expression and GST-pulldown assay

GST-tagged constructs were transformed in Rosetta *E. coli* strain and purified with glutathione beads (GE Healthcare). His-tagged Pontin was transformed in M15[pREP4] *E. coli* strain and purified with Ni-NTA beads (Qiagen). In vitro translated Pontin and Reptin were generated using TNT Quick Coupled Transcription/Translation system (Promega) according to the manufacturer’s protocol. Purified proteins and in vitro translated proteins were diluted in binding buffer (125 mM NaCl, 20 mM Tris [pH 7.5], 10% glycerol, 0.1% NP-40, and 0.5 mM DTT supplemented with protease inhibitors) for GST-pulldown assays. Samples were then washed four times with dilution buffer and boiled with SDS sample buffer for immunoblot analysis.

### In vitro methylation assay

In vitro methylation assays were performed by incubating bead-bound His-Pontin or GST-Pontin with recombinant CARM1 (Active Motif, 31347) proteins or HA-CARM1 WT or R169A mutant proteins purified from HEK293T cells. The reaction was carried out in PBS buffer at 30 °C for 3 h, terminated by adding 5× sampling buffer, and boiled for 5 min. The reaction mixtures were then run by SDS–PAGE and transferred from the gel to PVDF membrane using a semi-dry electroblotter. Immunoblotting against anti-Rme2a or Pontin-me antibodies was performed to detect arginine methylated Pontin.

### In vitro methylation assay using ^3^H-SAM

In vitro methylation assays were performed by incubating GST-Pontin and recombinant CARM1 (Active Motif, 31347) proteins in methylation buffer (50 mM Tris–HCl pH 8.5, 20 mM KCl, 10 mM MgCl_2_, 10 mM β-mercaptoethanol, and 250 mM sucrose) with 1 μCi of ^3^H-SAM at 30 °C overnight. The reaction buffer was removed and a 2× sampling buffer was added. The reaction mixtures were boiled for 10 min, then run by SDS–PAGE and analyzed by autoradiography.

### Immunodot blot assay

GST-FOXO3a proteins were purified using Glutathione beads in *E. coli*. Non-methylated Pontin peptide and methylated Pontin peptide were spotted on a membrane. After air dry, the membrane was blocked with 5% milk in the PBS-T buffer for 1 h at RT. The membrane was incubated with purified GST-FOXO3a proteins (1 μg/ml) in the protein-binding buffer (100 mM NaCl, 20 mM Tris–HCl [pH 7.6], 10% glycerol, 0.1% Tween-20, 2% skim milk powder, and 1 mM DTT), followed by conjugation with peptides on the membrane. After binding of GST-FOXO3a to Pontin peptides, immunoblot analysis was performed using an anti-GST antibody.

### Lentivirus construction and production

3× Flag-Pontin WT, RK, and RA mutant were cloned into pLVX vector, and lentiviral shRNA constructs were cloned into pLKO.1 vector. Lentiviral constructs were co-transfected with packaging vectors (psPAX2 and VSV-G) in HEK293T cells and the supernatants were collected and filtered through a 0.45-μm membrane 48 h post-transfection. For the concentration of lentivirus, Lenti-X concentrator was used according to the manufacturer’s instructions (Clontech). Hygromycin selection was performed for 10 days post-infection, and puromycin selection was performed for 36 h post-infection. The targeting sequence of shRNA is as follows. Tip60; 5′-GCAACGCCACTTGACCAAATG-3′, Pontin; 5′-GTGGCGTCATAGTAGAATTA A-3′, FOXO1/3/4; 5′-CTGTGTGCCCTACTTCAAGGA-3′.

### Preparation for whole-cell lysates and subcellular fractionation

All cells were briefly rinsed with ice-cold PBS before collection. For whole-cell lysates, the cells were resuspended in RIPA buffer (150 mM NaCl, 1% Triton X-100, 1% Sodium deoxycholate, 0.1% SDS, 50 mM Tris–HCl [pH 7.5], and 2 mM EDTA) supplemented with protease inhibitors and sonicated using a Branson Sonifier 450 at output 3 and a duty cycle of 30 for 5 pulses. For cytosolic and nuclear fractions, cells were lysed in harvest buffer (10 mM HEPES [pH 7.9], 50 mM NaCl, 0.5 M sucrose, 0.1 mM EDTA, 0.5% Triton X-100, DTT, PMSF, and protease inhibitors), incubated on ice for 5 min and spun at 100 × *g* for 10 min at 4 °C. The supernatant (cytosolic fraction) was removed to a separate tube. The nuclear pellet was rinsed twice with 500 μl of buffer A (10 mM HEPES [pH 7.9], 10 mM KCl, 0.1 mM EDTA, and 0.1 mM EGTA) and spun down at 100 × *g* for 10 min at 4 °C. The supernatant was discarded and the pellet (nuclear fraction) was resuspended in RIPA buffer. All lysates were quantified by the Bradford method and analyzed by SDS–PAGE.

### Autophagic vacuole staining

Autophagic vacuoles were stained by fluorescence microscopy using the Cyto-ID autophagy detection kit (Enzo Life Sciences, ENZ-51031). Cells grown on coverslips at a density of 2 × 10^4^ cells were incubated with a medium containing Cyto-ID green detection reagent (1:500) and Hoechst 33342 (1:1000) at 37 °C for 30 min. After staining, the cells were washed with PBS and then fixed with 2% paraformaldehyde in PBS at RT for 10 min. Cells were mounted and visualized under a confocal microscope (Zeiss, LSM700).

### Immunofluorescence

Cells grown on coverslips at a density of 5 × 10^4^ cells were washed with PBS, then fixed with 2% paraformaldehyde in PBS at RT for 10 min. Fixed cells were permeabilized with 0.5% Triton X-100 in PBS (PBS-T) at RT for 10 min. Blocking was performed with 3% bovine serum in PBS-T for 1 h. For staining, cells were incubated with antibodies at RT for 2 h, followed by incubation with fluorescent-labeled secondary antibodies for 1 h. Cells were mounted and visualized under a confocal microscope (Zeiss, LSM700). For autophagy studies, MEFs were transfected with GFP-LC3 and sub-cultured onto coverslips. The following day, cells were incubated with either complete media or glucose-starved media for 18 h.

### Luciferase assay

MEFs were transiently transfected with the reporter construct bearing 6× canonical FOXO response element (6× DBE-luciferase). Luciferase activity was measured 36 h post-transfection and normalized by β-galactosidase expression.

### Quantitative RT-PCR

Total RNAs were extracted using Trizol (Invitrogen) and reverse transcription was performed from 2.5 μg of total RNAs using the SuPrimeScript cDNA Synthesis Kit (GeNet Bio). The abundance of mRNA was detected by an ABI prism 7500 system or BioRad CFX384 with SYBR TOPreal qPCR 2× PreMix (Enzynomics). The quantity of mRNA was calculated using the ddCt method and HPRT, GAPDH, and β-actin were used as controls. All reactions were performed as triplicates. The following mouse primers were used.

*β-actin*; forward (fwd) 5′-TAGCCATCCAGGCTGTGCTG-3′,

reverse (rev) 5′-CAGGATCTTCATGAGGTAGTC-3′;

*Gapdh*; fwd 5′-CATGGCCTTCCGTGTTCCTA-3′,

rev 5′-CCTGCTTCACCACCTTCTTGA-3′;

*Hprt*; fwd 5′-GCTGGTGAAAAGGACCTCTCG-3′,

rev 5′-CCACAGGACTAGAACACCTGC-3′;

*Map1lc3b*; fwd 5′-CACTGCTCTGTCTTGTGTAGGTTG-3′,

rev 5′-TCGTTGTGCCTTTATTAGTGCATC-3′;

*Sirt1*; fwd 5′-GATACCTTGGAGCAGG TTGC-3′,

rev 5′-CTCCACGAACAGCTTCACAA-3′;

*Bnip3*; fwd 5′-GCTCCCAGACACCA CAAGAT-3′,

rev 5′-TGAGAGTAGCTGTGCGCTTC-3′;

*Ulk1*; fwd 5′-GCTCCGGTGACTT ACAAAGCTG-3′,

rev 5′-GCTGACTCCAAGCCAAAGCA-3′;

*Ctns*; fwd 5′-ATGAGGAGG AATTGGCTGCTT-3′,

rev 5′-ACGTTGGTTGAACTGCCATTTT-3′;

*Cln5*; fwd 5′-CATGAC GCCGTGGGATTCA-3′,

rev 5′-TGACAGTGTCCCGTTTTCCTT-3′;

*Vps33a*; fwd 5′-AGACGTCACCACTTCTGAAGAC-3′,

rev 5′-TGCTTTTGGGCAATGCAGTC-3′;

*Mcoln1*; fwd 5′-ATCTTGATTGCCACGTTGCG-3′,

rev 5′-TAGAACGATCCAGCCACAGAAG-3′;

*Atg2a*; fwd 5′-AACAGAGGCAACATCCAACG-3′,

rev 5′-AATCGCCACTTGAGAGCATG-3′;

*Atg9a*; fwd 5′-TGCCAACAAGATGGTGAACC-3′,

rev 5′-AGACTTGGGCAGGCAAAAAG-3′;

*Atg13*; fwd 5′-ATTTGCACCCGCTCATCATC-3′,

rev 5′-AGGGCCTTCTTTGCTTCATG-3′;

*Atg14*; fwd 5′-AAGCATGGTGAGCAAGCTTG-3′,

rev 5′-ATGCTAATGCTGGTGTCACC-3′.

*Sqstm1*; fwd 5′-ATGTGGAACATGGAGGGAAGA-3′,

rev 5′-GGAGTTCACCTGTAGATGGGT-3′.

*Sesn2*; fwd 5′-TAGCCTGCAGCCTCACCTAT-3′,

rev 5′- GATTTTGAGGTTCCGTTCCA-3′.

The following human primers were used.

*ACTB*; fwd 5′-ATTGCCGACAGGATGCAGAA-3′,

rev 5′-ACATCTGCTGGAAGGTGGACAG-3′;

*GAPDH*; fwd 5′-CGACCACTTTGTCAAGCTCA-3′,

rev 5′-AGGGGAGATTCAGTGTGGTG-3′;

*HPRT*; fwd 5′-TGACACTGGCAAAACAATGCA-3′,

rev 5′-GGTCCTTTTCACCAGCAAGCT-3′;

*MAP1LC3B*; fwd 5′-AAGGCGCTTACAGCTCAATG-3′,

rev 5′-ACACCTCTGAGATTGGTGTGG-3′;

*SIRT1*; fwd 5′-ACATTTTCCATGGCGCTGAG-3′,

rev 5′-TGGCATGTCCCACTATCACTG-3′;

*ULK1*; fwd 5′-TCGCCGTCAAGTGCATTAAC-3′,

rev 5′-AGGGCCACGATGTTTTCATG-3′;

*CTNS*; fwd 5′-TGATCATCATCGTGCAGTGC-3′,

rev 5′-TGGTGACAAATGCGAAGAGC-3′;

*MCOLN1*; fwd 5′-TGTTTGACGTGGTGGTCATC-3′,

rev 5′-ACAAACTCGTTCTGCAGCAG-3′.

### ChIP assay

The ChIP assays were conducted as previously described^16^. In brief, cells were crosslinked with 1% formaldehyde for 10 min at room temperature. After glycine quenching, the cells were collected and lysed in a buffer containing 50 mM Tris–HCl (pH 8.1), 10 mM EDTA, 1% SDS, supplemented with a complete protease inhibitor cocktail (Roche). After sonication, chromatin extracts containing DNA fragments with an average of 250 bp were then diluted ten times with dilution buffer containing 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, and 20 mM Tris–HCl (pH 8.1) with complete protease inhibitor cocktail and subjected to immunoprecipitations overnight at 4 °C. Immunocomplexes were captured by incubating 40 μl of protein A/G Sepharose for 2 h at 4 °C. Beads were washed with TSE I buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl (pH 8.1) and 150 mM NaCl), TSE II buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl (pH 8.1) and 500 mM NaCl), buffer III (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 10 mM Tris–HCl (pH 8.1) and 1 mM EDTA), three times TE buffer (10 mM Tris–HCl (pH 8.0) and 1 mM EDTA) and eluted in elution buffer (1% SDS and 0.1 M NaHCO_3_). The supernatant was incubated overnight at 65 °C to reverse crosslink and then digested with RNase A for 2 h at 37 °C and proteinase K for 2 h at 55 °C. ChIP and input DNA were then purified and analyzed for qRT–PCR analysis or used for constructing sequencing libraries.

The following commercially available antibodies were used in ChIP assay: anti-Pontin (SAB4200194) (Sigma-Aldrich); anti-CARM1 (#3379), anti-phospho-FOXO3a S413 (#8174), and anti-Tip60 (#12058) (Cell Signaling Technology); anti-FOXO3a (ab12162) and anti-H3R17me2 (ab8284) (Abcam); anti-acetyl-Histone H4 (06-866) (Millipore); anti-IgG (sc-2025) (Santa Cruz Biotechnology). The antibody specifically recognizing arginine methylated Pontin at R333 and R339 (Pontin-me) was generated by Peptron. Each antibody used 1 μg per chromatin IP reaction.

The ChIP assays were conducted with the following primers.

Map1lc3b (FOXO RE, −1.2 kb); fwd 5′-CATGCCTTGGGACACCAGAT-3′,

rev 5′-ACCTTCTTCAAGTGCTGTTTGT-3′;

Map1lc3b (CLEAR motif); fwd 5′-AGCCAGTGGGATATTGGTCT-3′,

rev 5′-AGAGCCTGCGGTACCCTAC-3′;

Map1lc3b (FOXO RE, −11.3 kb); fwd 5′-AAACTTAGGACGCCCAGCTG-3′,

rev 5′-GTAAAACCCCTTCGTTCTACCC-3′;

Map1lc3b (FOXO RE, −5 kb); fwd 5′-CCTCGACGATCTTGAGCAATTC-3′,

rev 5′-AAACTATTGGCCAGCGATGC-3′;

Bnip3; fwd 5′-GCCCTCGTATAACCTTAGCA-3′,

rev 5′-TGGGTCAGGTCACTAGAAGC-3′;

Sirt1 (FOXO RE); fwd 5′-TTTAACTGCCCCCTTTCCAT-3′,

rev 5′-GCGAGACCAGTCTCCAAAAC-3′;

Ctns (FOXO RE, +38.9 kb); fwd 5′-ATAGAAGCGGTGGAAAAGCC-3′,

rev 5′-AGTGCAGGAAGTAAAGGAGGAG-3′;

Ctns (FOXO RE, +23.1 kb); fwd 5′-TTCCAGACGAGCCACTTCTG-3′,

rev 5′-TTCACTGTGTACCGGCATTG-3′.

Ctns (CLEAR motif); fwd 5′-CCTCTGGTAGCGTAGGTTGC-3′,

rev 5′-GCTTTTGGTGAGGTCTGTCC-3′.

Atg14 (FOXO RE); fwd 5′-AAAAACCCCACATTTATCTTTGA-3′,

rev 5′-CAGGCTAACACTCCCGACAT-3′.

Atg14 (CLEAR motif); fwd 5′-AGAAACTCTGGTGGGTGGTG-3′,

rev 5′-TGGAAAAGAGAATGGAGCTG-3′.

### RNA-seq analysis

RNA-seq libraries were prepared using the TruSeq RNA sample prep kit v2 (Illumina) according to the manufacturer’s instructions. RNA-seq libraries were paired-end sequenced on an Illumina HiSeq 4000 (Macrogen). RNA-seq data were mapped using Tophat package^42^ against the mouse genome (mm9). Differential analysis was done via EdgeR package^43^. Differentially regulated genes were identified using a false discovery rate (FDR) cut-off of 1 × 10^−5^ for Pontin WT against Pontin RA under the normal condition as well as glucose-starved condition. Hierarchical clustering analysis was done using the gene expression values from all conditions. Ward’s criterion for genes with 1 − (correlation coefficient) was used as a distance measure. A clustering heatmap was drawn using a *z*-score that is scaled across samples for each gene. Functional enrichment analysis of GOBPs and KEGG pathways was performed using a DAVID software^44,45^. Gene set enrichment analysis was performed using a GSEA (version 3.0) software^46,47^. The phenotype label for GSEA was set WT_normal: WT_Glc starv.: RA_normal: RA_Glc starv. = 1: 3: 1: 1.7, then the Pearson correlation coefficient was calculated per gene for ranking. Gene sets were obtained from the online available Molecular Signature Database (MSigDB) v6.2 of the Broad Institute (http://software.broadinstitute.org/gsea/msigdb/index.jsp).

### ChIP-seq analysis

ChIP-seq libraries were prepared for sequencing using the TruSeq DNA Sample Prep Kit, according to the manufacturer’s instructions. ChIP-seq libraries were paired-end sequenced on an Illumina platform (MACROGEN). ChIP-seq reads were aligned to the mouse reference genome (GRCm38/mm10) using Bowtie2. For peak calling for methylated Pontin, we used Homer (v4.7.2). Methylated Pontin upon glucose starvation was compared against control input. 

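The peak list of the starved ChIP library gives each peak's tags per 10000000 and also its tags scaled to the depth of the input it was compared with. The scaled value was 1.29 times the value per 10000000 in the median peak. The total reads of the input under glucose starvation, divided by 10000000, are 1.29, and those of the input in normal media are 1.76.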

We used Pontin-me (specifically recognizing arginine methylated Pontin at R333 and R339) antibodies for ChIP-seq.

### Chromosome conformation capture (3C) assay

The 3C assays were performed as described previously with little modifications^48^. In brief, formaldehyde was added to the media to a final concentration of 1% at room temperature for 10 min. Glycine was added to stop the cross-linking reaction to a final concentration of 0.125 M. After washing with PBS, cells were lysed in cold lysis buffer (10 mM Tris–HCl, pH 7.5; 10 mM NaCl; 0.2% NP-40; and 1× complete protease inhibitor). After centrifugation, collected nuclei were resuspended with 1.2× restriction enzyme buffer (buffer H; Takara) with 0.3% (w/v) SDS and incubated at 37 °C for 1 h. 2% (v/v) Triton X-100 was added at 37 °C for 1 h while shaking at 900 r.p.m. Chromatin digestion was performed by 400 U of restriction enzyme (Bgl II; Takara) was added overnight at 37 °C. The restriction enzymes were heat-inactivated at 65 °C for 20 min and diluted by the addition of 6 ml of ligation buffer (66 mM Tris–HCl, pH 7.5; 5 mM DTT; 5 mM MgCl_2_; and 1 mM ATP). The chromatin was ligated by the addition of 100 U of T4 DNA ligase (New England BioLabs) at 16 °C for 4 h followed by 30 min at room temperature. Ligated chromatin was incubated at 65 °C overnight to reverse crosslink. The DNA was purified by phenol–chloroform extraction and ethanol precipitation. The following PCR program was used: 95 °C for 10 min, followed by 35 cycles of 95 °C for 10 s, 61 °C for 10 s, and 72 °C for 10 s. The following mouse primers were used.

*Map1lc3b* promoter fwd (P) 5′-TCTAGGCCTTCAGTTTGGACCCTTGTTTGC-3′;

*Map1lc3b* enhancer_1 fwd (1) 5′-TTAGCAAGATAGTTGGTCTTAGCCAGGTG-3′;

*Map1lc3b* enhancer_2 fwd (2) 5′-AGAGCCTTCTGTGCTAGCTGAAGAACCTG-3′.

### Statistics and reproducibility

All experiments were performed independently at least three times. Statistical analysis was done using GraphPad Prism v5. Student’s *t*-test was used for comparison between two groups. ANOVA analysis with post hoc testing was used for multiple sample comparisons and discrimination of significance relationships. A *p*-value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-seq and ChIP-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession number GSE130069 and GSE157952, respectively. 3D structure of the Pontin from Matias et al.^49^ and FOXO3a from Wang et al.^50^ are available from the Protein Data Bank under accession code PDB ID: PDB “2C9O” [https://www.rcsb.org/structure/2c9o] and PDB “2LQH” [https://www.rcsb.org/structure/2LQH]. Gene sets were obtained from the online available Molecular Signature Database (MSigDB) v6.2 of the Broad Institute [http://software.broadinstitute.org/gsea/msigdb/index.jsp]. All relevant data presented in this paper are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy
**Source:** Nat Commun. 2020 Dec 8;11:6297. doi: 10.1038/s41467-020-20080-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**Supplementary information includes 10 Supplementary Figures and 2 Supplementary Tables.**

**Supplementary Figure 1. Pontin is methylated by CARM1 upon glucose starvation, related to Figures 1 and 2.**

**Supplementary Figure 2. Increased Pontin methylation by CARM1 upon rapamycin treatment or amino acid starvation, related to Figure 3.**

**Supplementary Figure 3. Glucose starvation-induced Pontin methylation in various cell lines and its effect on cell proliferation and viability, related to Figure 3.**

**Supplementary Figure 4. RNA-seq analysis with cluster profiling, related to Figure 4.**

**Supplementary Figure 5. Identification of methylated Pontin-dependent target genes by RNA-seq analysis, related to Figure 4.**

**Supplementary Figure 6. Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes, related to Figure 4.**

**Supplementary Figure 7. Identifying FOXO3a domains necessary for Pontin binding, related to Figures 5, 6.**

**Supplementary Figure 8. Recruitment of methylated Pontin and Tip60 along with H4 acetylation on the FOXO3 response elements, related to Figure 6.**

**Supplementary Figure 9. Pontin methylation is not involved in regulation of Skp2 by FOXO3a, related to Figure 8.**

**Supplementary Figure 10. CARM1 is recruited on CELAR motif, but not on the FOXO3 response, related to Figure 8.**

**Supplementary Table 1. List of protein and peptide sequences identified by LC-MS/MS analysis, related to Figure 1.**

**Supplementary Table 2. List of genes from GO Term analysis, related to Figure 4.**

**a**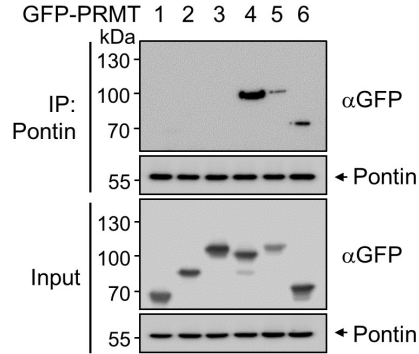**b**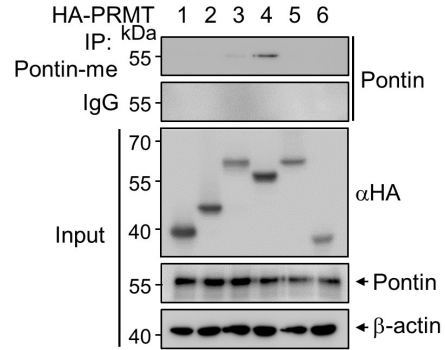**c**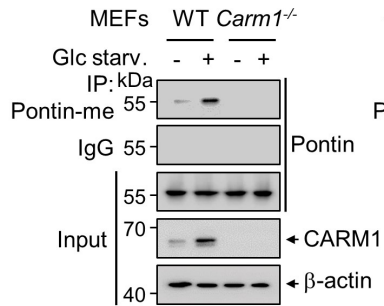**d**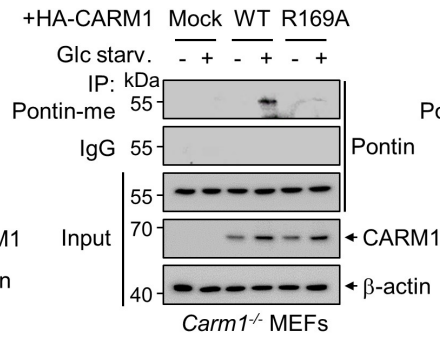**e**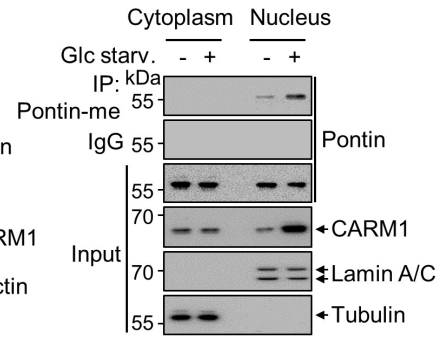**f**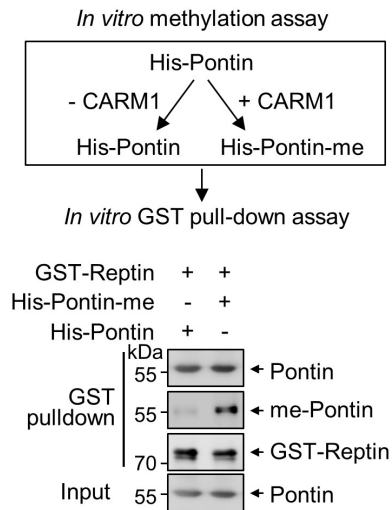**g**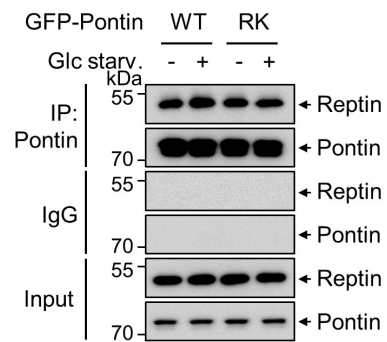

**Supplementary Figure 1. Pontin is methylated by CARM1 upon glucose starvation, related to Figures 1 and 2.**

- (a) Immunoprecipitation assay between Pontin and various arginine methyltransferases including PRMT1 to PRMT6.
- (b) Pontin methylation was assessed using anti-Pontin-me antibody in cells expressing PRMT1 to PRMT6.
- (c) Immunoprecipitation assay with anti-Pontin-me antibody in WT or *Carm1*<sup>-/-</sup> MEFs following glucose starvation.
- (d) Pontin methylation was assessed in *Carm1*<sup>-/-</sup> MEFs reconstituted with CARM1 WT or R169A mutant.
- (e) Pontin methylation was assessed using anti-Pontin-me antibody in HepG2 cells after nuclear and cytoplasmic fractionation.
- (f) Flowchart of *in vitro* methylation assay to prepare for non-methylated and methylated Pontin (above). GST pulldown assay was performed to examine the binding of Reptin to methylated Pontin or non-methylated Pontin (below).
- (g) Co-immunoprecipitation assay was performed to detect interaction of Reptin to Pontin WT or RK mutant.

Source data are provided as a Source Data file.

**a**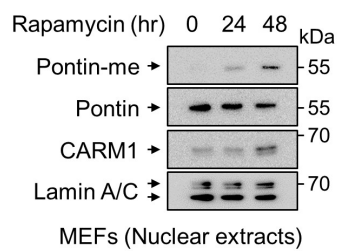**b**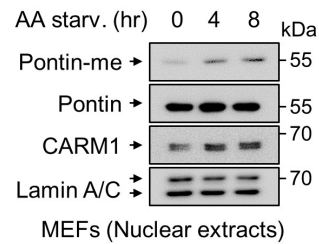**c**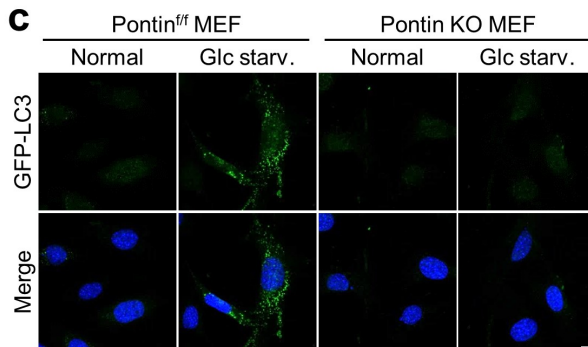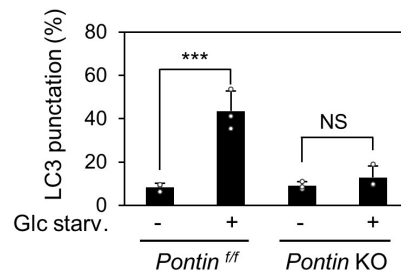**d**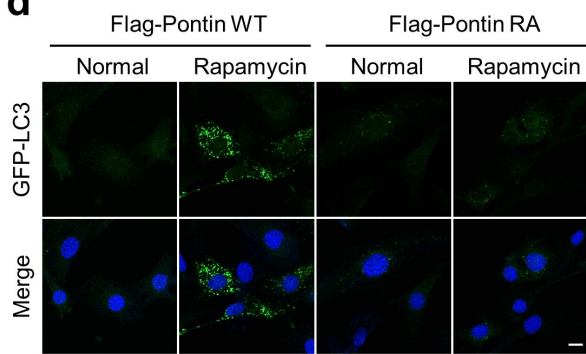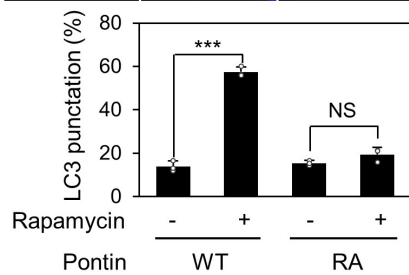**e**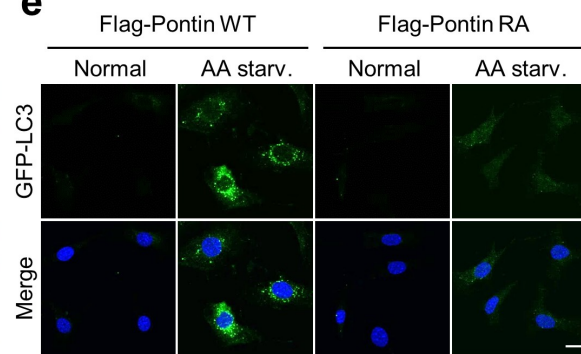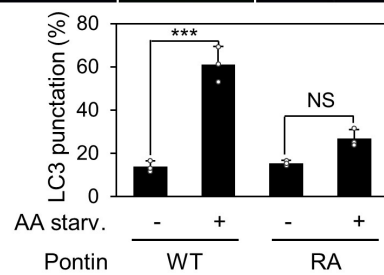**f**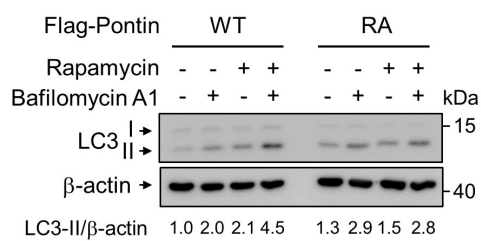**g**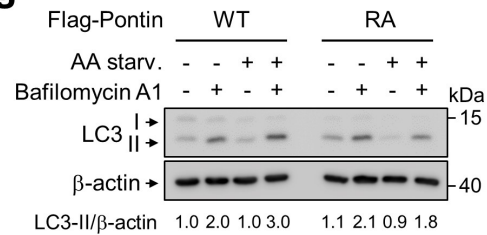

**Supplementary Figure 2. Increased Pontin methylation by CARM1 upon rapamycin treatment or amino acid starvation, related to Figure 3.**

**(a-b)** Immunoblot analysis of Pontin methylation in nuclear extracts from MEFs in response to rapamycin (100 nM) treatment **(a)** or amino acid (AA) starvation **(b)**.

**(c)** Representative confocal images of GFP-LC3 puncta formation upon glucose starvation in Pontin<sup>ff</sup> MEFs or Pontin KO MEFs. GFP-LC3 (green); DAPI (blue). Scale bar, 20  $\mu$ m. The graph shows quantification of LC3-positive punctate cells (right). Bars, mean  $\pm$  s.e.m.; n=3 with over 50 cells; One-way ANOVA with post hoc Tukey's test. \*\*\* p<0.001, NS=Non-Significant.

**(d-e)** Representative confocal images of GFP-LC3 puncta formation in MEFs upon rapamycin (100 nM) treatment **(d)** or AA starvation **(e)**. GFP-LC3 (green); DAPI (blue). Scale bar, 20  $\mu$ m. The graph shows quantification of LC3-positive punctate cells (below). Bars, mean  $\pm$  s.e.m.; n=3 with over 50 cells; One-way ANOVA with post hoc Tukey's test. \*\*\* p<0.001, NS=Non-Significant.

**(f-g)** Autophagic flux was analyzed in MEFs with or without Bafilomycin A1 (200 nM; 2 hrs) upon rapamycin (100 nM) treatment **(f)** or AA starvation **(g)**. The LC3-II/ $\beta$ -actin ratio is indicated (below).

Source data are provided as a Source Data file.

**a**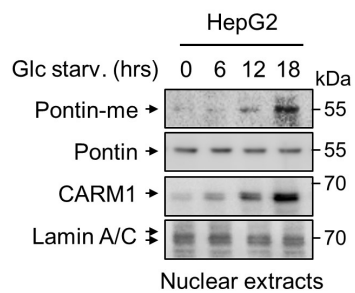**b**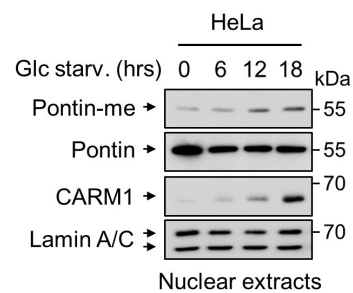**c**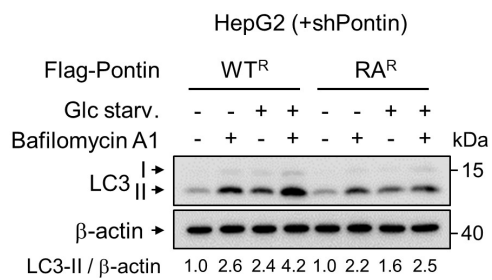**d**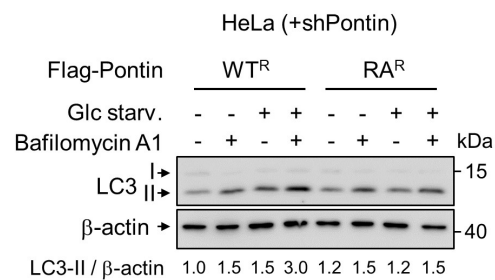**e**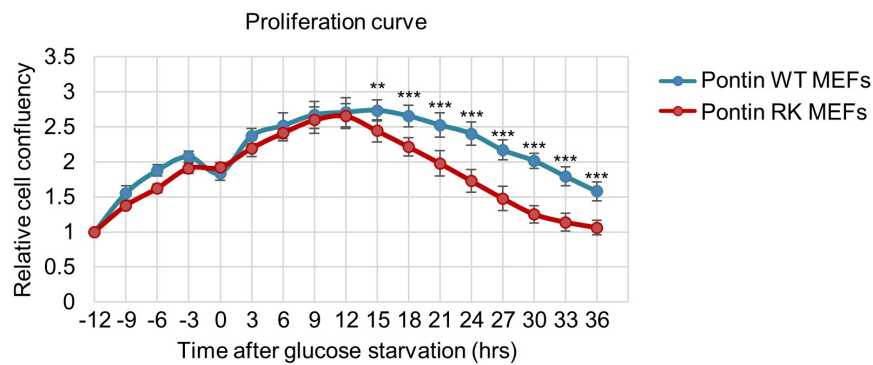**f**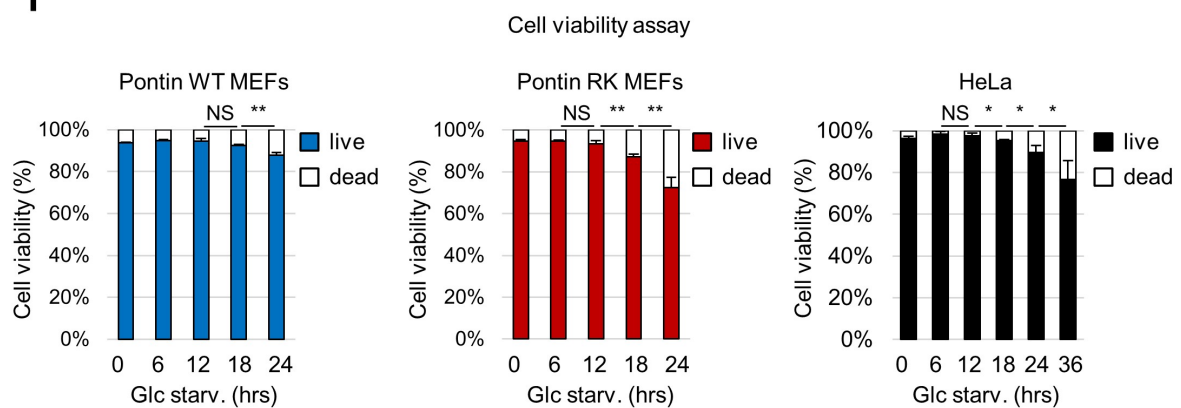

**Supplementary Figure 3. Glucose starvation-induced Pontin methylation in various cell lines and its effect on cell proliferation and viability, related to Figure 3.**

**(a-b)** Nuclear extracts from HepG2 **(a)** and HeLa **(b)** cells were subjected to immunoblot analysis with indicated antibodies under glucose starvation.

**(c-d)** Autophagic flux was analysed in HepG2 **(c)** and HeLa **(d)** cells transfected with Flag-Pontin WT or RA mutant in the presence or absence of Bafilomycin A1 (200 nM; 2 hrs) upon glucose starvation. The LC3-II/ $\beta$ -actin ratio is indicated (below).

**(e)** Proliferation curve of Pontin WT MEFs and Pontin RA MEFs under glucose starvation. Mean  $\pm$  s.e.m.; n=6; \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed t-test.

**(f)** Cell viability assays were performed in Pontin WT MEFs, Pontin RA MEFs, or HeLa cells under glucose starvation. Bars, mean  $\pm$  s.e.m.; n=3; \* p<0.05, \*\* p<0.01, NS = Non-Significant. Statistics by two-tailed t-test.

Source data are provided as a Source Data file.

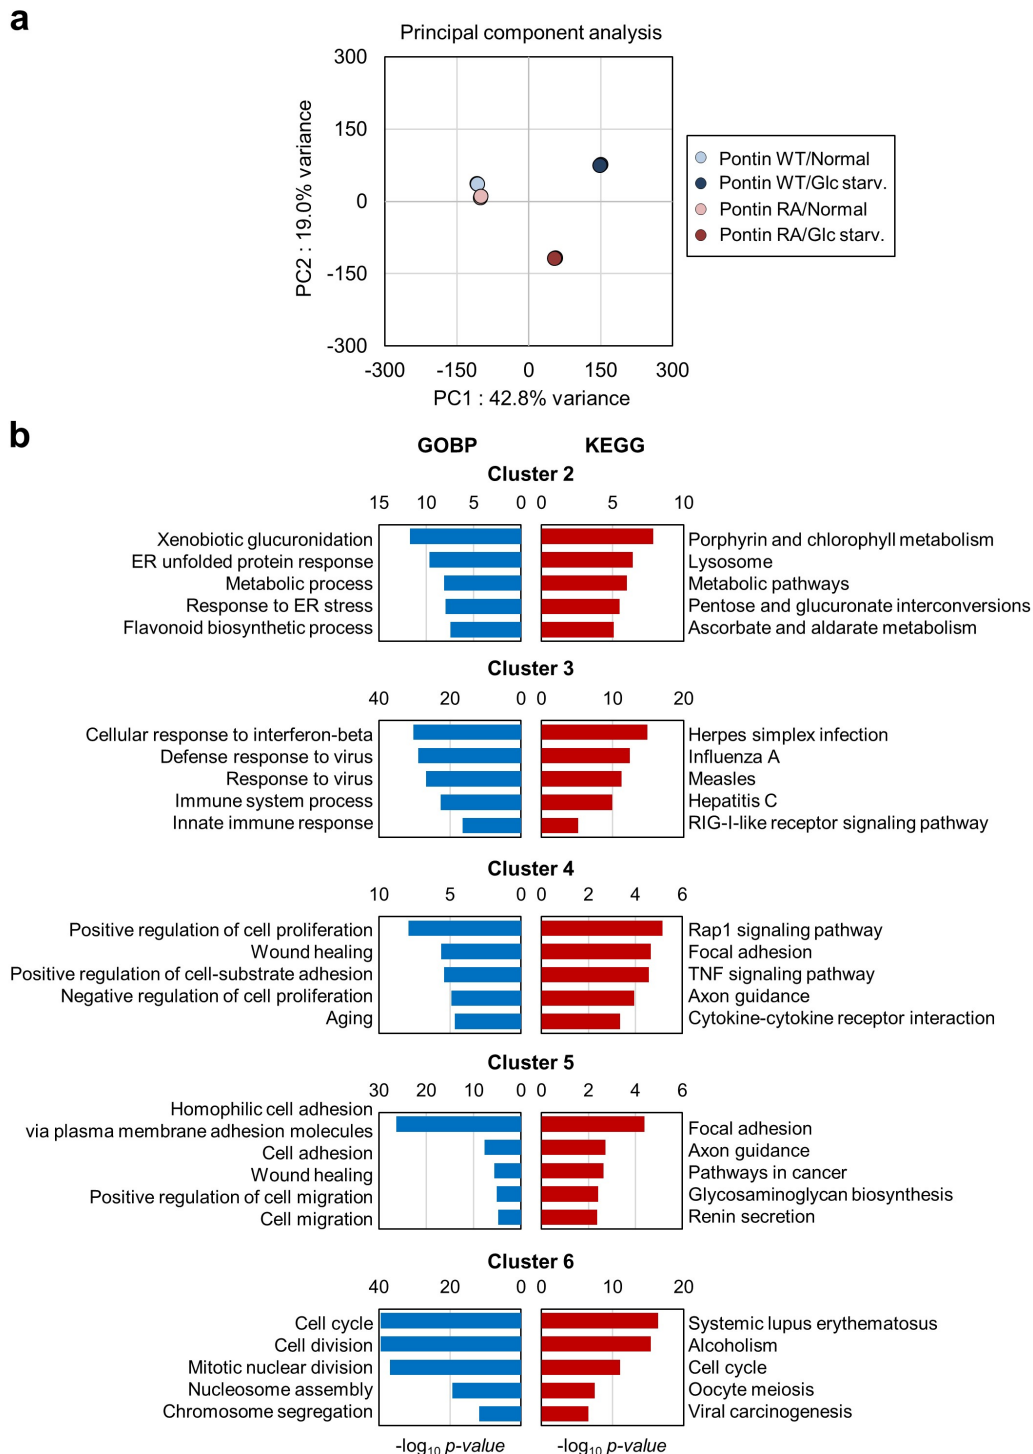

**Supplementary Figure 4. RNA-seq analysis with cluster profiling, related to Figure 4.**

(a) Principal component analysis of Pontin WT or RA MEFs under glucose starvation.  
 (b) Gene ontology and KEGG pathway enrichment analyses for the genes in Clusters 2-6 using DAVID software.

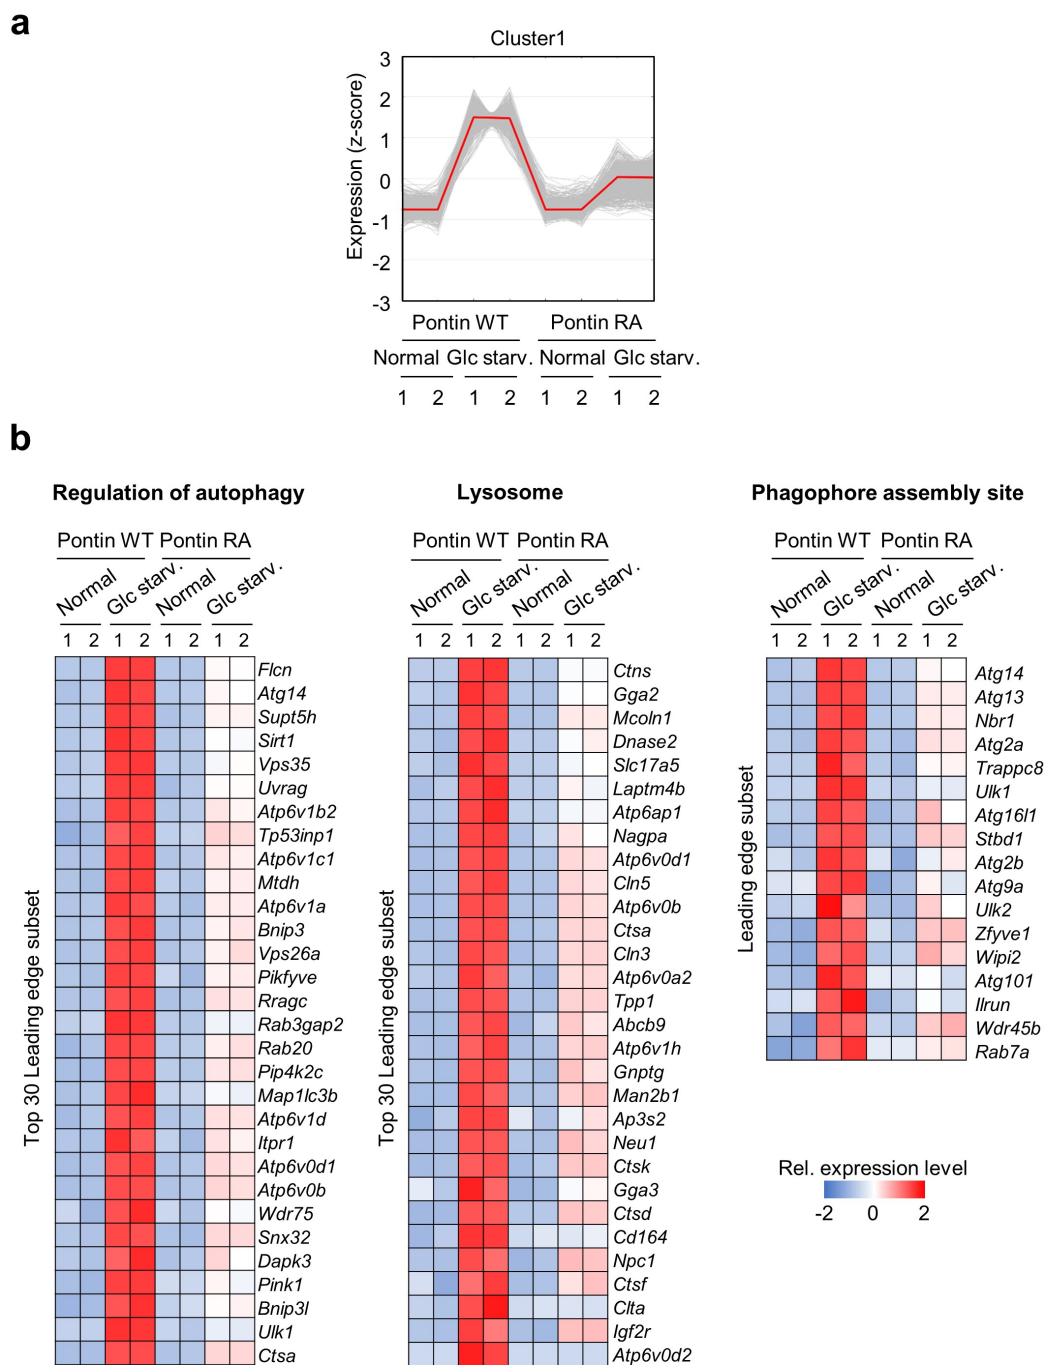

**Supplementary Figure 5. Identification of methylated Pontin-dependent target genes by RNA-seq analysis, related to Figure 4.**

- (a) Gene expression pattern of cluster 1. Grey lines indicates expression patterns of each cluster 1 genes. Red line indicates median.
- (b) Representative leading edge subsets contributing to the enrichment of each term. Heatmaps representing expression changes of genes.

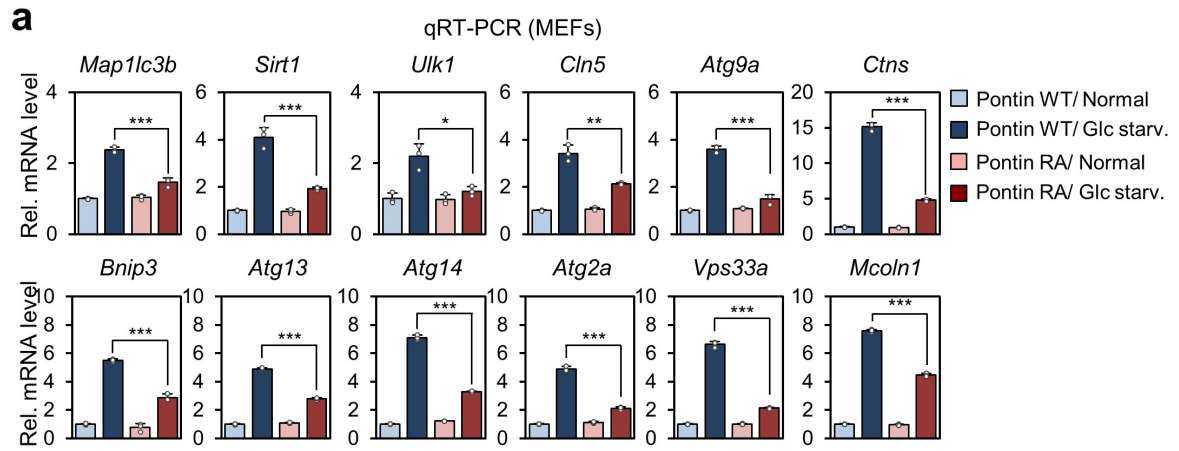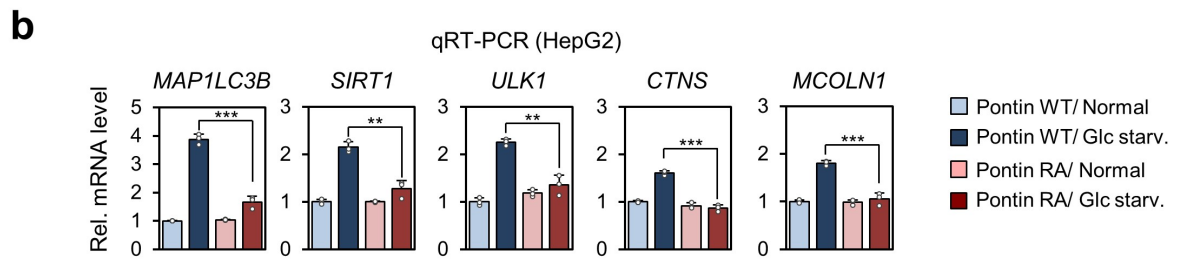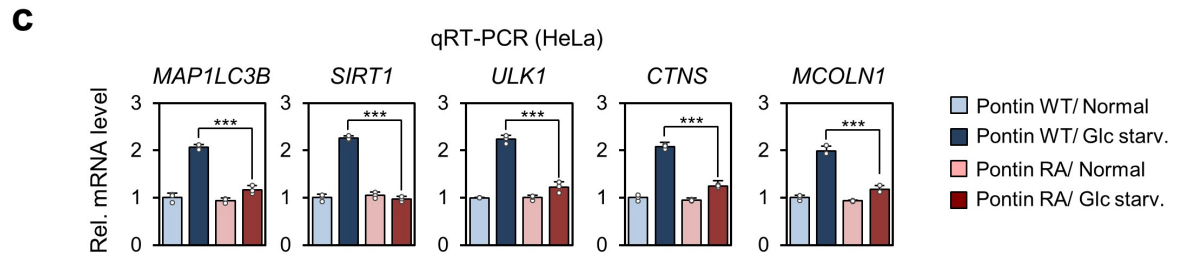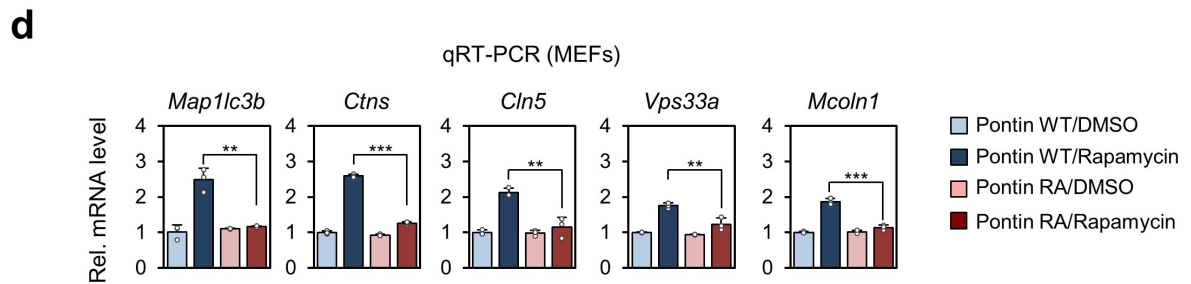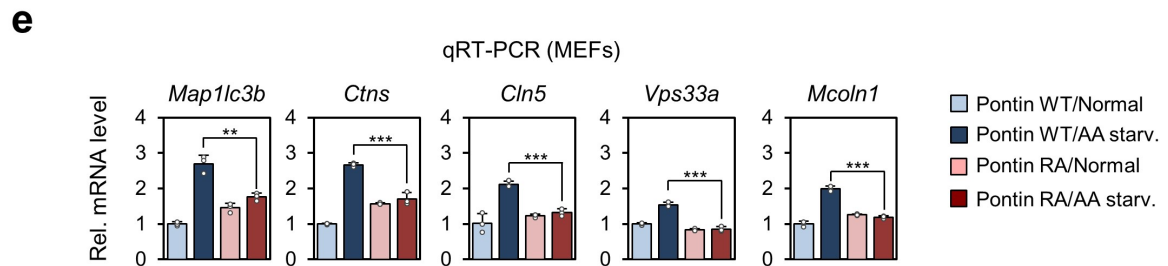

**Supplementary Figure 6. Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes, related to Figure 4.**

**(a)** Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes. Bars, mean  $\pm$  s.e.m.; n=3; \*p<0.05, \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed *t*-test.

**(b-c)** Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes in HepG2 **(b)** and HeLa **(c)** cells transfected with Flag-Pontin WT or RA mutant. Bars, mean  $\pm$  s.e.m.; n=3; \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed *t*-test.

**(d-e)** Quantitative RT-PCR analysis of methylated Pontin-dependent autophagy and lysosomal genes in MEFs upon rapamycin (100 nM) treatment **(d)** or amino acid starvation **(e)**. Bars, mean  $\pm$  s.e.m.; n=3; \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed *t*-test.

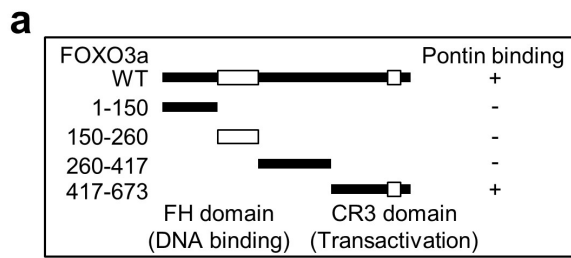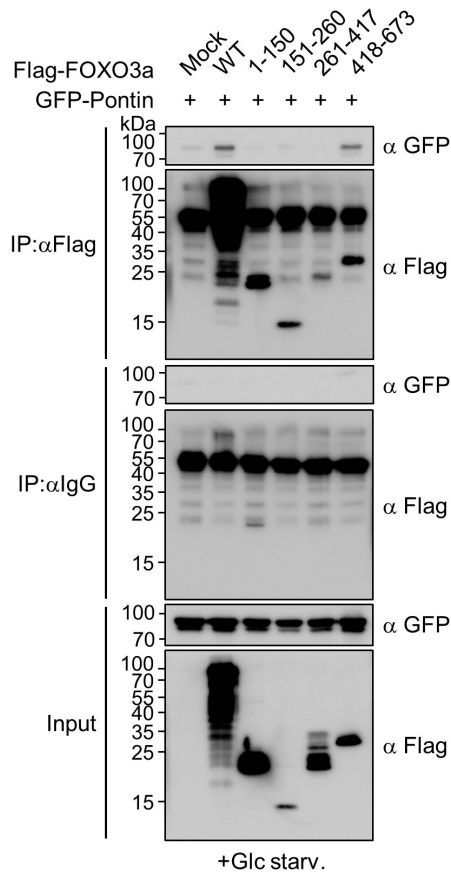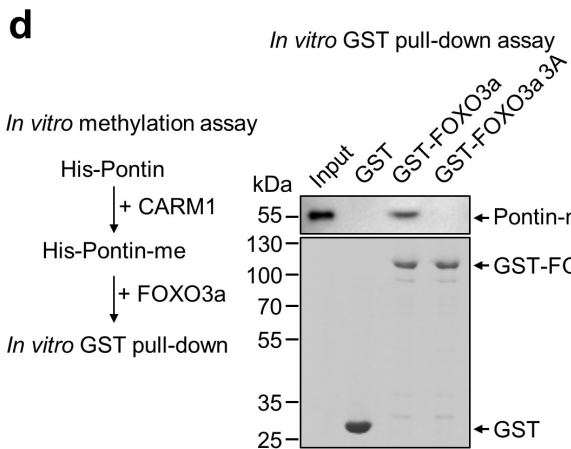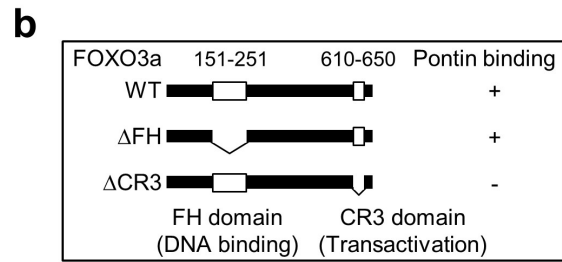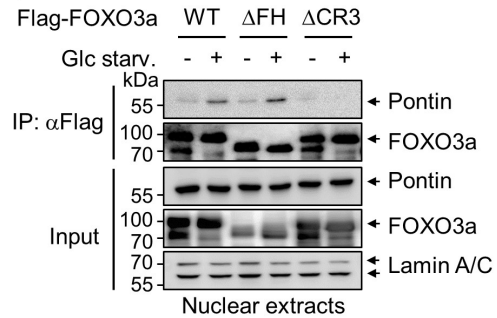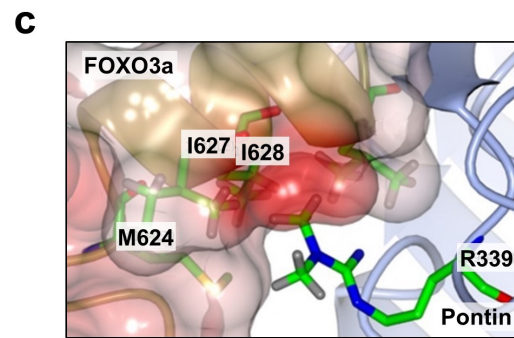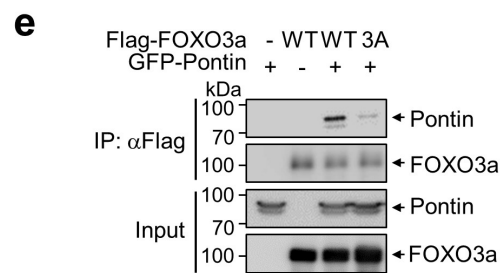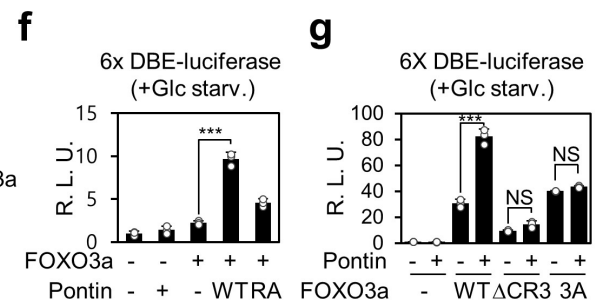

**Supplementary Figure 7. Identifying FOXO3a domains necessary for Pontin binding, related to Figures 5, 6.**

**(a-b)** Schematic illustration of the deletion mutants of FOXO3a (above). Immunoprecipitation assay between Pontin and various truncated FOXO3a proteins upon glucose starvation (below). The numbers refer to amino acids.

**(c)** The modeling of methylated Pontin with FOXO3a. Methylated R339 of Pontin and three amino acid residues (M624, I627, and I628) of FOXO3a forming a hydrophobic pocket are depicted.

**(d)** GST pulldown assay for the binding of methylated Pontin to FOXO3a WT or 3A (M624A, I627A, and I628A) mutant. His-Pontin was purified using Ni-NTA beads. *In vitro* methylation assay was performed by incubating His-Pontin with recombinant CARM1 proteins. The purified methylated Pontin proteins were used to test their interaction with FOXO3a WT and 3A mutant.

**(e)** Immunoprecipitation assay between Pontin and FOXO3a WT or 3A mutant following glucose starvation.

**(f)** Effect of Pontin WT or RA on 6x DBE (FOXO RE)-luciferase reporter. Bars, mean  $\pm$  s.e.m; n=3; \*\*\* p<0.001. Statistics by two-tailed *t*-test.

**(g)** Effect of FOXO3a WT,  $\Delta$ CR3 or 3A mutant on 6x DBE-luciferase reporter. Bars, mean  $\pm$  s.e.m; n=3; \*\*\* p<0.001, NS = Non-Significant. Statistics by One-way ANOVA with post hoc Tukey's test.

Source data are provided as a Source Data file.

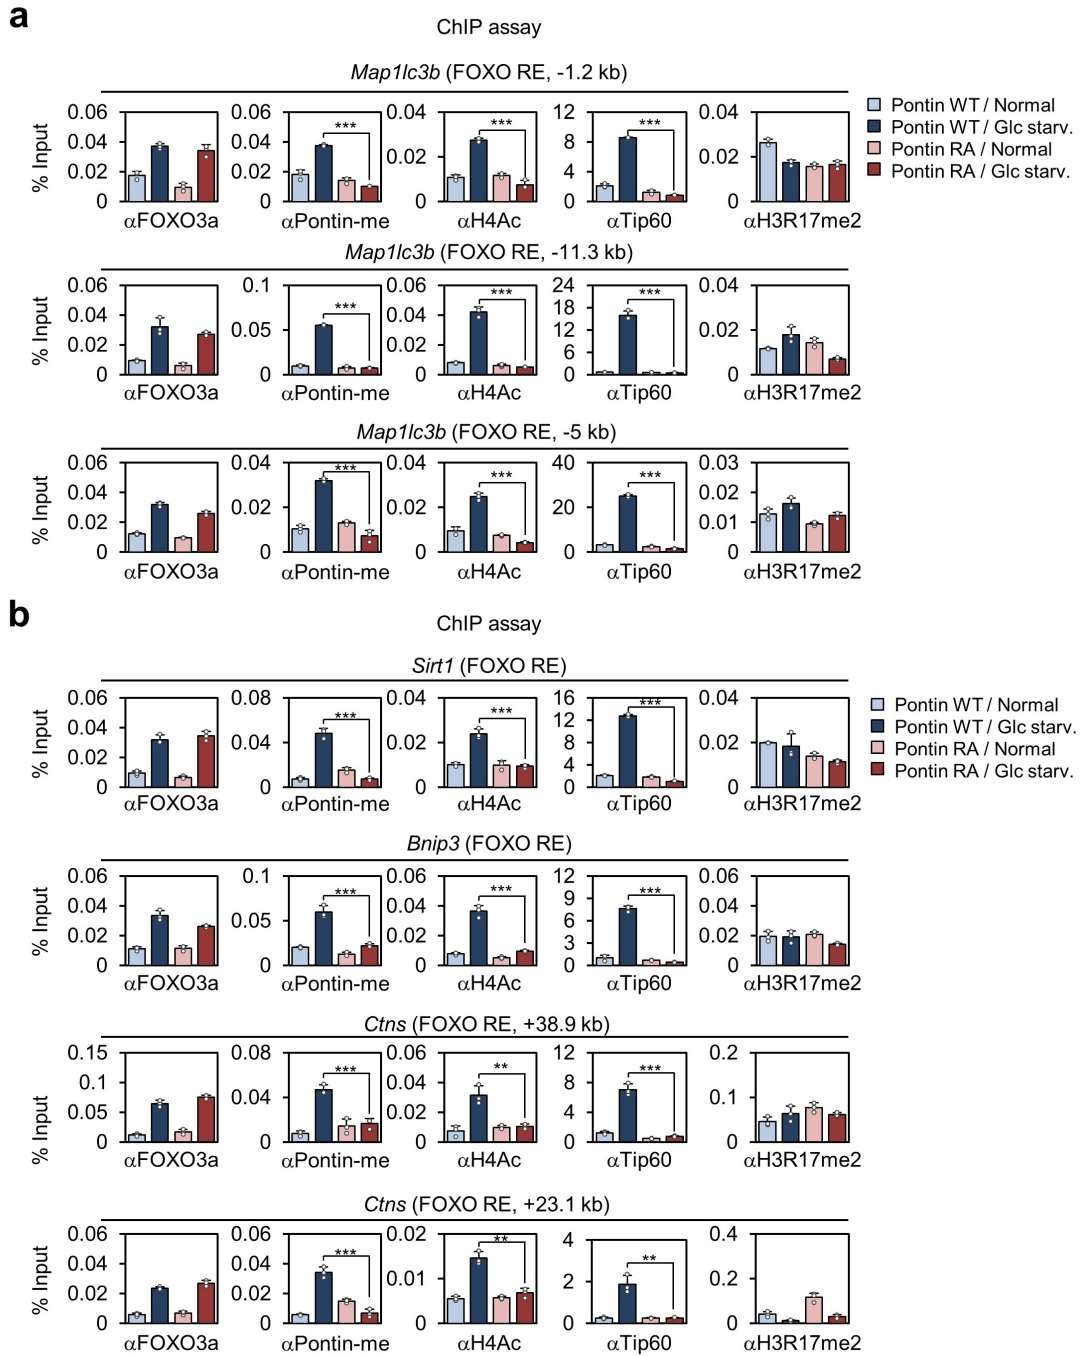

**Supplementary Figure 8. Recruitment of methylated Pontin and Tip60 along with H4 acetylation on the FOXO3 response elements, related to Figure 6.**

**(a-b)** ChIP assays were performed using anti-FOXO3a, anti-Pontin-me, anti-H4ac, anti-Tip60, and anti-H3R17me2 antibodies on FOXO REs of *Map1lc3b* (a), or *Sirt1*, *Bnip3*, *Ctns* (b) genes in Pontin WT or RA-expressing MEFs in the absence or presence of glucose starvation. Bars, mean  $\pm$  s.e.m; n=3; \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed *t*-test.

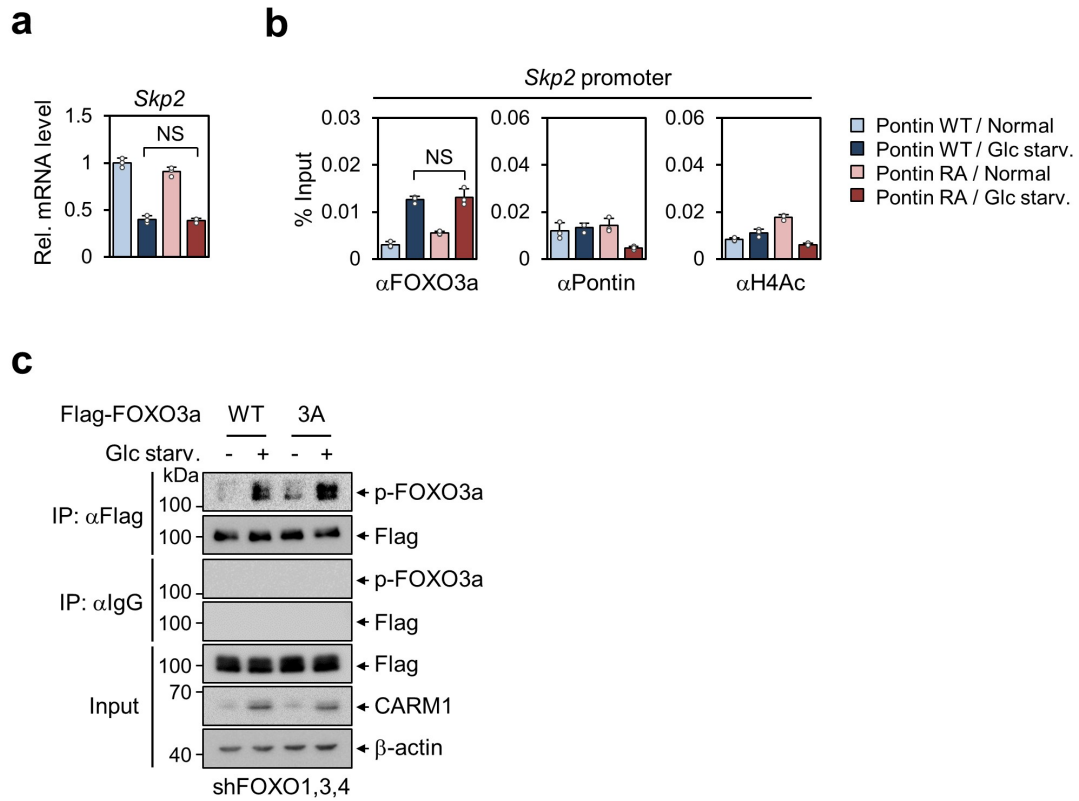

**Supplementary Figure 9. Pontin methylation is not involved in regulation of *Skp2* by FOXO3a, related to Figure 8.**

(a) Quantitative RT-PCR analysis of *Skp2*. Bars, mean  $\pm$  s.e.m.;  $n=3$ ; NS = Non-Significant. Statistics by two-tailed  $t$ -test.

(b) ChIP assays were performed using anti-FOXO3a, anti-Pontin, and anti-H4Ac antibodies on *Skp2* promoter in Pontin WT or RA-expressing MEFs in the absence or presence of glucose starvation. Bars, mean  $\pm$  s.e.m.;  $n=3$ ; NS = Non-Significant. Statistics by two-tailed  $t$ -test.

(c) Immunoprecipitation assay between CARM1 and FOXO3a WT or 3A mutant following glucose starvation.

Source data are provided as a Source Data file.

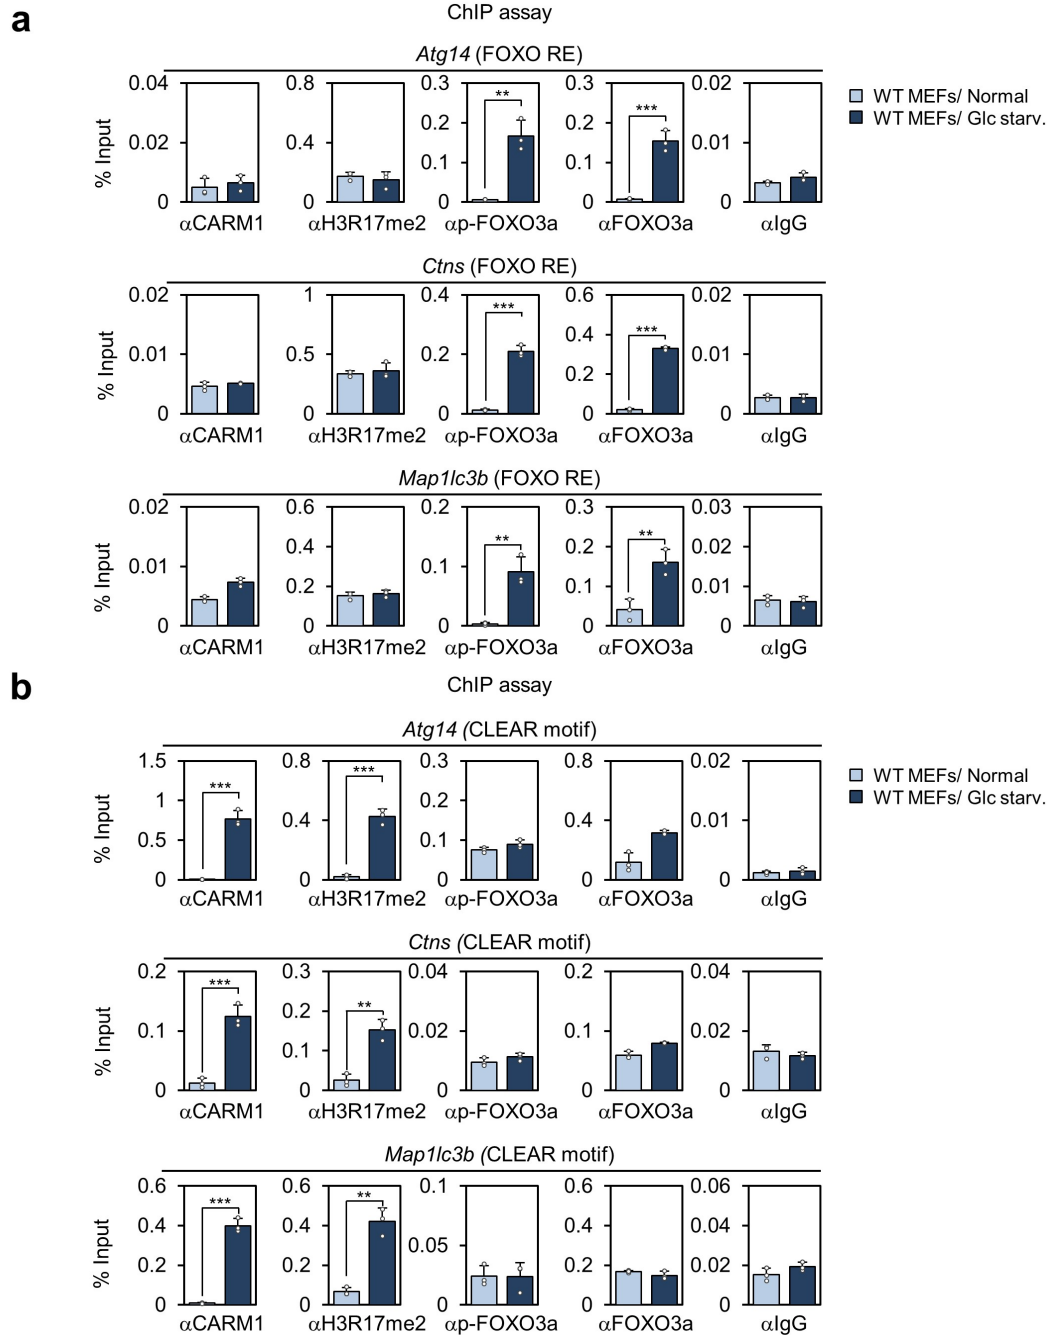

**Supplementary Figure 10. CARM1 is recruited on CELAR motif, but not on the FOXO3 response, related to Figure 8.**

(a-b) ChIP assays were performed using anti-CARM1, anti-H3R17me2, anti-p-FOXO3a, anti-FOXO3a, and anti-IgG antibodies on FOXO REs (a) or CLEAR motifs (b) of *Atg14*, *Ctns*, or *Map1lc3b* genes in WT MEFs in the absence or presence of glucose starvation. Bars, mean  $\pm$  s.e.m; n=3; \*\* p<0.01, \*\*\* p<0.001. Statistics by two-tailed t-test.

**Supplementary Table 1. List of protein and peptide sequences identified by LC-MS/MS analysis, related to Figure 1.**

| Accession   | MW [kDa] | calc. pI | Score  | Description                                                                   |
|-------------|----------|----------|--------|-------------------------------------------------------------------------------|
| gi530414438 | 63.4     | 6.57     | 428.39 | PREDICTED: histone-arginine methyltransferase CARM1 isoform X1 [Homo sapiens] |
| gi733606247 | 46.0     | 5.12     | 198.96 | tubulin alpha-1C chain isoform b [Homo sapiens]                               |
| gi197692395 | 50.2     | 6.42     | 118.87 | RuvB-like 1, Pontin, partial [Homo sapiens]                                   |
| gi40041430  | 8.8      | 4.70     | 108.64 | unnamed protein product, partial [Homo sapiens]                               |
| gi158259801 | 89.8     | 7.33     | 77.28  | unnamed protein product [Homo sapiens]                                        |

| Sequence           | Charge | m/z [Da]  | MH+ [Da]   |
|--------------------|--------|-----------|------------|
| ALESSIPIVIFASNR    | 2      | 844.47272 | 1687.93816 |
| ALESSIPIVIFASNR    | 2      | 844.47272 | 1687.93816 |
| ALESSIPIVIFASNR    | 3      | 563.31744 | 1687.93778 |
| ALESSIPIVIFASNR    | 3      | 563.31744 | 1687.93778 |
| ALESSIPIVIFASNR    | 2      | 844.47333 | 1687.93938 |
| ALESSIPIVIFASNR    | 2      | 844.47333 | 1687.93938 |
| AVLLAGPPGTGK       | 2      | 540.82434 | 1080.64141 |
| AVLLAGPPGTGK       | 2      | 540.82434 | 1080.64141 |
| GLGLDESLAK         | 2      | 530.28772 | 1059.56816 |
| GLGLDESLAK         | 2      | 530.28772 | 1059.56816 |
| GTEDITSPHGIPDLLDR  | 3      | 650.33710 | 1948.99674 |
| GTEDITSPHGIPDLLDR  | 3      | 650.33710 | 1948.99674 |
| LDPSIFESLQK        | 2      | 638.84271 | 1276.67815 |
| LDPSIFESLQK        | 2      | 638.84271 | 1276.67815 |
| QAASGLVGQENAR      | 2      | 650.83350 | 1300.65972 |
| QAASGLVGQENAR      | 2      | 650.83350 | 1300.65972 |
| TALALAIAQELGSK     | 2      | 693.40356 | 1385.79985 |
| TALALAIAQELGSK     | 2      | 693.40356 | 1385.79985 |
| TALALAIAQELGSK     | 3      | 462.60510 | 1385.80075 |
| TALALAIAQELGSK     | 3      | 462.60510 | 1385.80075 |
| TISHVIIGLK         | 2      | 540.84265 | 1080.67803 |
| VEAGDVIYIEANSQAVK  | 2      | 867.94867 | 1734.89006 |
| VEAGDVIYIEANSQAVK  | 2      | 867.94867 | 1734.89006 |
| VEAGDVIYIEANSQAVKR | 3      | 631.00238 | 1890.99259 |
| YSVQLLTPANLLAK     | 2      | 765.94794 | 1530.88860 |
| YSVQLLTPANLLAK     | 2      | 765.94794 | 1530.88860 |
| YSVQLLTPANLLAK     | 2      | 765.94806 | 1530.88884 |
| YSVQLLTPANLLAK     | 2      | 765.94806 | 1530.88884 |
| YSVQLLTPANLLAK     | 2      | 765.94800 | 1530.88872 |
| YSVQLLTPANLLAK     | 2      | 765.94800 | 1530.88872 |
| YSVQLLTPANLLAK     | 2      | 765.95087 | 1530.89446 |
| YSVQLLTPANLLAK     | 2      | 765.94830 | 1530.88933 |

**Supplementary Table 2. List of genes from GO term analysis, related to Figure 3.**

| GO Term                                      | Genes                                                                                                                                                                                                     |
|----------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GO:0010506 (GOBP)<br>Regulation of autophagy | <i>KAT8, RAB3GAP2, CLN3, WASH1, ATG14, UVRAG, BNIP3, PINK1, CTSA, RRAGD, FLCN, SIRT1, RRAGC, MAP1LC3B, ULK1, PIKFYVE, TICAM1, TRP53INP1, RAB20, SLC17A9, PIP4K2C</i>                                      |
| mmu04142 (KEGG)<br>Lysosome                  | <i>GNPTG, LAPTM4B, CLN3, ABCB9, AP1G2, CTSA, DNASE2A, ATP6V0B, SLC17A5, NAGPA, TPPI, MCOLN1, ATP6V0D1, CTNS, GGA2, CLN5, CTSF</i>                                                                         |
| GO:0005776 (GOCC)<br>Autophagosome           | <i>CLN3, WASH1, MAP1LC3B, ULK1, ATG14, NBRI, TICAM1, TRP53INP1, VPS11, VPS33A, PIP4K2C</i>                                                                                                                |
| GO:0005764 (GOCC)<br>Lysosome                | <i>SLC36A1, UVRAG, CTSA, RRAGD, SLC26A11, VPS33A, RRAGC, TPPI, APOE, MT1, MCOLN1, SLC35F6, VPS11, DPP7, PQLC2, CLN3, ABCB9, MARCH8, DNASE2A, TMEM150A, SLC17A5, UNC13D, NBRI, ARL8A, CTNS, CLN5, CTSF</i> |

# Supplementary material for: Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy
**Source:** Nat Commun. 2020 Dec 8;11:6297. doi: 10.1038/s41467-020-20080-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

no software was used for data collection

Data analysis

EdgeR (v3.14), Homer (v4.7.2), David (version 6.8), GraphPad Prism 5 (version 5.03), GSEA (version 3.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq and ChIP-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession number GSE130069 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130069] and GSE157952 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157952], respectively. 3D structure of the Pontin from Matias et al.<sup>49</sup> and FOXO3a from Wang et al.<sup>50</sup> are available from the Protein Data Bank under accession code PDB ID: PDB 2C9O [https://www.rcsb.org/structure/2c9o] and PDB 2LQH [https://www.rcsb.org/structure/2LQH]. Gene sets were obtained from the online available Molecular Signature Database (MSigDB) v6.2 of the Broad Institute [http://software.broadinstitute.org/gsea/msigdb/index.jsp]. All relevant data presented in this paper is available from the corresponding author upon request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------|
| Sample size     | Independent experiments were performed at least three times to allow statistical analysis.                     |
| Data exclusions | No data were excluded from the analyses.                                                                       |
| Replication     | All experiments were performed independently at least three times. All attempts at replication were successful |
| Randomization   | Each group of experiments were chosen randomly.                                                                |
| Blinding        | No blinding was employed as the same investigator performed most experiments and analyzed the data.            |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |

|                                   |                                                                                                                                                                                                                                                                                                   |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy                 | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                 |
| Data collection                   | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                  |
| Timing and spatial scale          | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken |
| Data exclusions                   | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                 |
| Reproducibility                   | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                           |
| Randomization                     | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                |
| Blinding                          | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                     |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                          |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location                 | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access and import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance              | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following commercially available antibodies were used: anti-Pontin (SAB4200194), anti-Flag (F3165), and anti- $\alpha$ -actin (A1978) (Sigma-Aldrich); anti-Pontin (sc-15259), anti-GST (sc-459), anti-GFP (sc-9996), and anti-Lamin A/C (sc-6215) (Santa Cruz biotechnology); anti-Tubulin (LF-PA0146A) (Abfrontier); anti-asymmetric dimethyl arginine motif (Rme2a) (#13522), anti-CARM1 (#3379), anti-LC3 (#2775), anti-FOXO3a (#2497), anti-phospho-FOXO3a S413 (#8174), and anti-Tip60 (#12058) (Cell Signaling technology); anti-FOXO3a (ab12162) and anti-H3R17me2 (ab8284) (Abcam); anti-acetyl-Histone H4 (06-866) (Millipore); anti-HA (#MMS-101R) (Covance); anti-ATG9A (NB110-56893) (Novus); anti-ATG14 (#PD026) (MBL). Following commercially available fluorescent-labeled secondary antibodies were used: Alexa Fluor 488 donkey anti-rabbit IgG (A21206), and Alexa Fluor 594 donkey anti-mouse IgG (A21203) (Invitrogen). We used antibodies recommended by the manufacturer for the species and application. Antibody specifically recognizing arginine methylated Pontin at R333 and R339 (Pontin-me) was generated by Peptron. |
| Validation      | All commercial antibodies were validated by the manufacturer for the species and application used in this study. We used antibodies recommended by the manufacturer for the species and application.<br>The specificity of antibodies against methylated Pontin at R333/R339 residues was assessed by dot blot analysis using non-                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

methyalted/ methylated Pontin peptide and immunoblotting assay using in vitro methylated/non-methylated Pontin protein. Methyl peptide sequence: IVIFASNR(me2)GNCVIR(me2)GTEDITS; Non-methyl peptide sequence: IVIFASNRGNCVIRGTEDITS.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                         |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T, HeLa, HepG2(commercial), Carm1 KO MEF(provided by M.T. Bedford (University of Texas, M.D. Anderson Cancer Center, USA)), Pontin f/f MEF (generated from Pontin-deficient mice) |
| Authentication                                                    | None of the cell lines used were authenticated                                                                                                                                          |
| Mycoplasma contamination                                          | All cell lines used in the study were regularly tested for mycoplasma contamination and were determined to be negative.                                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                              |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.</i>                                                                                                                                                                                                                                |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                               |
|-----------------------------|-----------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i> |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>   |

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## ChIP-seq

## Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157952>

## Files in database submission

RAW FILES

mePontin\_CTL\_1.fastq.gz  
mePontin\_CTL\_2.fastq.gz  
mePontin\_GS\_1.fastq.gz  
mePontin\_CTL\_2.fastq.gz  
Input\_CTL\_1.fastq.gz  
Input\_CTL\_2.fastq.gz  
Input\_GS\_1.fastq.gz  
Input\_GS\_2.fastq.gz

PROCESSED DATA FILES

mePontin\_GS

## Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

## Replicates

no replicate

## Sequencing depth

mePontin\_CTL (total: 17974913 Unique: 30328647, length: 182, paired)  
mePontin\_GS (total: 20765512, Unique: 27137093, length: 179, paired)  
Input\_CTL (Total: 17564235, unique: 33588404, length: 172)  
Input\_GS (Total: 12936988, unique: 24694511, length: 165)

## Antibodies

In Methods 'ChIP-seq analysis' subsection

## Peak calling parameters

findPeak with a default option

## Data quality

p-value: 0.0001, at least 4 fold changes

## Software

Homer

## Flow Cytometry

## Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

## Instrument

Identify the instrument used for data collection, specifying make and model number.

## Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

Models & analysis

|                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

# Supplementary material for: Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy
**Source:** Nat Commun. 2020 Dec 8;11:6297. doi: 10.1038/s41467-020-20080-9

**Figure 1a**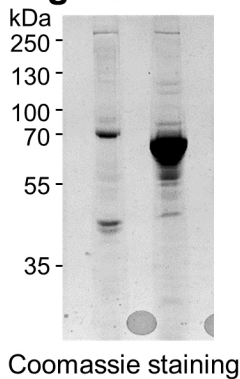**Figure 1b**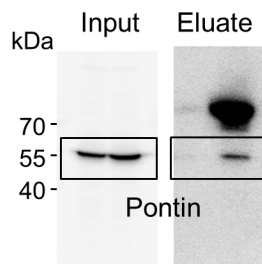**Figure 1c**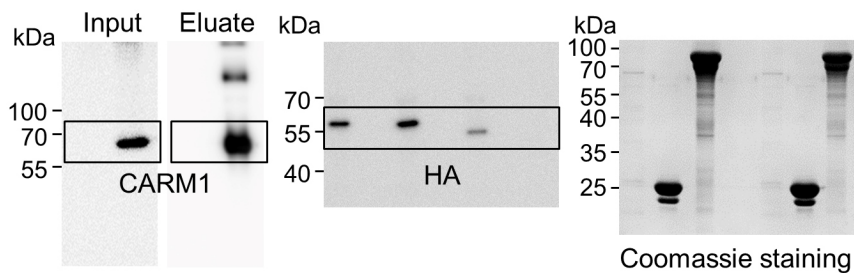**Figure 1d**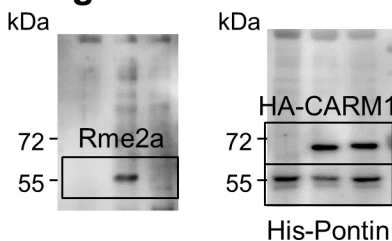**Figure 1e**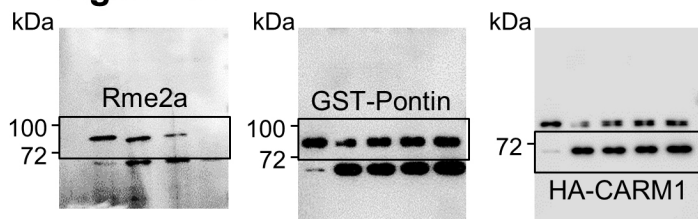**Figure 1f**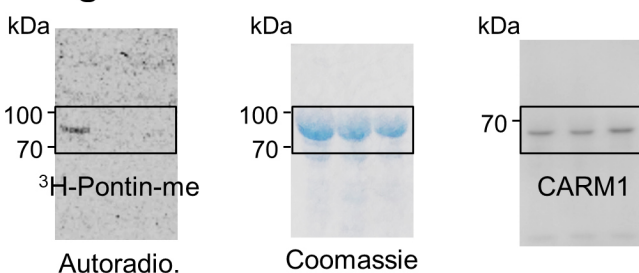**Figure 1i**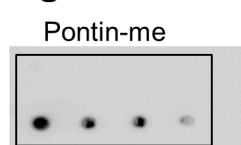**Figure 1j**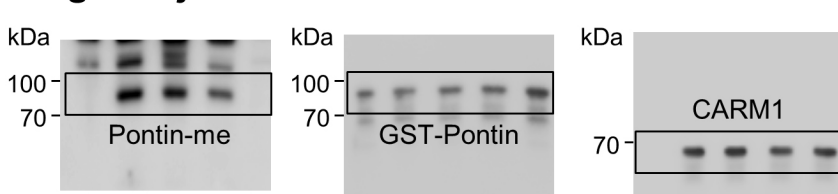**Figure 1k**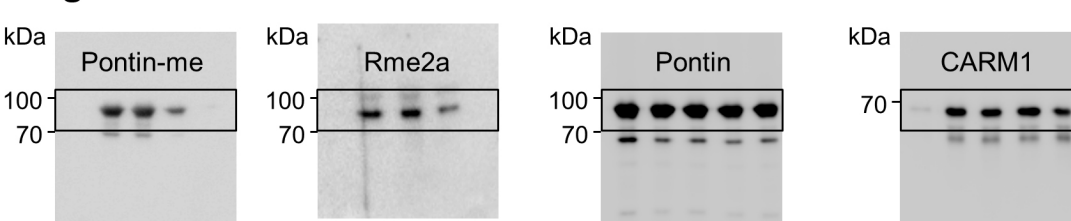**Figure 1l**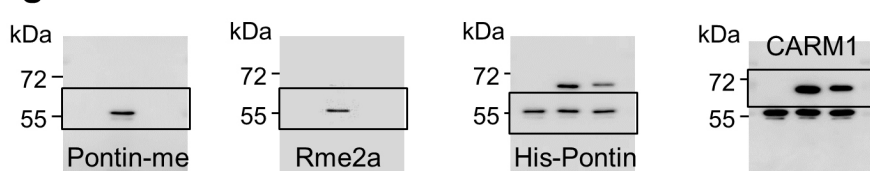

**Figure 2a**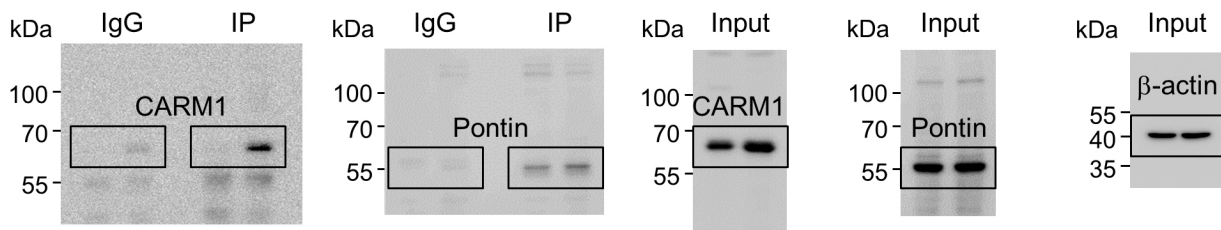**Figure 2b**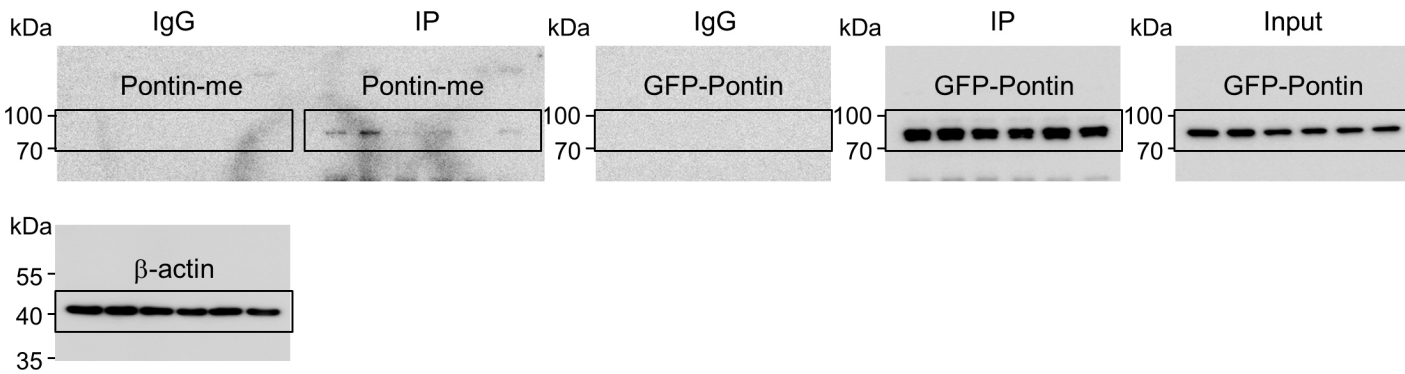**Figure 2c**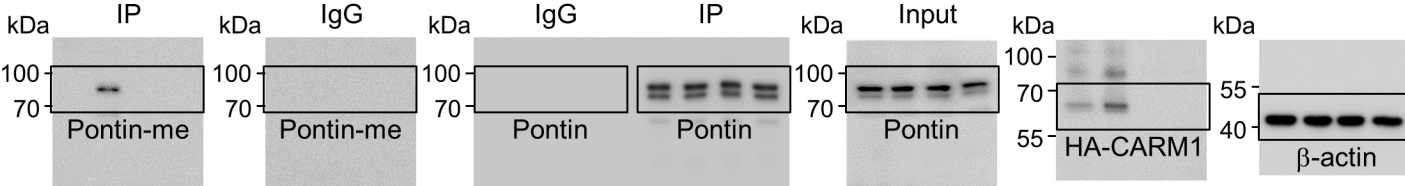**Figure 2d**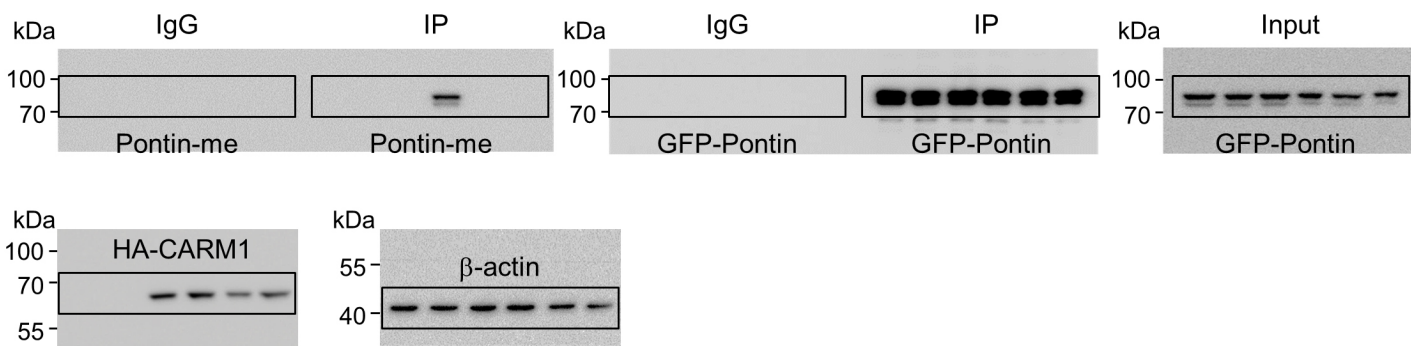**Figure 2e**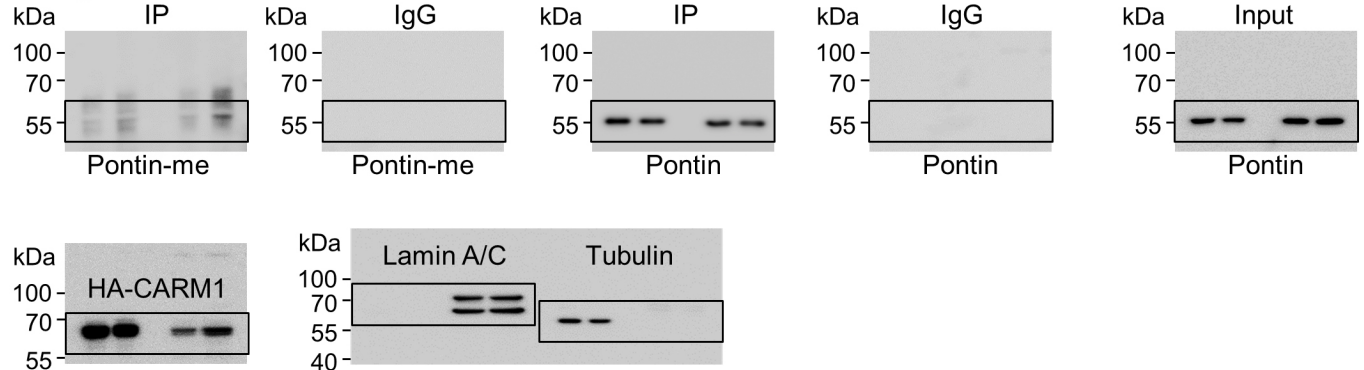

**Figure 3b**

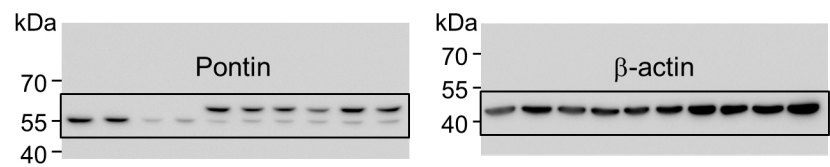

**Figure 3c**

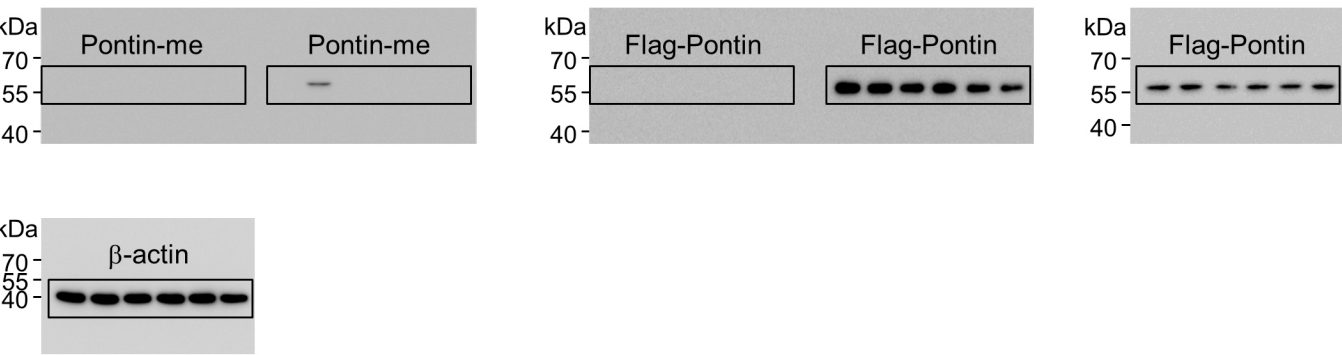

**Figure 3e**

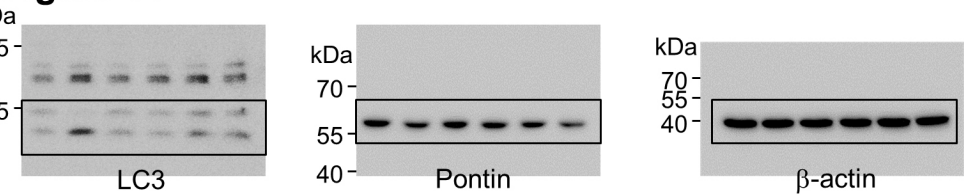

**Figure 3g**

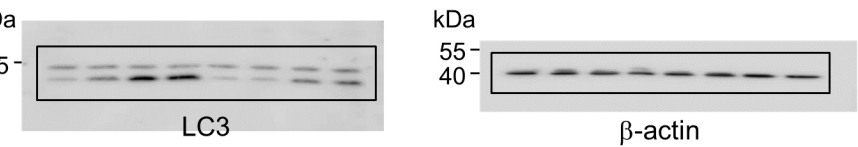

**Figure 4g**

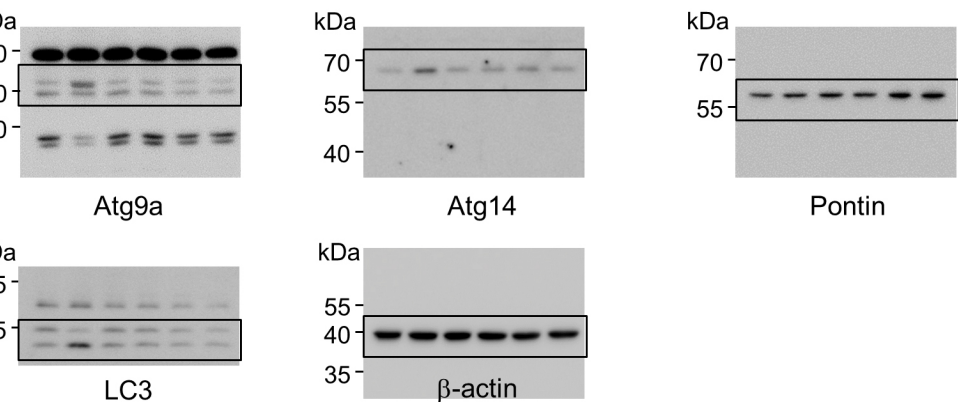

**Figure 5c**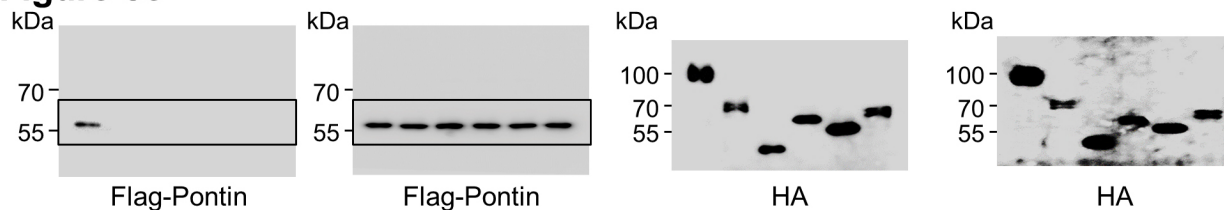**Figure 5d**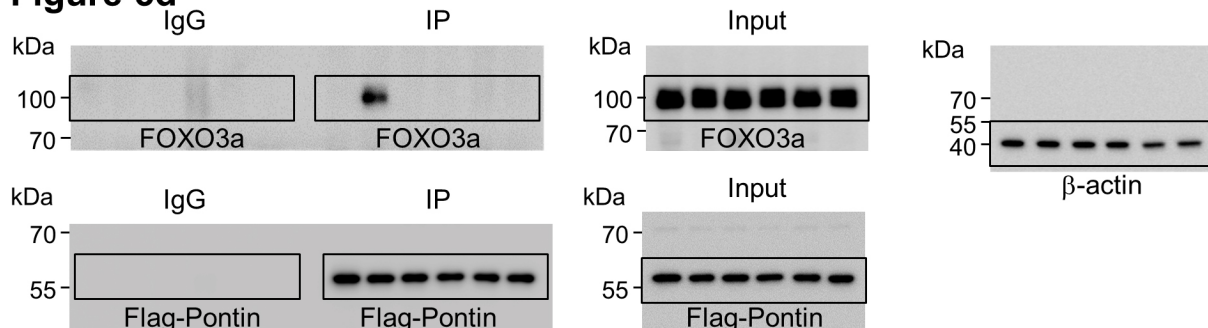**Figure 5e**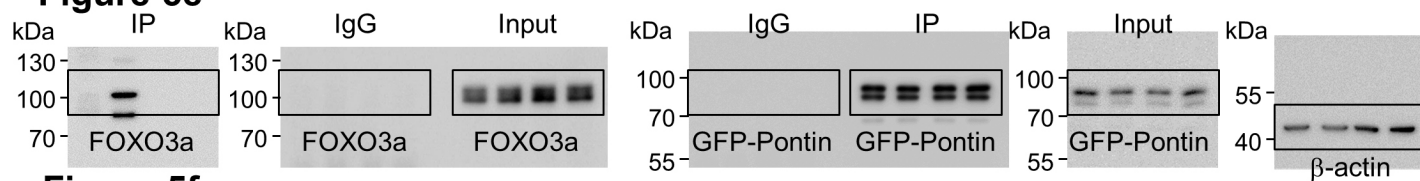**Figure 5f**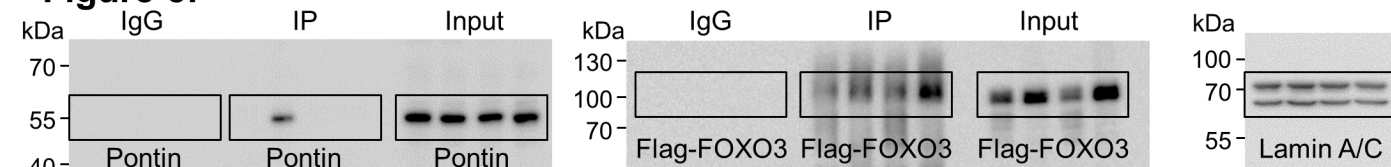**Figure 5g**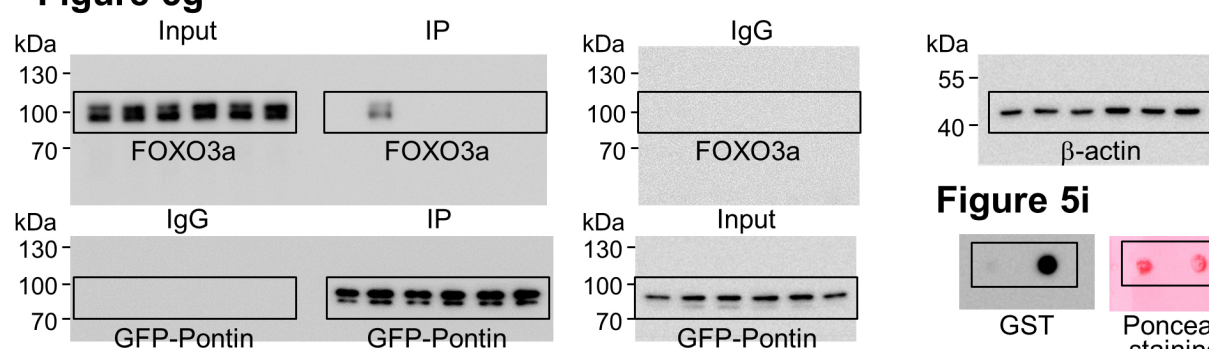**Figure 5i**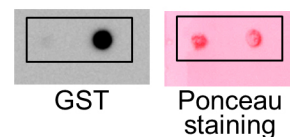**Figure 5h**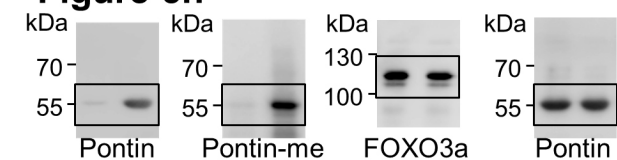**Figure 5k**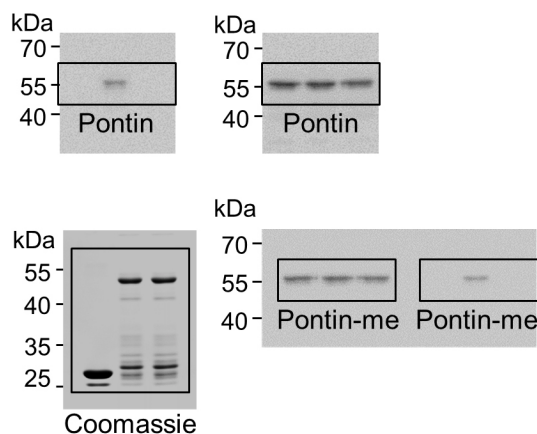**Figure 5j**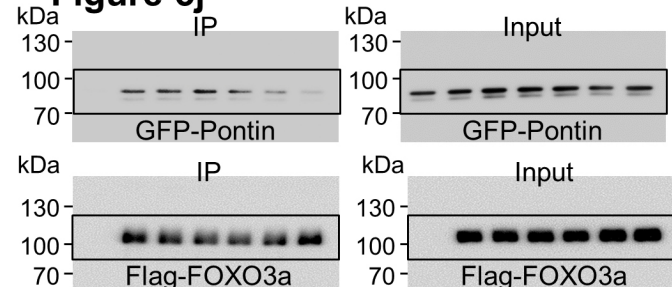

**Figure 6f**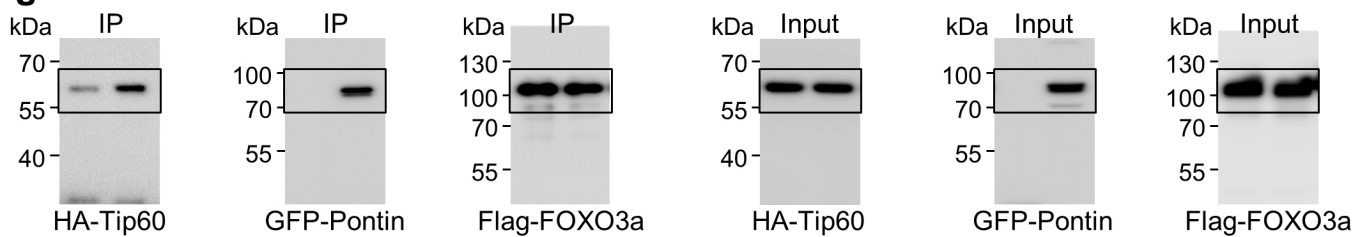**Figure 6g**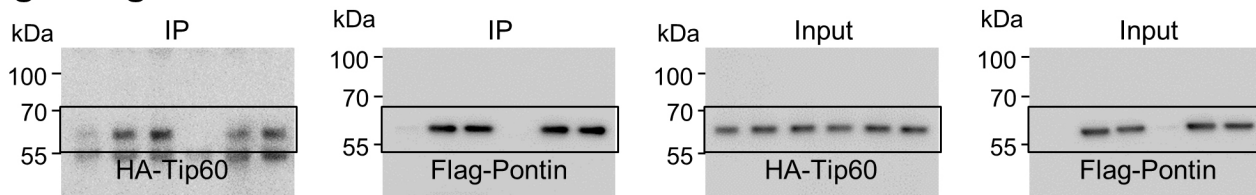**Figure 7a**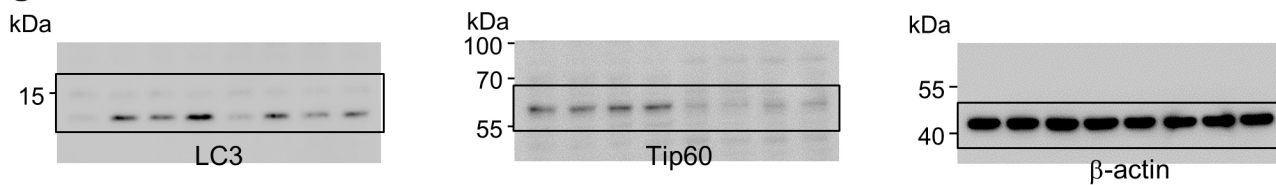**Figure 7e**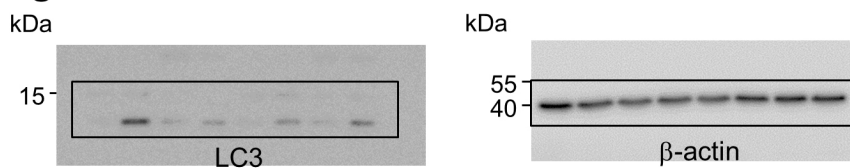**Figure 8c**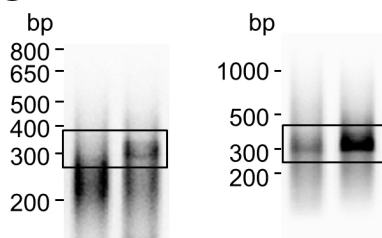

**Supplementary Figure 1a**

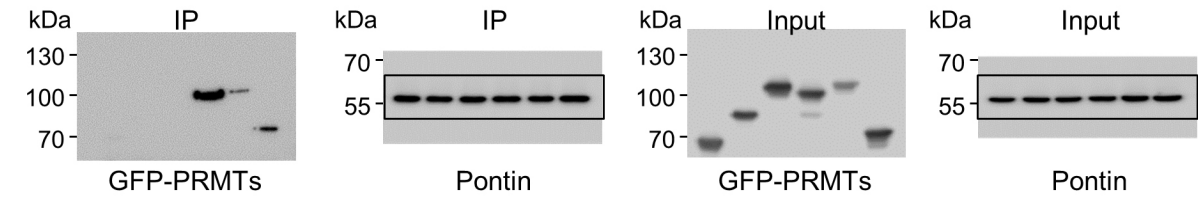

**Supplementary Figure 1b**

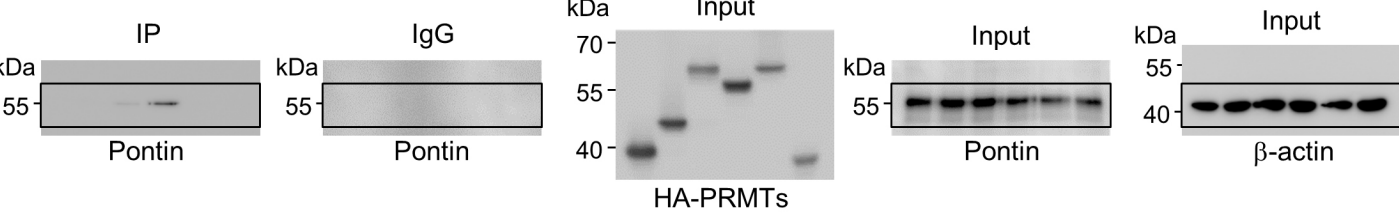

**Supplementary Figure 1c**

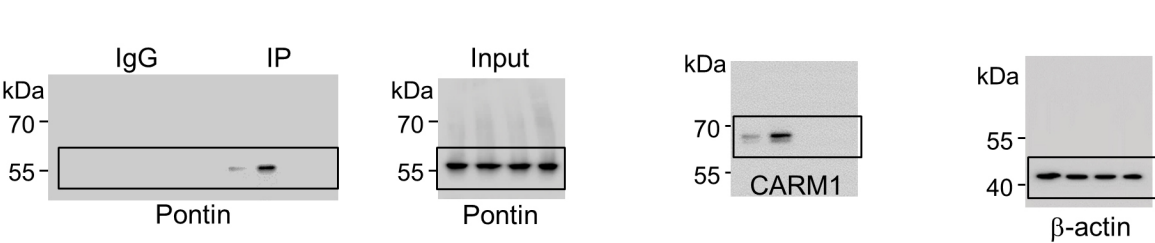

**Supplementary Figure 1d**

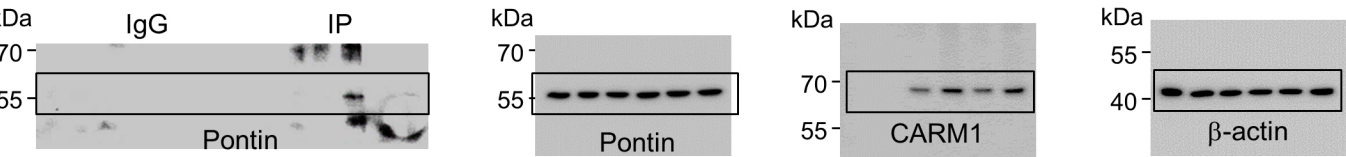

**Supplementary Figure 1e**

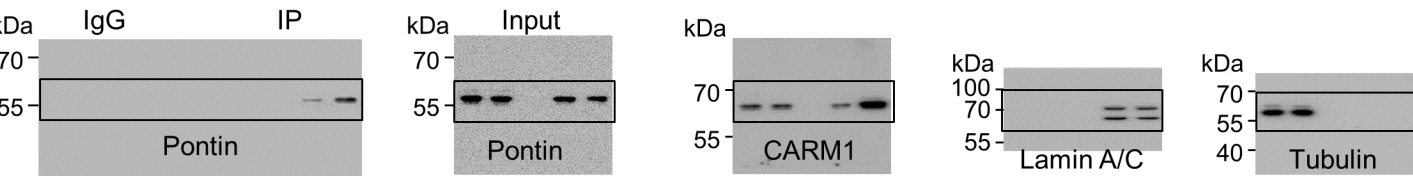

**Supplementary Figure 1f**

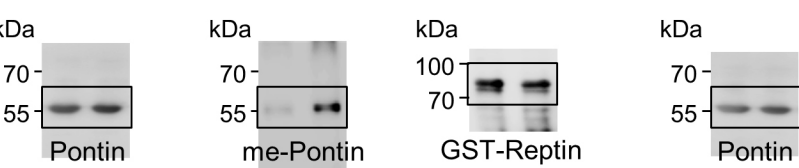

**Supplementary Figure 1g**

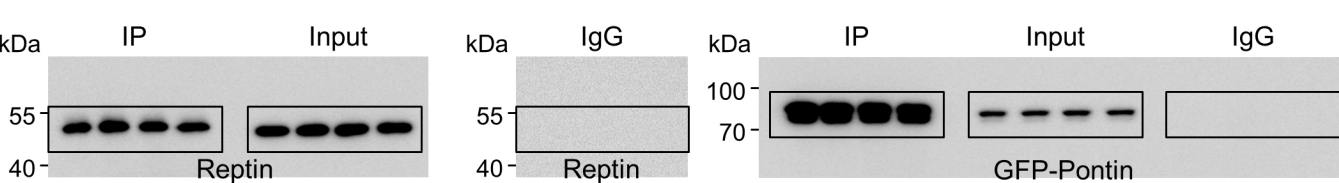

**Supplementary Figure 2a**

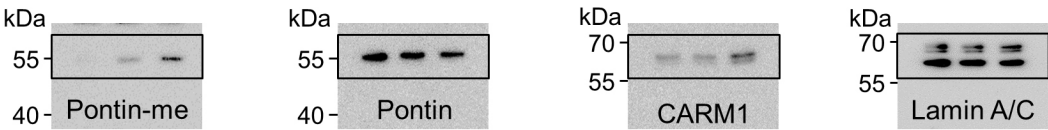

**Supplementary Figure 2b**

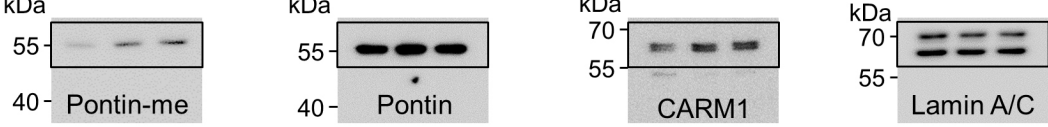

**Supplementary Figure 2f**

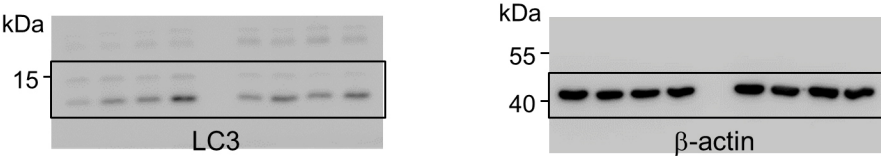

**Supplementary Figure 2g**

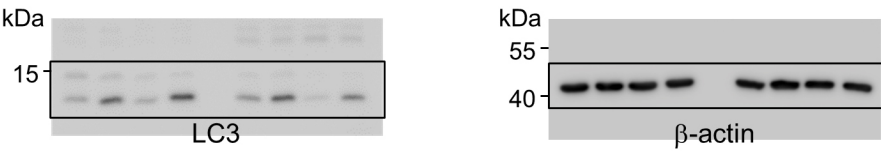

**Supplementary Figure 3a**

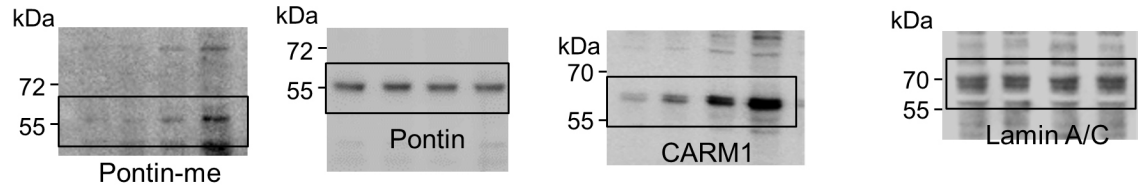

**Supplementary Figure 3b**

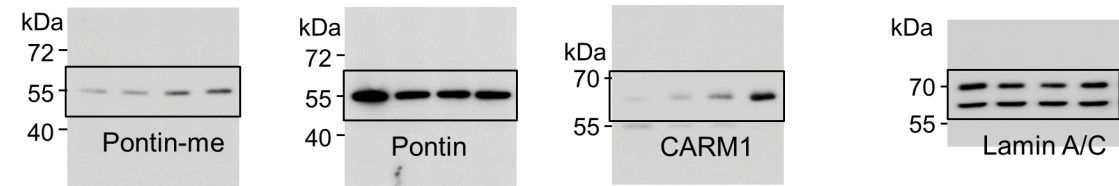

**Supplementary Figure 3c**

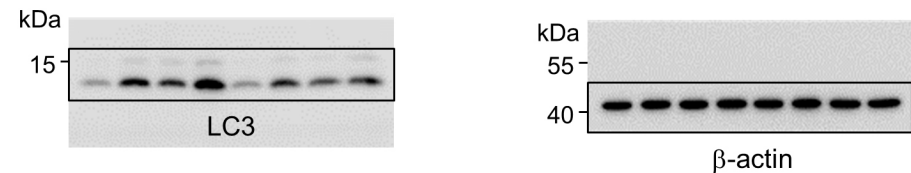

**Supplementary Figure 3d**

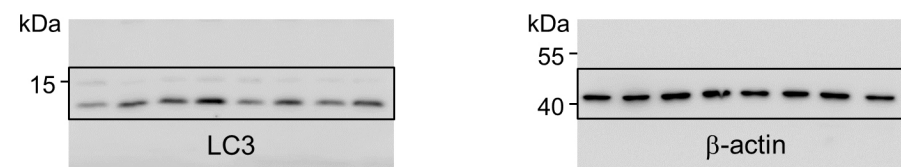

**Supplementary Figure 7a**

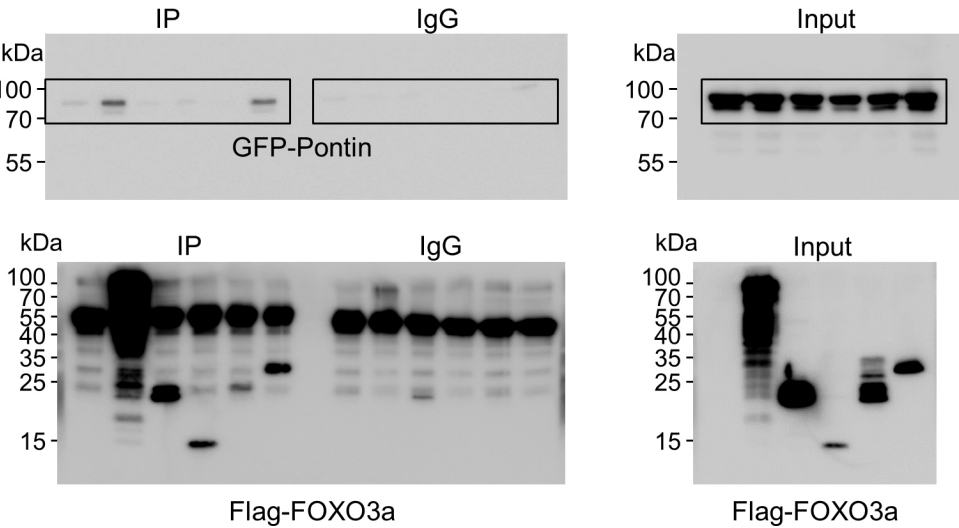

**Supplementary Figure 7b**

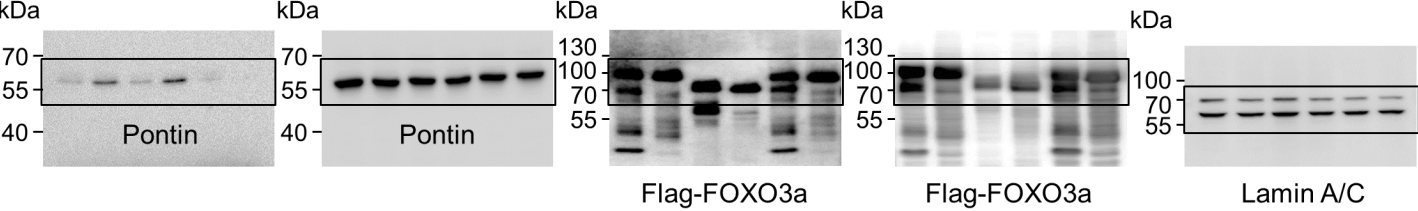

**Supplementary Figure 7d**

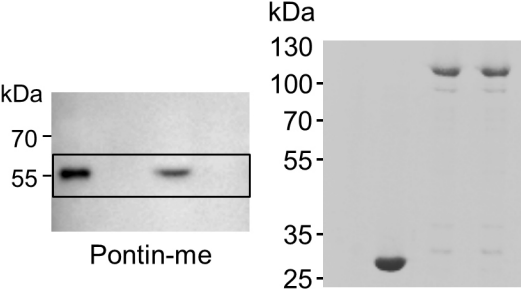

**Supplementary Figure 7e**

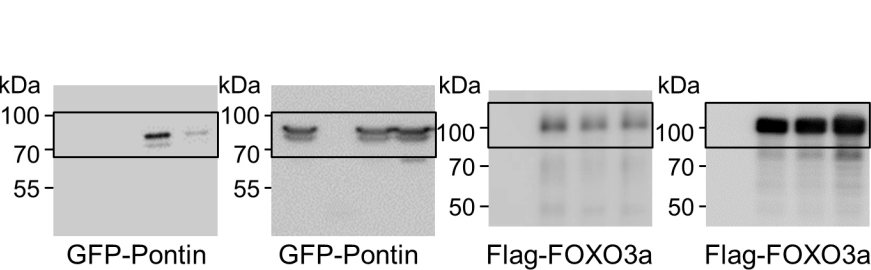

**Supplementary Figure 9c**

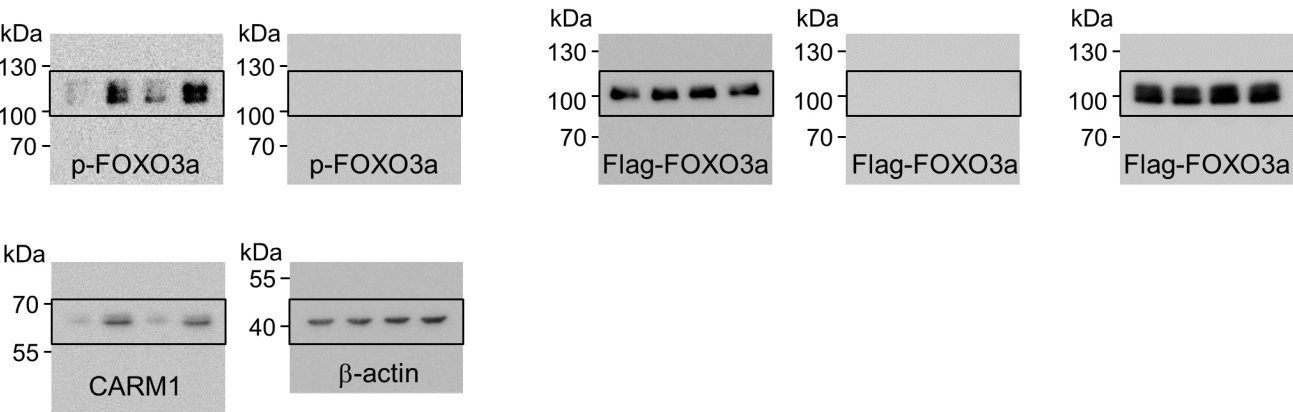

**Supplement:** Supplementary file 3 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

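Methylated Pontin ChIP-seq was analysed from the peaks of 1 library, the methylated Pontin ChIP of MEFs under glucose starvation. The series has 4 libraries, the ChIP and the input in normal media and under glucose starvation, with 1 library each and no replicate. No value of the ChIP library in normal media was analysed here. The input that the authors compared the starved ChIP with enters only through the values that they computed from both, and no input was analysed here on its own.

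The authors aligned the reads to GRCm38 with Bowtie2 and called peaks with HOMER findPeaks. The deposited signal of a peak is its tag count per 10000000 tags, and the authors also give this signal scaled to the depth of the input. The score is the authors' own score of each peak, and it was used to rank peaks and to take their upper part. The fold over input and the fold over the surrounding 10 kb are ratios that the authors computed, and the p-value beside each fold is the authors' Poisson p-value. The deposited focus ratio, a fraction between 0 and 1, describes the shape of a peak and was not used in any result. The authors' limits were a false discovery rate of 0.001 with a tag threshold of 18, at least 4-fold over input and over the surrounding region, and a p-value of at most 0.0001 for both. These limits cannot be relaxed from the list, so regions below them could not be examined. In the list, 1 further column of tags per peak could not be assigned to a library by its name and was not used.

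Distances were measured from the peak centre to the nearest TSS of any transcript of GENCODE vM21, on the same genome build. Sequences were taken from the GRCm38 assembly. Background regions for motifs had the width of the window and came from the chromosome of the peak, were drawn from 1500000 random positions per chromosome, overlapped no peak and matched the peak's GC content within 2 percentage points, with 10 per peak. Where the background was also matched on TSS distance, this was by class only, within 2.5 kb of a TSS or farther. Motif counts were compared by Fisher's exact test, one-sided for enrichment, with Benjamini-Hochberg adjustment over the 4 motifs. Motif shares of distal and proximal peaks, and gene lists, were compared by two-sided Fisher's exact tests. Medians were compared by a two-sided permutation test with 100000 resamples. Shares have 95% Wilson confidence intervals. All tests are across peaks, sequences or genes of a single library, which are not replicates. Primers were placed by exact match of both members of a pair to the genome, and an amplicon was said to have a peak when at least 1 bp was shared.

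The genes named were set by a rule before the data were examined. They are the genes whose ChIP amplicon or enhancer RNA the paper names (Map1lc3b, Sirt1, Bnip3, Ctns, Atg14 and Skp2), the genes of Fig. 4e, f and Supplementary Table 2 with a peak within 2.5 kb of a TSS, and the 5 peaks with the highest score. The 4 motifs of the enrichment tests, their windows, the distance and fold limits and the alternatives to these were also set before the data were examined, except the further draws of the GC-matched background. Some of the additional tests and limits, such as the limit on the score, were chosen after their results had been seen, and are marked so where they are reported. Of the further draws, one was the exploratory draw, which was seen before the reported draw, and the others were added after the exploratory draw had been seen. Alternatives covered longer and degenerate motifs, other windows, other backgrounds, distance limits of 1 kb and 5 kb, protein-coding TSSs only, peaks at least 8-fold over input, and the upper part of the peaks by score.

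The procedures were tested on simulated data. Among 1000 random regions with the FOXO3a 7-mer written into 5%, the share found rose to 7.9% against 2.83% in the background (p = 7.33e-14, one-sided Fisher's exact test), and the 7-mer ranked first of 8192. Without it, the smallest p of the 4 motifs was 0.479 (one-sided Fisher's exact test). The planted difference was larger than that of the FOXO3a 7-mer in the peaks, 2.04% against 1.62%, so a difference of that size was not tested. The background of this simulation was also matched on the proximal or distal class, unlike that of the main result. Distances of 500 random positions to the TSS all equalled a direct search. A gene list simulated in 20000 genes with an odds ratio of 3 gave 2.92. That list was much larger than the list of 50 genes, so precision at the size used was not tested. The permutation test of medians called a simulated difference in 40 of 40 runs and called 0 of 40 runs without one.

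The depth sets the precision. The median peak had 29.5 tags, so a single peak's tag count carries a large counting error, and the share of tags in peaks was 0.65%. The list does not show regions that missed the authors' tag threshold. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.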

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

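The limit on the score and both tests that use the fold over input were chosen after their results had been seen, and the test of repeated sequence before. A pair of peaks outside the genes that the paper discusses had scores far above all others. The peak on chromosome 17 from 3081808 to 3082288, in an intron of the pseudogene Pisd-ps2, had a score of 179, and the peak on chromosome X from 112370694 to 112371174, in an intron of Apool, had a score of 132. The next highest score was 66, and the median was 26. A score over 82, which is the third quartile plus 5 interquartile ranges, was the limit used. Their tag counts were 112.4 and 85.2 per 10000000, and in the authors' deposited table they were 11.6-fold and 62.5-fold above the surrounding 10 kb.

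A technical explanation is reads shared between copies of a sequence. Of the stretches of 32 bases in these peaks, 100% on chromosome 17 and 79.1% on chromosome X occur more than once in the reference, with a median of 3 copies, while the share in the median peak was 0%. In all, 55 of the 4311 peaks (1.28%) had more than 50% of such stretches repeated. This explanation remains, and the scores may reflect reads placed from several copies. The fold over input was 16.2 and 20.1 in the authors' deposited table, above 77.1% and 82.8% of the peaks, but it cannot test this explanation, since shared copies raise the ChIP and the input alike. The tag count divided by the fold over input, a measure of the input level, was 6.93 and 4.25 per 10000000, against 1.55 in the median peak. It was above that of at least 98.3% of the peaks in both cases, so shared copies that also raise the input remain an explanation. This measure contains the tag count, which is itself extreme at these peaks. No biological explanation was tested, since a single library of one condition gives no contrast.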

How the results depend on the processing

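No paired analysis was possible because each condition has 1 library and the peaks come from one of them. The alternatives were set before the data were examined, except 5 further draws of the GC-matched background.

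The number of peaks fell from 4311 to 2412 with a limit of 8-fold over input. Keeping only the numbered chromosomes, X and Y left it at 4311, but this could not change it because all peaks lie there. The share of distal peaks, 21.5%, was 25.2% with a limit of 1 kb, 18.5% with 5 kb, 25.5% with protein-coding TSSs only, 19.4% among peaks at least 8-fold over input and 14.2% in the upper part by score. Distances from the nearest edge gave 21.2%. The share of FOXO3a-motif peaks that are distal stayed within the interval of its main value under all 10 alternatives.

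The enrichment of the E2F1 motif kept its direction and an adjusted p under 0.05 in all 14 alternatives, with odds ratios from 1.60 to 9.26. The FOXO3a odds ratio, 1.26, kept its side of the threshold for the whole peak (1.25), for 500 bp (1.18) and for 1 further draw (1.24). Its direction reversed against regions not matched on GC content (0.683) and against flanks (0.698). The share of regions with the 7-mer, 2.96% without GC matching and 1.62% with it, shows that GC content moves this result. It was no longer past the threshold with the 8-mer (1.23), the degenerate motif (1.05), the background matched on GC content and proximal or distal class (1.13), peaks at least 8-fold over input (1.10), the upper part by score (1.05), and in 4 further draws (1.18, 1.20, 1.14 and 1.13). Its adjusted p over the alternatives ranged from 0.00182 to 1.00. The cause of the changes other than GC content was not tested.

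The TFEB odds ratio, 1.45, was no longer past the threshold with the 8-mer (1.08), peaks at least 8-fold over input (1.19), the upper part by score (1.42) and 1 further draw (1.28). The CREB1 odds ratio, 1.10, passed the threshold with the degenerate motif (1.40), the whole peak (2.30), 500 bp (2.17), regions not matched on GC content (2.34) and flanks (1.71), and reversed against regions matched on GC content and proximal or distal class (0.923). Adjusted p over the alternatives ranged from 2.72e-23 to 0.522 for TFEB and from 9.14e-18 to 0.696 for CREB1. The CREB1 7-mer was in 0.339% of regions not matched on GC content, 0.464% of flanks and 0.719% of GC-matched regions, which shows that the matching on GC content moves this result too. The cause of the other changes of TFEB and CREB1 was not tested.

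The higher FOXO3a-motif share in distal than in proximal peaks, with an odds ratio of 1.72, kept its direction in all 10 alternatives and was no longer past the threshold among peaks at least 8-fold over input (1.68) and with the 8-mer (1.28), and the cause was not tested. The difference in median tag count between distal and proximal peaks, -2.2 per 10000000, kept its direction under the other distance limits, distances from the nearest edge, protein-coding TSSs only and peaks at least 8-fold over input, with differences from -2.1 to -2.4. It was no longer past the threshold in the upper part by score (-0.4). In place of the tag count, the fold over input and the score were also lower in distal peaks, with differences in median of -0.93 and -4. The upper part by score is a selection on a score made from the same tags, so it is no evidence that the groups are equal, and the cause was not tested. The excess of autophagy and lysosomal genes with a peak kept its direction and its side of the threshold in 4 alternatives, with odds ratios from 2.38 to 4.39. None of these matched the genes on expression. The numbers of amplicons with a peak did not change under the 3 alternatives tried for each, which were an overlap of at least 50% of the amplicon, a peak within 500 bp, and peaks at least 8-fold over input. For the FOXO RE amplicons the number was 0, so only the alternative of a peak within 500 bp could have changed it. The limits on overlap and on fold can only lower a number.

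The effect of depth on the motif results was not tested. Depth limits single loci, because a region that missed the authors' tag threshold is not listed.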

Differences from the paper's values

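The FOXO3a motif had a -log10 p of 1.59 here and the paper's value is about 4.1 in Fig. 5b, read by eye. Of the 9 alternatives set before the data were examined, counting the motif in the whole peak, with a -log10 p of 2.74, was the only one close enough, by the ratio of the values, to count as no difference. It met that limit only narrowly. In that setting FOXO3a had the largest p of the motifs tested. The -log10 p was 28.6 for E2F1, 20.0 for TFEB and 17.2 for CREB1 (one-sided Fisher's exact test). The E2F1 motif had a -log10 p of 13.1 here and the paper's value is about 0.9 in Fig. 5b, read by eye. None of the 9 alternatives closed this gap, and the lowest value was 4.92 with the degenerate motif. The TFEB motif had a -log10 p of 2.47 here and the paper's value is about 0.7 in Fig. 5b, read by eye. With peaks at least 8-fold over input it was 0.716. The 8-mer gave 0.314, below the paper's value and too far from it by the ratio of the values, and the other 7 alternatives stayed above it.

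The paper ranks the FOXO3a response elements first by significance. Here the E2F1 7-mer had the smallest p of the 4 motifs, and in none of the 15 settings, including 5 further background draws that were not set before the data were examined, did FOXO3a have the smallest.

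The paper describes methylated Pontin at a proximal region as well as distal regions of Map1lc3b. In the authors' peak list the locus holds 1 peak, centred 9.86 kb upstream of the TSS, and none of the 3 FOXO RE amplicons of Map1lc3b overlaps it. By eye, this peak lies within the most distal of the gray boxes of Fig. 6d, and no peak was called in the other boxes.

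By ChIP assay the paper finds no recruitment of methylated Pontin at the CLEAR motif. In the peak list, 1 of the 3 CLEAR motif amplicons, that of Ctns on chromosome 11 from 73198810 to 73198959, is overlapped by a peak over 90 of its 150 bp, with 12.0 tags per 10000000. The assay compared cells with and without glucose starvation, in MEFs expressing Pontin WT or RK. The list gives the starved ChIP against input alone, so signal that was also present in normal media is not excluded.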

Other observations

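Of the tests below, the comparison of tag counts with the tag density around peaks across chromosomes was chosen after its result had been seen. For the share of proximal peaks, the requirement of a positive correlation was also added after its correlation had been seen. The other tests were chosen before their results were seen.

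The tag counts of peaks differed between chromosomes. The median was 18.5 tags per 10000000 on chromosome 8, 18.1 on chromosome 15 and 17.1 on chromosome 19, and 10.4 on chromosome X, 11.6 on chromosome 7 and 12.5 on chromosome 1. The tag density around peaks, which is the tag count divided by the authors' fold over the surrounding 10 kb, rose with it across the 20 chromosomes (Pearson's r = 0.985, Spearman's rho = 0.967, permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 5e-05 over 5 relations). Without the 2 chromosomes farthest from the median, r was 0.976. The fold over input did not rise with the tag count and tended to fall (r = -0.398, permutation p = 0.084, rho = -0.317, permutation p = 0.174, and r = -0.577 without the 2 farthest), and rho was -0.493 without chromosome X. In the authors' deposited table its median was 7.96 on chromosome 8 and 10.5 on chromosome 7. The number of peaks per megabase had r = 0.497 (permutation p = 0.0275, adjusted p = 0.0459) and rho = 0.326 (permutation p = 0.16, adjusted p = 0.218), and r was 0.251 without the 2 farthest. The density contains the tag count itself, so the 2 measures are not independent. The GC content of the peaks was unrelated to the tag count (rho = -0.0128, permutation p = 0.956). Proximal peaks have higher tag counts than distal ones, yet the share of proximal peaks fell with the median tag count (rho = -0.591, permutation p = 0.00687, adjusted p = 0.0172), the opposite direction to what that explanation needs, although the correlation itself was past the threshold. A candidate explanation is a difference in the number of copies of whole chromosomes in these cells, which would raise peaks and surroundings alike and by itself leave the fold over input unchanged. The tendency of the fold to fall is not what it predicts, although that fall was not past the threshold over the 20 chromosomes. It remains a hypothesis, since coverage of the input along chromosomes was not analysed here. The peak near Map1lc3b is on chromosome 8.

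The E2F1 enrichment cannot be told apart from the composition of its motif. Against regions matched on GC content and on the proximal or distal class, 15.0% of the 7-mers with the same bases and the same number of CpG, itself included, had an odds ratio as high as its 1.60, and the median of the 59 others was 1.41. Distance to the TSS within each class was not matched. For TFEB the share was 43.3%, and for FOXO3a it was 24.4%, with a median of 1.02 for the 179 others. Against the same regions, 1350 of 8192 7-mers had an adjusted p under 0.05 in all peaks, and 80.4% of them contain CpG. The smallest p belonged to CGGAAAA, in 88 peaks (2.04%) against 0.673% of regions (odds ratio 3.08), and the FOXO3a 7-mer ranked at 3115. The 7-mer AAAACAA, which has no CpG, ranked at 2, in 386 peaks (8.95%) against 5.71% of regions (odds ratio 1.63). The share with CpG is what a general preference of the peaks for CpG-rich promoters would give. Such a preference alone does not account for AAAACAA. Which factor, if any, AAAACAA belongs to was not tested. The rank of the FOXO3a 7-mer is that of a single sequence and does not cover others that FOXO3a may bind.

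In the 929 distal peaks, 4 7-mers had an adjusted p under 0.05, and the strongest, AACCTTA, was in 34 peaks (3.66%) against 1.25% of matched regions (odds ratio 3.00, adjusted p = 0.00335, one-sided Fisher's exact test, Benjamini-Hochberg over 8192 7-mers). It was chosen after its values were seen. Repeat elements were tested as an explanation. Of its 34 sites, 14.7% lie in repeat-masked sequence, against 18.6% of all bases of these windows, so repeats do not account for it. Which factor, if any, it belongs to was not tested, and no biological explanation was tested.

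The higher share of the FOXO3a 7-mer in distal peaks is matched by the background. Of the background regions with the 7-mer, 28.8% were distal, within the interval of 23.0% to 42.1% of the peaks. The GC content and the proximal or distal class may thus account for the difference between distal and proximal peaks.

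The peak over the CLEAR motif amplicon of Ctns could not be tested on its own. The promoter of Ctns has 0 sites of the TFEB 7-mer within 500 bp of the TSS, so the comparison of promoters in general does not bear on it. Promoters of protein-coding genes with the TFEB 7-mer within 500 bp of the TSS had a peak in 24.6% of 1742 cases, against 18.9% given their GC content (odds ratio 1.48, permutation p = 2e-05, the smallest that the permutations can give). Promoters with the CREB1 and E2F1 7-mers had odds ratios of 1.66 and 1.48 with the same p, and those with the FOXO3a 7-mer 1.15 (permutation p = 0.0478), so the excess is not specific to the TFEB motif.

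None of the 8 FOXO RE amplicons of the paper's ChIP assays overlapped a peak. The FOXO RE amplicons of Bnip3, of Sirt1 and of Ctns at the more distant site ended 3.60 kb, 42.2 kb and 38.2 kb from the nearest peak, and the amplicon of Atg14 747 kb. No peak lay within 50 kb of Skp2. Among the 6 peaks with the highest scores, which include a tie, the nearest genes were Pisd-ps2, Satl1, Mir8111, Sp110, Rnd1 and Mtss1l.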
